# KDM5B cooperates with CRL4B complex to promote the tumorigenesis of ER+ breast cancer via regulating cholesterol metabolism

**DOI:** 10.1038/s41419-026-08438-1

**Published:** 2026-02-07

**Authors:** Yunkai Yang, Tianyang Gao, Baowen Yuan, Xinhui Hao, Miaomiao Huo, Ting Hu, Tianyu Ma, Min Zhang, Die Zhang, Xu Teng, Hefen Yu, Wei Huang, Jingyao Zhang, Yan Wang

**Keywords:** Breast cancer, Cancer stem cells

## Abstract

Estrogen receptor-positive (ER+) breast cancer is the predominant subtype of breast cancer, and its development is closely linked to metabolic reprogramming, including alterations in cholesterol metabolism. Therefore, this study aimed to investigate the functional interplay between lysine demethylase 5B (KDM5B) and the Cullin-RING ligase 4B (CRL4B) complex in modulating cholesterol metabolism to promote ER+ breast cancer progression. Immunohistochemical assays and bioinformatic analysis of various cancer databases were performed to examine KDM5B expression levels in breast cancer. Additionally, KDM5B overexpression and knockdown were performed to investigate the role of KDM5B in breast cancer cell proliferation and progression. Notably, we identified physical and functional interactions between KDM5B and the CRL4B subunits, CUL4B and DDB1. Mechanistically, KDM5B recruits CRL4B to the promoters of INSIG1 and INSIG2, which are key regulators of cholesterol biosynthesis and uptake, and suppresses their expression by upregulating H2AK119ub1 and downregulating H3K4me3 histone marks, thereby promoting the proliferation, migration, and invasion of tumor cells. Functional assays revealed that disruption of the KDM5B–CRL4B axis impairs cholesterol homeostasis and inhibits tumor growth. KDM5B upregulation was significantly negatively correlated with the survival rates in various cancer types, including thyroid, lung, esophageal and colorectal cancers. Overall, these findings establish a novel regulatory axis in cholesterol metabolism, uncover potential therapeutic vulnerabilities in ER+ breast cancer, and suggest that targeting the KDM5B could provide a strategy to curb tumor progression.

## Introduction

KDM5B, a member of the JmjC domain-containing histone demethylases, is a critical epigenetic regulator that specifically erases di- and tri-methyl groups from H3K4me2/3 [1–3]. This activity represses gene transcription and is vital for controlling cellular differentiation [4, 5], proliferation [6], and stress responses [7, 8]. Dysregulation of KDM5B has been implicated in various cancers, where it often functions as an oncogene by altering chromatin states and transcriptional networks critical for tumor development [9–11]. KDM5B is frequently overexpressed in breast cancer, particularly in ER+ subtypes [12]. Moreover, KDM5B overexpression correlates with poor prognosis [13], tumor progression [12, 13], and therapy resistance [14–16]. However, that KDM5B may activate transcription has also been reported in other studies [17, 18]. Given these inconclusive results, the mechanistic role of KDM5B in cancer requires further investigation.

CUL4B, DDB1, and ROC1 are core components of the CRL4B complex, an E3 ubiquitin ligase that regulates various cellular processes by targeting specific substrates for ubiquitination and subsequent proteasomal degradation. For example, the CRL4B complex suppresses Th1 and Th2 cell differentiation through histone H2AK119 mono-ubiquitination [19]. CRL4B physically associates with the SIN3A-HDAC complex to drive cell cycle progression [20]. In cancer, CUL4B and DDB1 work synergistically within the CRL4B complex to interact with SIRT1 or polycomb repressive complex 2 (PRC2) to promote tumorigenesis by repressing the expression of tumor suppressor genes [21, 22]. Importantly, dysregulation of CUL4B and DDB1 leads to aberrant protein turnover, including tumorigenic phenotypes such as uncontrolled proliferation, disrupted circadian rhythms, enhanced DNA damage tolerance, and metabolic adaptation [22–24]. Although KDM5B and CRL4B have been independently linked to cancer progression, their potential functional cooperation remains unclear.

Cholesterol plays a vital role in cellular processes such as maintaining membrane integrity, steroid hormone synthesis, and intracellular signaling. Dysregulated cholesterol metabolism has emerged as a hallmark of cancer, contributing to tumorigenesis and cancer progression [25]. Cholesterol homeostasis is frequently altered in cancer cells, with increased cholesterol biosynthesis and uptake, and reduced efflux, facilitating rapid cell proliferation and survival under stress conditions [26, 27]. Cholesterol metabolism intersects with the metabolic reprogramming of cancer by providing precursors for steroid hormones and bile acids, which are critical in hormone-driven cancers such as breast and prostate cancer [26]. In ER+ breast cancer, cholesterol-derived metabolites such as 27-hydroxycholesterol act as selective estrogen receptor modulators (SERMs), promoting tumor growth [28, 29]. Moreover, excess cholesterol supports oxidative stress resistance and energy production via mitochondrial adaptation, further enhancing the survival of tumor cells [30]. Emerging evidence suggests that cholesterol metabolism is tightly regulated at both the transcriptional and epigenetic levels [31]. However, regulatory networks that integrate epigenetic modifiers and metabolic pathways are poorly characterized.

In this study, we systematically investigated the pathophysiological roles and molecular mechanisms of KDM5B in the development and progression of ER+ breast cancer. Specifically, we explored the interplay between KDM5B and the CRL4B complex in regulating cholesterol metabolism and their cooperative contribution to the promotion of ER+ breast cancer proliferation, invasion, and stemness.

## Results

### KDM5B acts as an oncogene in breast cancer, especially in the ER+ subtype

To examine the role of KDM5B in breast cancer, we compared KDM5B expression levels in breast cancer and normal tissues using TCGA and several GEO datasets. KDM5B expression was significantly higher in breast cancer tissues (18 paired breast cancer specimens and adjacent normal tissues) than in normal tissues (Fig. S1A, B). Similarly, KDM5B protein expression was consistently higher in breast cancer tissues than in normal tissue (Fig. S1C). Notably, KDM5B expression was positively correlated with breast cancer stages (Fig. S1D) and negatively correlated with the survival probability of patients with breast cancer (Fig. S1E, F). High KDM5B expression was an independent predictor of low survival rates in patients with breast cancer undergoing chemotherapy or endocrine therapy (Fig. S1G).

KDM5B is a luminal lineage-driving oncogene in breast cancer [13]. Expectedly, KDM5B expression was higher in ER+ than in ER- breast cancer cell lines (Fig. 1A). Similarly, western blotting revealed that KDM5B protein levels were higher in ER+ than in ER- breast cancer cells (Fig. 1B). Analyses of the TCGA and GEO datasets demonstrated that ER+ breast cancer exhibited higher expression of KDM5B (Fig. 1C). Moreover, KDM5B expression was significantly correlated with the survival rate of patients with ER+ breast cancer (Fig. 1D). According to these results, we performed RNA-sequencing analysis in MCF-7 breast cancer cells acquiring KDM5B knockdown (Fig. 1E). The differentially expressed genes (DEGs) were enriched in multiple signaling pathways, including PI3K-AKT signaling, circadian rhythm, steroid hormone biosynthesis and pluripotency of stem cells (Fig. 1F). Additionally, GSEA revealed that KDM5B is involved in circadian rhythm, estrogen, ferroptosis and cholesterol metabolism signaling pathways (Fig. 1G). To validate the RNA-sequencing results, we selected several DEGs, including upregulated and downregulated genes, and measured their mRNA levels in ER+ breast cancer cells following KDM5B knockdown (Fig. 1H, I). The expression of these selected genes was also confirmed using the TCGA expression profile, which demonstrated that these genes might serve as potential oncogenes or tumor suppressors (Fig. S2A, B). Overall, these results demonstrate that KDM5B is an oncogene in breast cancer, specifically in ER+ breast cancer.

**Fig. 1:**
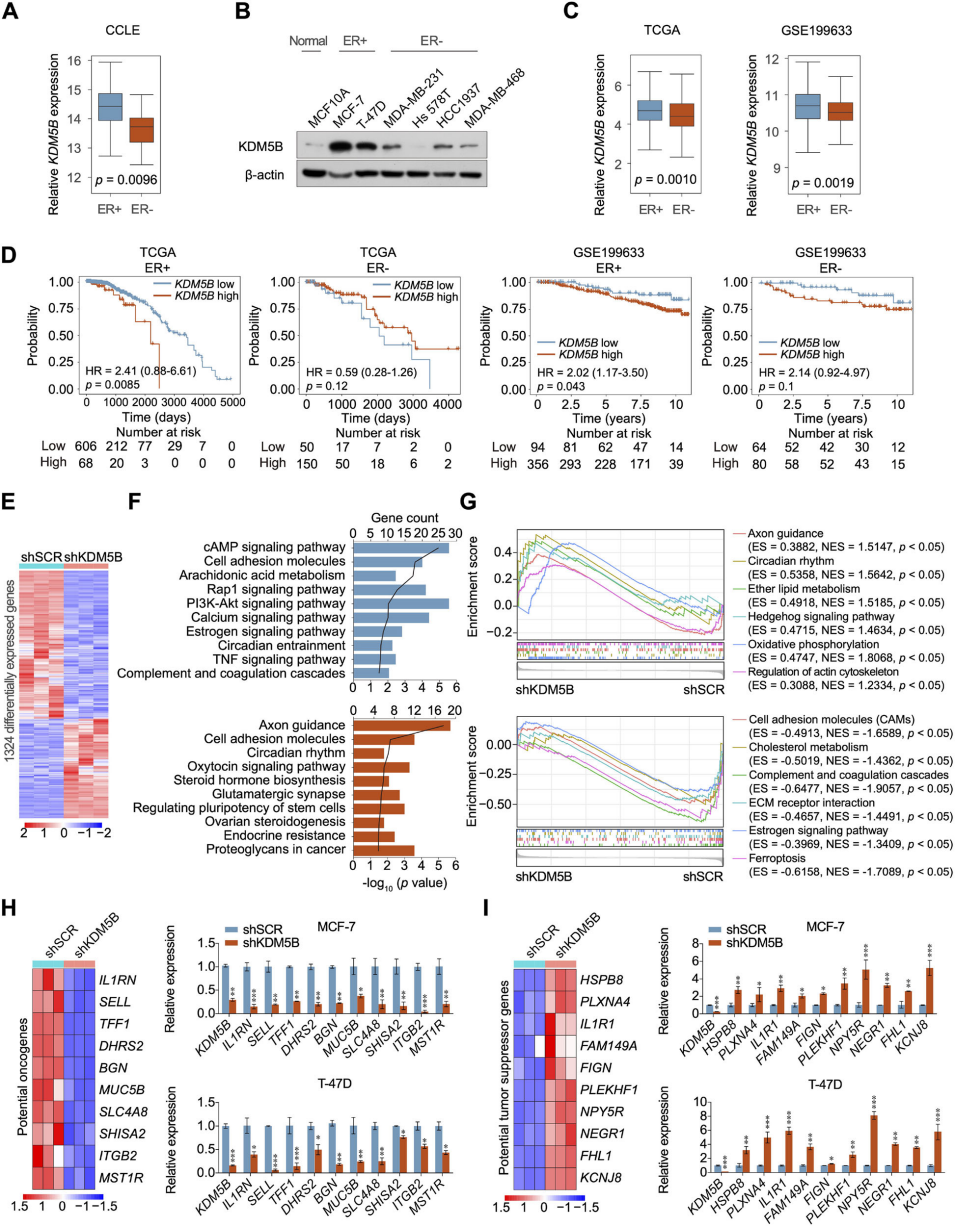
KDM5B was upregulated and predicted poor prognosis in ER+ breast cancer cells. **A** The KDM5B levels were compared between ER+ and ER- breast cancer cell lines using CCLE dataset. **B** The protein levels of KDM5B in breast cancer cells were detected by western blot. β-actin was served as a loading control. **C**, **D** The correlation between KDM5B expression and patient prognosis was analyzed using TCGA and GSE199633 datasets in ER+ and ER- breast cancer. **E** Heatmap depicting the expression profile changes in shSCR and shKDM5B MCF-7 cells. **F** KEGG analysis of DEGs in shCR and shKDM5B MCF-7 cells. Data were analyzed using DAVID (https://david.ncifcrf.gov/). **G** GSEA analysis of DEGs in shCR and shKDM5B MCF-7 cells. GSEA analysis was performed using Sangerbox tools (http://vip.sangerbox.com/). **H**, **I** RT-qPCR was performed to validate the RNA-seq results. The expression of several potential oncogenes and TSGs was detected in shSCR and shKDM5B ER+ breast cancer cells. ACTB was used as an internal control. Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001.

### KDM5B promotes the proliferation, invasion, and stemness of ER+ breast cancer cells

Given that KDM5B was significantly upregulated and correlated with the prognosis of patients with ER+ breast cancer, we investigated its function in ER+ breast cancer cells. To generate KDM5B knockdown lines, MCF-7 and T-47D cells were transfected with siRNAs targeting KDM5B (Fig. S3A, B). Consistent with previous findings [32], KDM5B knockdown decreased the proliferation of ER+ breast cancer cells (Fig. S3C, D). Additionally, stable KDM5B-knockdown or -overexpression breast cancer cell lines were generated via lentivirus infection (Fig. S3E, F). KDM5B overexpression enhanced the proliferation of ER+ breast cancer cells (Fig. 2A), whereas its knockdown significantly decreased the proportion of EdU-labeled cells and impaired their colony-forming ability (Figs. 2B and S3G). Transwell assays showed that overexpressed KDM5B enhanced, while shKDM5B attenuated, the invasive ability of ER+ breast cancer cells (Fig. 2C, D). Epithelial-mesenchymal transition (EMT), a hallmark of cancer, plays an important role in tumor metastasis [25, 33]. Therefore, we examined the expression of EMT markers in MCF-7 and T-47D cells following KDM5B knockdown or overexpression. KDM5B overexpression downregulated the expression of epithelial markers (E-cadherin, α-catenin, and γ-catenin) and upregulated the expression of mesenchymal markers (N-cadherin, Vimentin, and Fibronectin) (Fig. S3I).

**Fig. 2:**
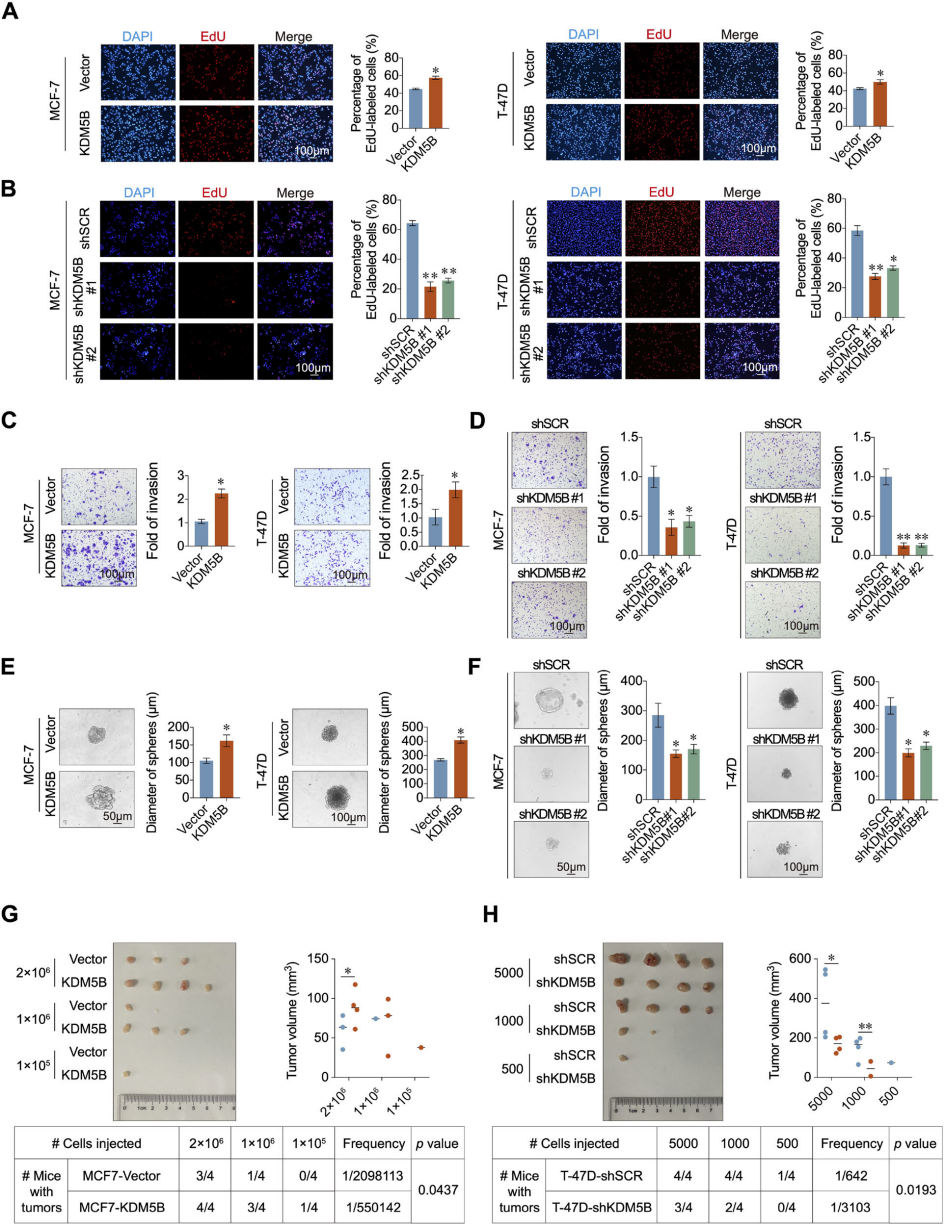
KDM5B promoted the proliferation, invasion and stemness of ER+ breast cancer cells. **A**, **B** EdU asays were performed to evaluate the growth ability of MCF-7 and T-47D cells acquiring KDM5B knockdown or overexpression. **C**, **D** Transwell asays were performed to evaluate the invasive ability of MCF-7 and T-47D cells acquiring KDM5B knockdown or overexpression. **E**, **F** The sphere formation assays were used to determine the influence of KDM5B on stemness in MCF-7 and T-47D cells with KDM5B-knockdown or -overexpression. **G** The tumor formation ability using limiting dilution assay was performed in Vecter or KDM5B-infected MCF-7 cells. The tumor volume was calculated, and the frequency of tumor formation was determined by ELDA. **H** The tumor formation ability using limiting dilution assay was performed in shSCR or shKDM5B-infected T-47D cells. The tumor volume was calculated, and the frequency of tumor formation was determined by ELDA. Quantitative analysis was performed using ImageJ software (version 1.50 g). Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired *t*-test. *p < 0.05, **p < 0.01.

RNAi screening in mice revealed that KDM5B is a major regulator of mouse hematopoietic stem cells (HSCs) [34, 35]. We examined the function of KDM5B in ER+ breast cancer cell stemness. KDM5B overexpression enhanced the sphere formation ability of ER+ breast cancer cells, whereas its knockdown significantly decreased the diameter of the spheres (Fig. 2E, F). Additionally, limiting dilution assay revealed that KDM5B overexpression improved the tumor formation frequency in mice transplanted with MCF-7 cells (Fig. 2G). In contrast, KDM5B knockdown markedly decreased the tumor volume and frequency of T-47D breast cancer cells (Fig. 2H). Moreover, KDM5B overexpression upregulated the protein expression of breast cancer stem cell markers, including OCT4, KLF4, SOX2, c-Myc, and NANOG (Fig. S3J). Collectively, these results demonstrate that KDM5B promotes the proliferation, invasion, and stemness of ER+ breast cancer cells.

### KDM5B interacts with the CRL4B complex

To identify KDM5B-interacting proteins, we performed IP-MS analysis of HEK293T cells overexpressing FLAG-tagged KDM5B (Fig. S4A). Notably, several proteins interacted with KDM5B, including DDB1, MTA2, and PRMT1 (Fig. 3A, B), which was confirmed in HEK293T cells by co-immunoprecipitating with anti-KDM5B antibody (Fig. 3C). MTA2 is a core component of the NuRD complex [36]. Although KDM5B has been proved to directly interact with the NuRD complex [37], there is no evidence of a direct interaction between KDM5B and the CRL4B complex (Fig. 3D). Given that DDB1 is also a component of the CRL4A complex [38], we performed IP assays to investigate the interaction between KDM5B and CRL4B or CRL4A in MCF-7 and T-47D cells. Notably, KDM5B interacted with the CRL4B complex but not with the CRL4A complex (Fig. 3E). To validate these interactions, antibodies against the CRL4B components, including CUL4B, DDB1, and ROC1, were used to detect the interactions with KDM5B. As shown in Fig. 3F, KDM5B was efficiently co-immunoprecipitated with the CRL4B complex. An analysis of the TCGA dataset revealed that KDM5B was significantly correlated with CUL4B and DDB1 in ER+ breast cancer (Fig. S4B). In the IHC chip of breast cancer tissues, KDM5B and CUL4B staining intensity was higher in ER+ samples than in ER- samples, and the expression levels of KDM5B and CUL4B were positively correlated (Fig. 3G).

**Fig. 3:**
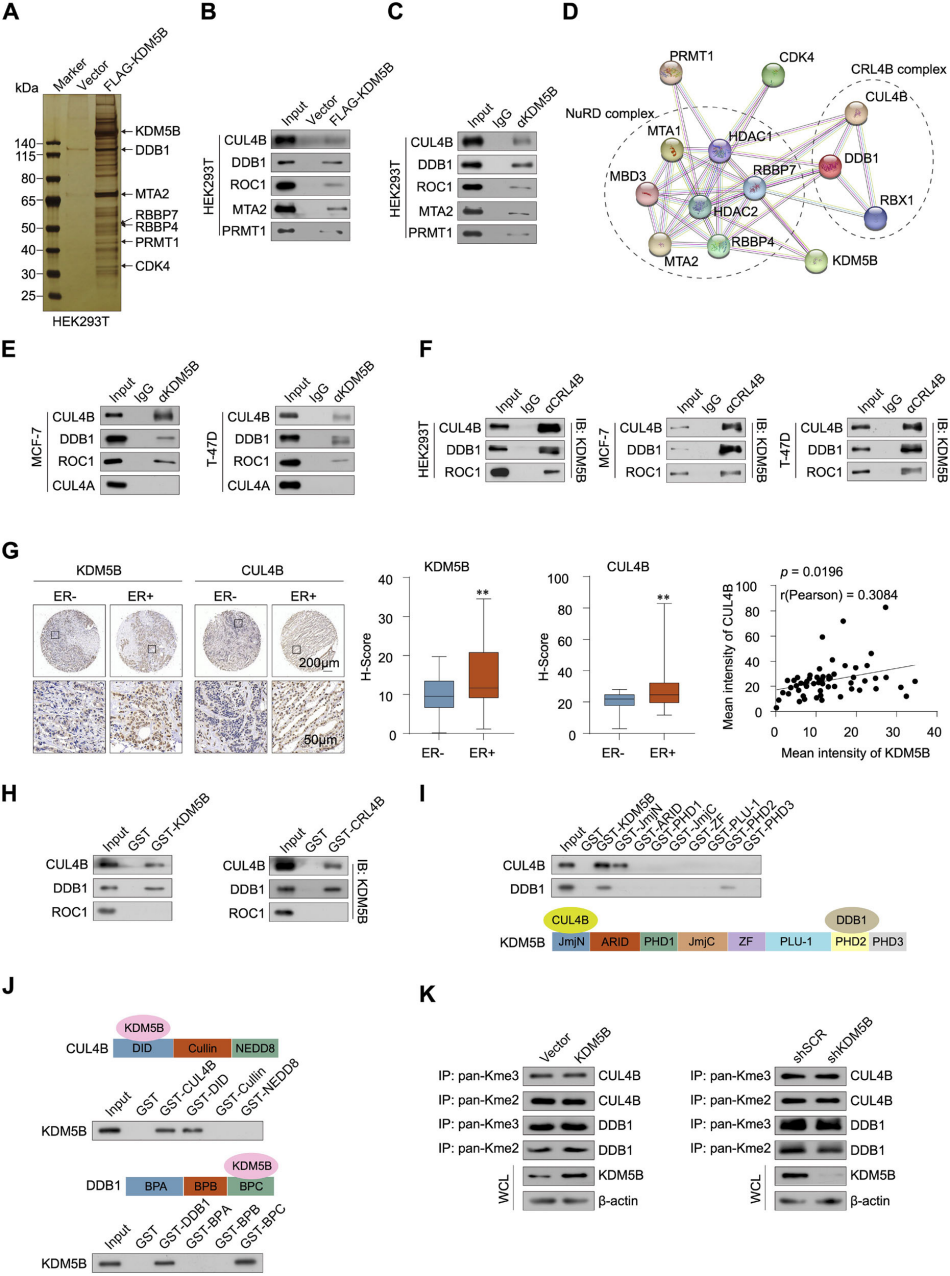
KDM5B physically associated with the CRL4B complex. **A** The HEK293T cells were transfected with FLAG-tagged KDM5B vector and IP-MS was performed to identify KDM5B-associated proteins. **B** Verifying the KDM5B-associated proteins in KDM5B-overexpressed HEK293T cells. **C** Verifying the KDM5B-associated proteins in HEK293T cells using KDM5B antibody. **D** The KDM5B-associated proteins were subjected to STRING website (https://string-db.org/) to reveal the association network. **E**, **F** The association between KDM5B and CRL4B complex was verified in MCF-7 and T-47D cells using IP experiments. **G** The expression of KDM5B and CUL4B was detected by IHC in breast cancer specimens. The IHC score was calculated using ImageJ software (version 1.5 g). **H** GST pulldown assays were performed to identify the physically associated proteins with KDM5B. **I**, **J** GST pulldown assays were performed to illustrate the molecular mechanisms between KDM5B and CRL4B complex. **K** Verifying KDM5B is not a demethylase for CUL4B and DDB1. Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired t-test. **p < 0.01.

To further explore the molecular basis of the interaction between KDM5B and the CRL4B complex, we conducted GST pull-down assays using GST-fused KDM5B or CRL4B complexes (Fig. S4C, D) and in vitro transcribed/translated CRL4B components or KDM5B, respectively. The results showed that KDM5B directly interacted with the CUL4B and DDB1, while ROC1 did not interact with KDM5B (Fig. 3H). To identify the motifs responsible for this interaction, we truncated KDM5B, CUL4B, and DDB1 into several GST-fused proteins (Fig. S4C, D). Notably, the JmjN and PHD2 domains of KDM5B were responsible for its interactions with CUL4B and DDB1, respectively (Fig. 3I). The DID domain of CUL4B and the C-terminal of DDB1 were responsible for the interaction with KDM5B (Fig. 3J). In addition, when there is no lysine methylation in ROC1 (Fig. S4E), the demethylation effect of KDM5B on CUL4B and DDB1 was negligible (Fig. 3K). Overall, these findings elucidate the molecular mechanisms underlying the interaction between KDM5B and the CRL4B complex.

### KDM5B/CRL4B complex promotes the proliferation, invasion, and stemness of ER+ breast cancer cells

Based on our results, we investigated whether the CRL4B complex was involved in the KDM5B-mediated malignant phenotypes of breast cancer cells by overexpressing or knocking down CUL4B in MCF-7 and T-47D cells (Fig. S5A, B). CUL4B knockdown decreased the proliferation of MCF-7 and T-47D cells (Fig. 4A), whereas its overexpression had the opposite effect (Fig. 4B). Double knockdown of KDM5B and CUL4B further suppressed cell proliferation (Fig. 4A). In contrast, CUL4B overexpression enhanced the proliferation of ER+ breast cancer cells overexpressing KDM5B (Fig. 4B). CUL4B knockdown or overexpression significantly decreased or enhanced the invasion abilities of MCF-7 and T-47D cells with or without KDM5B knockdown (Fig. 4C, D). We previously found that KDM5B contributed the stemness of ER+ breast cancer cells (Fig. 2E–H). To evaluate the role of CUL4B in the stemness of breast cancer cells, we conducted sphere formation assays using MCF-7 and T-47D cells. CUL4B knockdown decreased the diameter of spheres generated by these two ER+ breast cancer cells with or without KDM5B knockdownt (Fig. 4E), whereas CUL4B overexpression promoted sphere formation (Fig. 4F). Similarly, CUL4B knockdown significantly decreased the diameter of spheres induced by KDM5B overexpression (Fig. 4F). To validate these scenarios, we examined the protein levels of CSC- and EMT-associated markers in MCF-7 and T-47D cells. KDM5B or CUL4B overexpression upregulated the expression of CSC markers (OCT4, KLF4, SOX2, c-Myc, and NANOG) and mesenchymal markers (N-cadherin, vimentin, and fibronectin) and downregulated the expression of epithelial markers (E-cadherin, α-catenin, and γ-catenin) (Fig. 4G). In contrast, simultaneous knockdown of CUL4B or KDM5B reversed the expression of these proteins (Fig. 4G). Collectively, these results demonstrate that KDM5B forms a complex with CRL4B to promote the proliferation, invasion, and stemness of ER+ breast cancer cells (Fig. 4H).

**Fig. 4:**
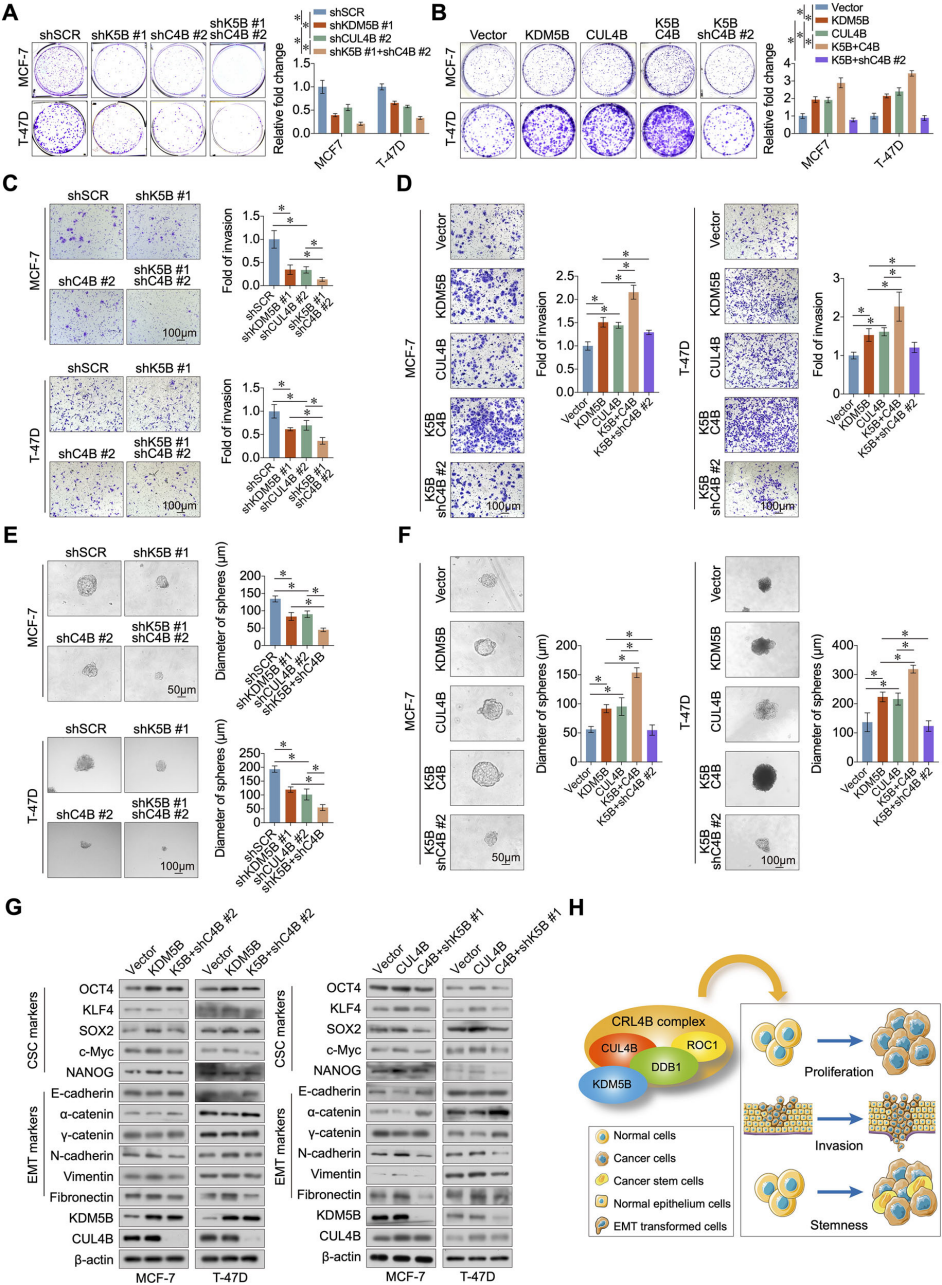
KDM5B, together with the CRL4B complex, promoted the proliferation, invasion, and stemness of ER+ breast cancer cells. **A** Colony formation assay was conducted to evaluate the growth ability of KDM5B-deficient MCF-7 and T-47D cells acquiring CUL4B knockdown simultaneously. **B** Colony formation assay was conducted to evaluate the growth ability of KDM5B-overexpressed MCF-7 and T-47D cells acquiring CUL4B overexpression or knockdown simultaneously. **C** Transwell experiment was conducted to evaluate the invasive ability of KDM5B-deficient MCF-7 and T-47D cells acquiring CUL4B knockdown simultaneously. **D** Transwell experiment was conducted to evaluate the invasive ability of KDM5B-overexpressed MCF-7 and T-47D cells acquiring CUL4B overexpression or knockdown simultaneously. **E** Sphere formation assay was conducted to evaluate the stemness of KDM5B-deficient MCF-7 and T-47D cells acquiring CUL4B knockdown simultaneously. **F** Sphere formation assay was conducted to evaluate the stemness of KDM5B-overexpressed MCF-7 and T-47D cells acquiring CUL4B overexpression or knockdown simultaneously. **G** Western blot was performed to detect the EMT and CSC markers in KDM5B- or CUL4B-overexpressed MCF-7 and T-47D cells with or without CUL4B- or KDM5B-knockdown, respectively. β-actin was used as an internal control. **H** Graphic model illustrated that KDM5B cooperated with the CRL4B complex through physically interacting with CUL4B and DDB1 to promote the proliferation, invasion, and stemness of ER+ breast cancer cells. Quantitative analysis was completed with ImageJ software (version 1.5 g). Data were shown as mean ± SD. The data were analyzed by One-way ANOVA. *p < 0.05. shK5B shKDM5B, shC4B shCUL4B, K5B KDM5B, C4B CUL4B.

### Identifying the genome-wide transcription targets of the KDM5B/CRL4B complex

To elucidate the mechanisms of the KDM5B/CRL4B complex, we performed ChIP-seq using antibodies targeting KDM5B and CUL4B in MCF-7 cells. 

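MCF-7 is an estrogen receptor-positive line from a human breast carcinoma. Chromatin precipitated with an antibody against KDM5B, a histone H3K4 demethylase, gave 8973 peaks that covered 4.10 Mb. Chromatin precipitated with an antibody against CUL4B, the scaffold of the CRL4B ubiquitin ligase, gave 3777 peaks that covered 1.47 Mb. Among protein-coding genes, the KDM5B promoter peaks of highest fold enrichment lay at ESCO2, which encodes a cohesin acetyltransferase (42.6-fold), MPZL1, which encodes a cell surface glycoprotein (38.3-fold), VDR, the vitamin D receptor gene (37.6-fold), PIEZO1, which encodes a mechanosensitive ion channel (35.2-fold), and RNF24 (31.3-fold). The highest CUL4B promoter peaks lay at EGFR, which encodes a receptor tyrosine kinase (11.8-fold), AR, the androgen receptor gene (10.4-fold), MUTYH, which encodes a DNA repair glycosylase (10.4-fold), MTOR, which encodes a growth-regulating kinase (9.38-fold), and POLE, which encodes the catalytic subunit of DNA polymerase epsilon (9.25-fold). These 5 genes belong to a list of 288 cancer genes, written after the peaks had been seen, 27 of which also have peaks of both proteins on coding exons away from promoters. Several of these peaks were assigned to an annotated start site other than the canonical one. For KDM5B they lay 68030 bp (MPZL1), 52495 bp (PIEZO1) and 39718 bp (VDR, upstream of the whole gene) from the canonical start. For CUL4B the distances were 183525 bp (EGFR), 128015 bp (MTOR), 11422 bp (POLE) and 6467 bp (MUTYH). Assignment by distance does not show that a peak arose at such a start.
Each antibody had 1 ChIP library and 1 control library, so that no value has a replicate check. The control is called input in the sample labels and in Fig. 5C, whereas the methods name normal goat IgG. According to the methods, reads were aligned to GRCh38 with Bowtie2 and peaks were called with MACS2 against the control. The position, fold enrichment, p and q of each peak are the authors' values. Read depth is unknown because peak lists carry no read totals. The median peak width was 380 bp for KDM5B and 333 bp for CUL4B, and the median fold was 3.41 and 3.13. Both lists ended at a −log10 p of 3.00, and 6998 KDM5B peaks (78.0%) but only 1052 CUL4B peaks (27.9%) had a q of at most 0.05. All peaks of both lists were set beside the start sites of GENCODE release 44. A gene counted as a promoter gene when its start site was the nearest to a peak and lay within 3000 bp of it, the default of ChIPseeker, since the paper's text names no window.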

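With promoters taken within 3000 bp of a start site, they held a larger share of the peaks of both proteins than any other region class. Of the KDM5B peaks, 4107 (45.8%, 95% interval 44.7 to 46.8) lay in promoters, and of the CUL4B peaks, 2056 did (54.4%, 52.8 to 56.0). Promoters made up 17.7% of the genome, so that their share was 2.59 times the genomic share for KDM5B and 3.08 times for CUL4B. Introns held 30.3% of the KDM5B peaks (29.4 to 31.3) and 24.9% of the CUL4B peaks (23.5 to 26.3), both below the 44.3% of the genome that introns make up. Distal intergenic regions held 17.7% and 16.9%, against 34.1% of the genome. Exons outside promoters and UTRs held 2.42% of the KDM5B peaks and 1.59% of the CUL4B peaks, against 1.11% of the genome. The 3' UTRs held 2.05% and 1.38%, against 1.09%, and 5' UTRs 0.201% and 0.132%, against 0.0283%. With peaks placed by summit, exons held 1.82% and 1.14%, 3' UTRs 1.50% and 1.16%, and 5' UTRs 0.100% and 0.0530%. At MYC, which encodes a growth-promoting transcription factor and is on the list of cancer genes, the KDM5B promoter peak spanned 127736304 to 127738378 on chromosome 8 (3.68-fold) and the CUL4B peak 127737828 to 127738599 (3.57-fold). The distribution over the 7 region classes differed between the lists (Pearson's chi-square test, chi-square = 98.9, df = 6, p = 4.23e-19), and the promoter share was 8.66 percentage points higher for CUL4B. With only the peaks of q at most 0.05, this difference was 28.5 points. With a window of 1000 bp, introns (36.2%) lay above promoters (35.1%) for KDM5B. Of the 500 KDM5B peaks of highest fold, 29.2% lay in promoters within 3000 bp, against 46.7% of the other KDM5B peaks. For CUL4B these shares were 71.6% and 51.8%. The strongest KDM5B peak, at 149-fold, lay in a 3' UTR. Intervals are exact binomial, and the test takes the peaks of 1 library per antibody as independent.

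**Figure D1:**
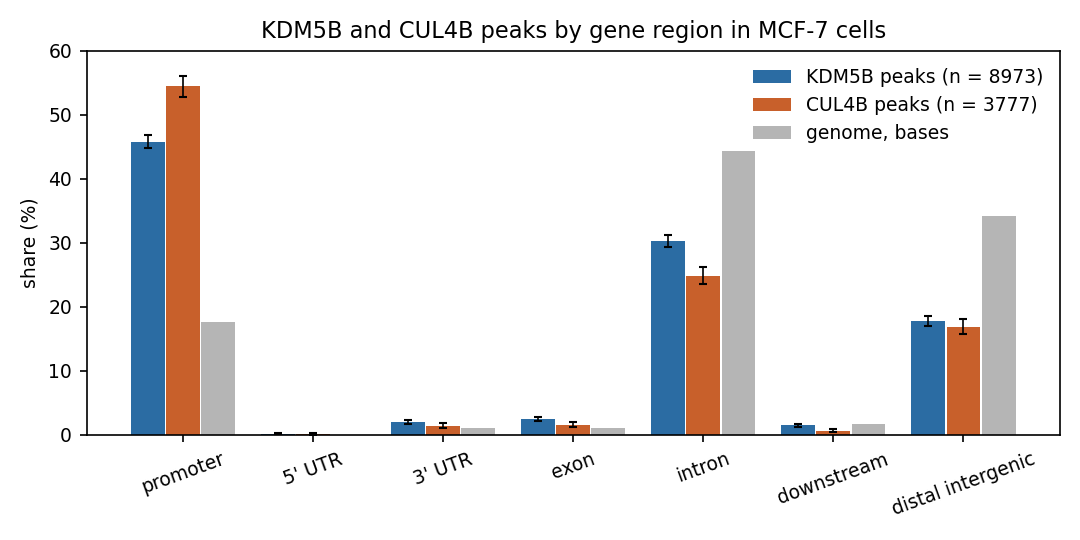
Percent of peaks (vertical axis) in each region class (horizontal axis) for KDM5B and CUL4B, with the share of the genome in each class beside them and exact 95% binomial intervals as error bars. Promoters stand at 45.8% for KDM5B and 54.4% for CUL4B against 17.7% of the genome, and introns and distal intergenic regions lie below their genomic shares for both proteins.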

After calling peaks, we obtained a similar distribution of KDM5B and CUL4B in different gene regions, including the promoter, exon, and intron (Fig. 5A), with the highest enrichment of these two proteins in the gene promoters. 

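Genes of FOXO-mediated transcription and of the cell cycle had promoter peaks of both proteins more often than other protein-coding genes. Of 43 genes of FOXO-mediated transcription, 16 had a KDM5B peak (adjusted p = 0.000275), 15 a CUL4B peak (adjusted p = 2.85e-06) and 9 had both (odds ratio 8.51, adjusted p = 1.62e-05, Fisher's exact test). The genes bound by both included CDKN1B, a cyclin-dependent kinase inhibitor gene, SMAD3, which encodes a transducer of TGF-β signaling, and STK11, which encodes a kinase upstream of AMPK. Of 53 cell cycle genes, 17 had a KDM5B peak (Fisher's adjusted p = 0.00203), 14 a CUL4B peak (adjusted p = 0.000136) and 9 had both (odds ratio 6.57, adjusted p = 9.19e-05), among them CCND1, the cyclin D1 gene, CHEK1, a checkpoint kinase gene, and TP53. The list of cancer genes holds 6 of the former 9 genes and 8 of the latter 9, including CDKN1B, SMAD3, STK11, CCND1, CHEK1 and TP53. Without the listed cancer genes, 3 of 29 FOXO genes (odds ratio 4.11, Fisher's adjusted p = 0.0916) and 1 of 34 cell cycle genes (odds ratio 1.07, adjusted p = 0.835) had both. The cancer list was written after the peaks had been seen and holds genes met there, so that leaving it out can lower these counts by construction. For the single proteins, cell cycle genes then did not pass (7 of 34 for KDM5B, Fisher's adjusted p = 0.354, and 3 of 34 for CUL4B, adjusted p = 0.969), and of 29 FOXO genes 8 had KDM5B peaks (adjusted p = 0.0952) and 8 CUL4B peaks (adjusted p = 0.00369). With peaks of −log10 q at least 5, 1 of 43 FOXO genes had both (Fisher's adjusted p = 0.204). The peaks of TP53 lay away from its canonical start, at 10849 bp for KDM5B and 12288 bp for CUL4B, near internal starts.
Of 43 axon guidance genes, 16 had a KDM5B peak (Fisher's adjusted p = 0.000275), 8 a CUL4B peak (adjusted p = 0.0336), and 4 both (adjusted p = 0.0675). These were EPHB3, NRP1, RHOB and SEMA3C. The CUL4B result did not pass with folds at or above the list median (4 of 43, Fisher's adjusted p = 0.171) or with −log10 q at least 5 (1 of 43, adjusted p = 0.302). At NRP1, a semaphorin coreceptor gene, the KDM5B fold was 11.7 and the CUL4B fold 3.74. Of 26 circadian clock genes, 4 had a KDM5B peak (BTRC, FBXL3, HLF and PER1, Fisher's adjusted p = 0.895), 6 a CUL4B peak, among them BMAL1 and PER2 (adjusted p = 0.0276), and none had both (0.794 expected). The circadian CUL4B result was lost with a promoter window of 1000 bp (Fisher's adjusted p = 0.175) and with peaks of q at most 0.05 (adjusted p = 0.745). Of 23 enzymes of cholesterol biosynthesis, 3 had a KDM5B peak (CYP51A1, HMGCR and SQLE, Fisher's adjusted p = 1), 2 a CUL4B peak (DHCR24 and LBR, adjusted p = 0.864) and none had both (0.703 expected). This list leaves out INSIG1, which had both, and INSIG2, which the paper places in cholesterol biosynthesis. Here they belong to a separate list of SREBP regulation. Of 45 immune system genes, 12 had a KDM5B peak (Fisher's adjusted p = 0.0450, 0.170 without the listed cancer genes and 0.250 with q at most 0.05), 6 a CUL4B peak (adjusted p = 0.237), and IRF2 and the listed cancer genes GATA3 and JAK1 had both (adjusted p = 0.225). The immune result for both passed with folds at or above the list median. The nearest peaks to the canonical start of JAK1 lay 16688 bp (KDM5B) and 99414 bp (CUL4B) from it. Genes named for a single protein were chosen after their values were seen. The lists were written from general knowledge, not from Reactome, and p-values were adjusted by the Benjamini-Hochberg method over 60 tests. Genes are not independent replicates.

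**Figure D2:**
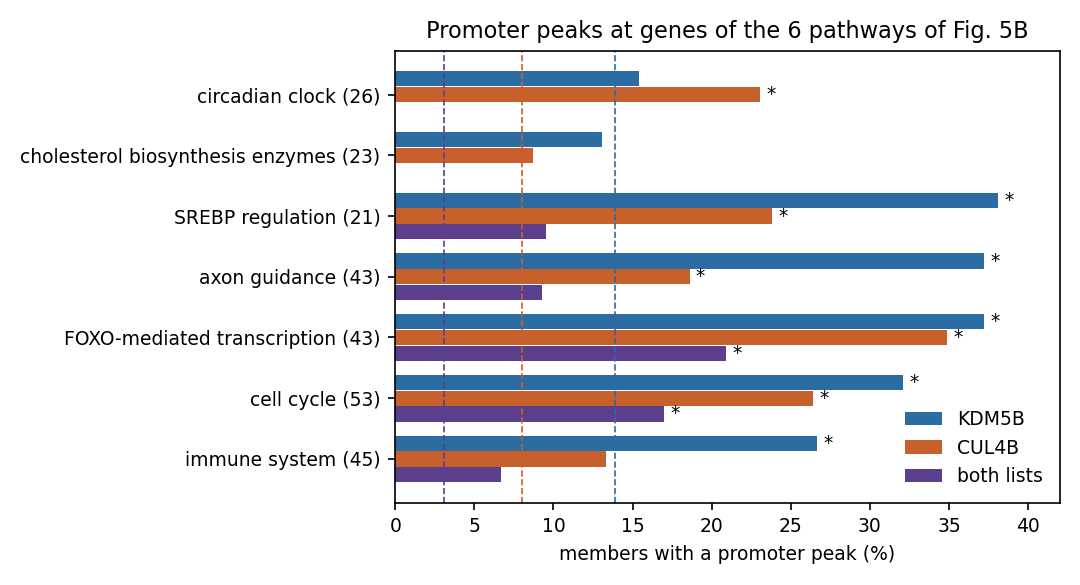
Percent of the genes of each pathway list (horizontal axis, lists with their number of genes on the vertical axis, SREBP regulation apart from cholesterol enzymes) with a promoter peak of KDM5B, of CUL4B or of both (bars), with a dashed line in the color of each bar at the share of all protein-coding genes and asterisks at an adjusted p under 0.05. The FOXO, cell cycle, axon guidance, immune and SREBP lists lie above the dashed lines for all 3 sets, with asterisks at all 3 for FOXO and the cell cycle only. The circadian and cholesterol enzyme lists have no gene with both, where 0.794 and 0.703 would be expected.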

Importantly, these genes were involved in multiple signaling pathways, including the circadian clock, cholesterol biosynthesis, axon guidance, FOXO-mediated transcription, cell cycle, and immune system (Fig. 5B). Additionally, we selected eight representative genes within these pathways to validate our ChIP-seq results (Fig. 5B, C). Moreover, we performed the ChIP-qPCR experiments to detect the enrichment of the KDM5B/CRL4B complex in the promoters of the selected genes. 

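Peaks of both proteins lay at the promoters of GATA3, CDKN1B, RHOB and INSIG1, whereas INSIG2, FOXO1, CDKN1A and BMAL1 had a promoter peak of CUL4B only. At GATA3, which encodes a luminal transcription factor (chromosome 10, 8045378 to 8075198), a KDM5B peak covered the canonical start from 8053671 to 8059021 (4.16-fold, −log10 q 9.17). CUL4B peaks lay inside it from 8055302 to 8056555 (3.99-fold, −log10 q 3.46), which reaches coding exon 2, and from 8057206 to 8057717 in an intron. At CDKN1B, which encodes the cyclin-dependent kinase inhibitor p27 (chromosome 12, 12685498 to 12722369), the strongest KDM5B peak ended 21 bp upstream of the canonical start (9.17-fold, −log10 q 44.3). Another KDM5B peak, which reached coding exon 1, from 12717609 to 12718373 (4.11-fold), shared 288 bp with a CUL4B peak (3.48-fold, −log10 q 2.45). RHOB, an immediate early gene that encodes a Rho GTPase (chromosome 2, 20447074 to 20449440), has 1 exon, which overlapped a KDM5B peak (3.99-fold, −log10 q 8.06) and a CUL4B peak (4.73-fold, −log10 q 5.70) with 1891 bp in common.
At BMAL1, a core activator of the circadian clock (chromosome 11, 13276652 to 13387266), a CUL4B peak reached the UTR of exon 1, 129 bp from the canonical start (4.21-fold, −log10 q 2.44). The nearest KDM5B peak lay in an intron 12504 bp downstream (5.97-fold, −log10 q 8.15). At CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21 (chromosome 6, 36676460 to 36687337), the CUL4B peak lay in an intron 1564 bp downstream of the start, outside a promoter window of 1000 bp (3.58-fold, −log10 q 3.06), and the nearest KDM5B peak 45786 bp from it. At FOXO1, which encodes a forkhead transcription factor (chromosome 13, 40555667 to 40666641), the CUL4B peak lay 272 bp upstream (3.47-fold, −log10 q 0.666) and the nearest KDM5B peak 327115 bp away. KDM5B itself had a KDM5B peak over its start (2.63-fold, −log10 q 2.03), CUL4A had a CUL4B peak (3.13-fold, −log10 q 0.287), and CUL4B, DDB1 and RBX1 had none.
Of the 8 genes, 4 had KDM5B peaks (adjusted p = 0.0295), all 8 CUL4B peaks (adjusted p = 1.14e-08) and 4 both (odds ratio 31.9, adjusted p = 0.000143, Fisher's exact test), but the study chose them from these libraries, so that these tests are not independent evidence. With peaks of q at most 0.05, 5 had CUL4B peaks and 3 had both, and with peaks of −log10 q at least 5, RHOB alone had both (Fisher's adjusted p = 0.0545). GATA3, CDKN1A and CDKN1B are among the listed cancer genes.

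**Figure D3:**
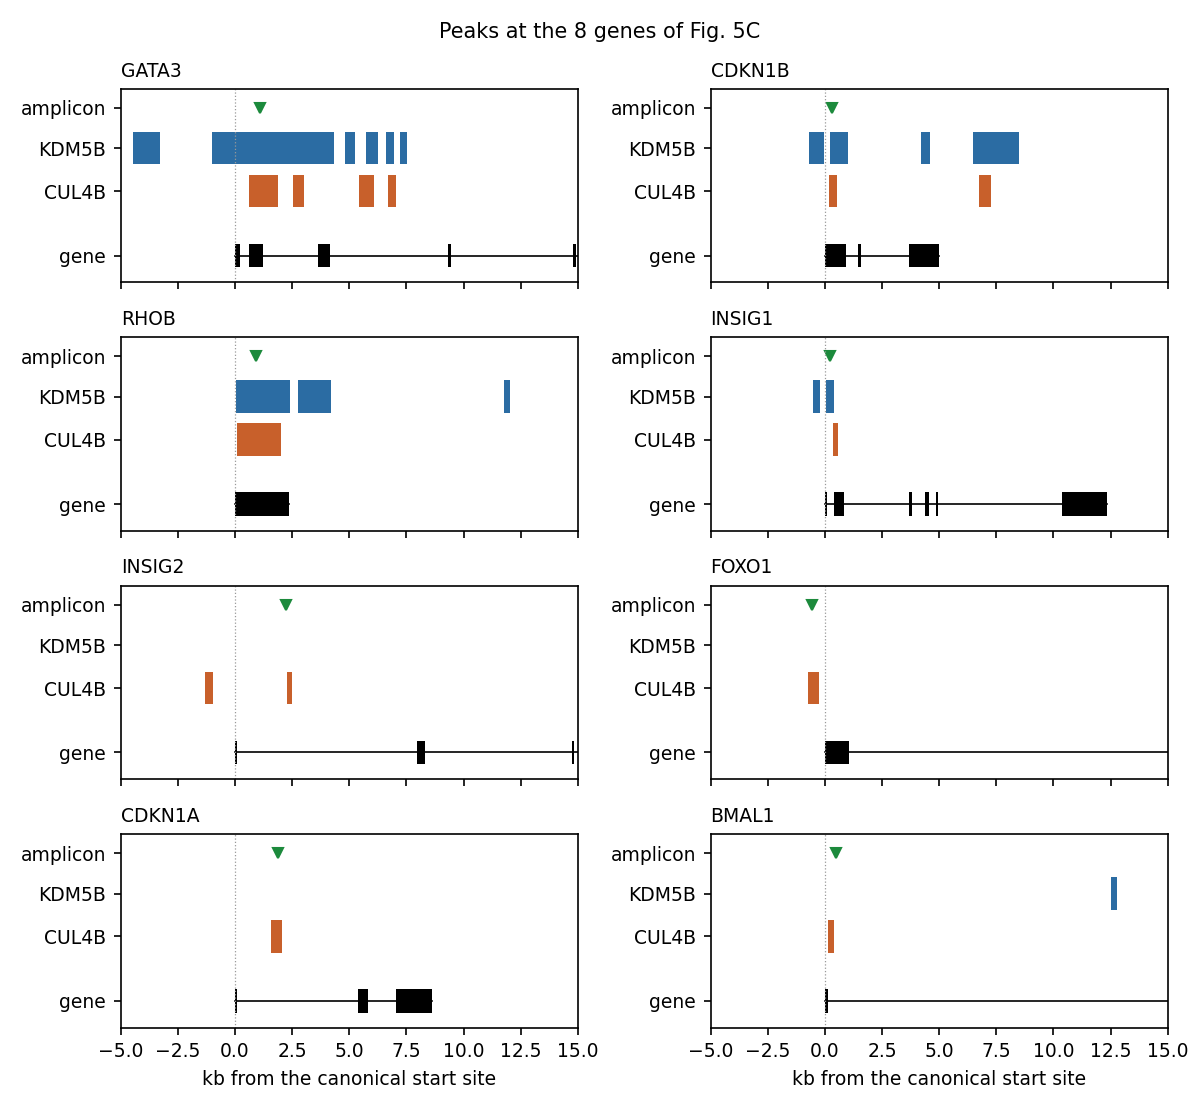
Peaks of KDM5B and CUL4B (bars) around the canonical start of each of the 8 genes, with the position relative to the start in kb on the horizontal axis, exons of the canonical transcript as black boxes and triangles at the middle of each ChIP-qPCR amplicon. CUL4B has a bar near the start of all 8 genes, and KDM5B of GATA3, CDKN1B, RHOB and INSIG1, with its BMAL1 bar 12504 bp downstream.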

Consistent with the sequencing results, KDM5B and the components of the CRL4B complex, CUL4B and DDB1, were significantly enriched in the promoter regions (Fig. 5D). We investigated the enrichment of H2AK119ub1 in these promoter regions and the results confirmed this proposal (Fig. 5D). Our study revealed that KDM5B physically interacts with the CRL4B complex and co-regulates downstream target genes. To investigate whether knocking down any of the components affected the function of the KDM5B/CRL4B complex, we evaluated the enrichment of each component in the promoter regions in MCF-7 cells following KDM5B, CUL4B or DDB1 knockdown. Expectedly, there was a decrease in the enrichment of KDM5B, CUL4B, DDB1, and H2AK119ub1 at the promoters in MCF-7 cells (Fig. 5E). KDM5B is a histone demethylation enzyme that catalyzes the demethylation of histone H3K4me3, a transcriptional activation marker (Fig. S5C). KDM5B, CUL4B or DDB1 knockdown in MCF-7 cells increased the enrichment of H3K4me3 marker in the promoters of the target genes, demonstrating transcriptional activation of these genes (Fig. 5E). Additionally, KDM5B, CUL4B, and DDB1 knockdown upregulated the mRNA levels of these genes in MCF-7 cells (Fig. 5F). To further verify the hypothesis that KDM5B coordinates with the CRL4B complex to regulate unique target genes, we performed ChIP/reChIP assays to detect the enrichment of these proteins or epigenetic markers in the promoters of INSIG1/2 and CDKN1A/B genes. Soluble chromatin was immunoprecipitated with antibodies targeting KDM5B, CUL4B, DDB1, and H2AK119ub1 (Fig. 5G), indicating that these genes are co-regulated by the KDM5B/CRL4B complex. Additionally, the first-round ChIP elutes were re-immunoprecipitated with the indicated antibodies, and the results showed that the representative promoters were eluted and amplified via PCR (Fig. 5G). Collectively, these results reveal that KDM5B coordinates with the CRL4B complex to suppress the transcription of downstream target genes by monoubiquitinating H2AK119 and demethylating trimethylated H3K4 in breast cancer cells.

**Fig. 5:**
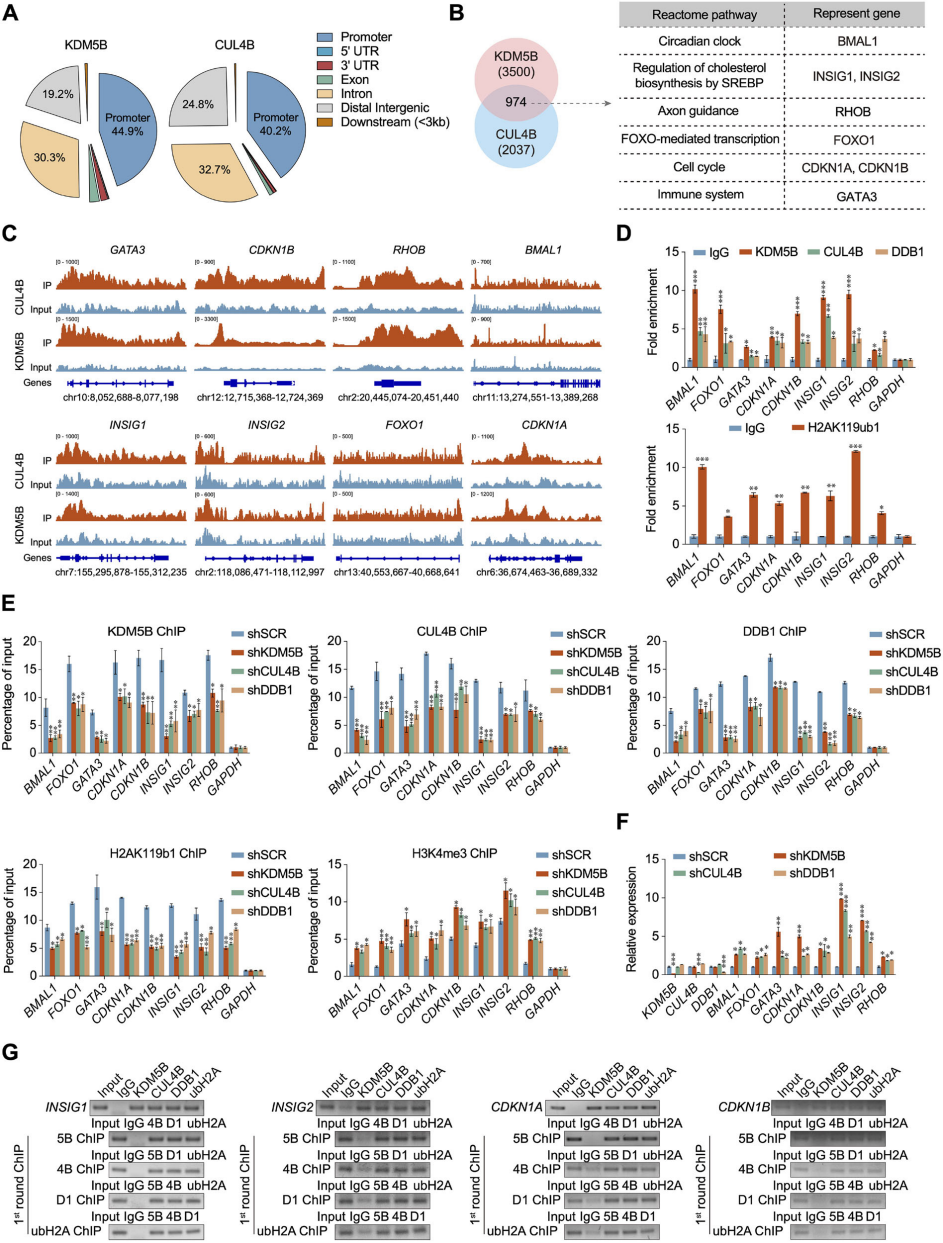
Identification of genome-wide transcription targets of the KDM5B/CRL4B complex. **A** Genomic distribution of KDM5B and CUL4B determined by ChIP-seq analysis in MCF-7 cells. **B** Left panel, Venn diagram of overlapping promoters bound by KDM5B and CUL4B in MCF-7 cells. Numbers represent the number of promoters targeted by the indicated proteins. Right panel, Representative genes of 6 enriched reactome pathways were shown. **C** Binding profiles of KDM5B and CUL4B on the representative target genes GATA3, CDKN1A, CDKN1B, RHOB, BMAL1, INSIG1, INSIG2, and FOXO1. **D** Verification of ChIP-seq results using ChIP-qPCR analysis of target genes identified in MCF-7 cells. Results are represented as fold change over control. GAPDH served as the internal control. **E** Verification of ChIP-seq results using ChIP-qPCR analysis of target genes identified in MCF-7 cells with KDM5B-, CUL4B- or DDB1-knockdown. GAPDH served as the internal control. **F** mRNA levels of indicated genes in the KDM5B-, CUL4B-, and DDB1- knockdown MCF-7 cells. **G** ChIP and Re-ChIP analysis in MCF-7 cells with indicated antibodies. 5B, KDM5B; 4B, CUL4B; D1, DDB1; K119ub1, H2AK119ub1. Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired *t*-test or One-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

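KDM5B promoter peaks lay at 2769 protein-coding genes and CUL4B promoter peaks at 1595, and 610 genes had both. Independent lists of these sizes among 19970 genes would share 221 (odds ratio 4.65, 95% interval 4.16 to 5.20, p = 2.31e-144, Fisher's exact test, two-sided). The shared genes made up 38.2% of the CUL4B genes and 22.0% of the KDM5B genes. The 10 shared genes of highest rank in both lists were ALK, CDK12, EGFR, ERBB2, FLCN, MTOR, MUTYH, NOTCH1, NTRK1 and POLE, all on the list of cancer genes. At 8 of these 10, the strongest promoter peaks of both proteins lay more than 3000 bp from the canonical start. At ERBB2, which encodes the HER2 receptor, the KDM5B fold was 16.0 and the CUL4B fold 6.60, at distances of 5681 and 9757 bp from the canonical start. At NOTCH1, which encodes a receptor of cell fate decisions, the folds were 19.8 and 6.41, the latter 40224 bp from the canonical start. Outside that list, ZFP36L1, which encodes an mRNA-decay factor, had folds of 4.32 and 3.26. Among CUL4B promoter genes, a KDM5B peak was present at 24.2% of 298 genes with a CUL4B −log10 q below 0.3 (exact binomial interval 19.4 to 29.4) and at 82.1% of 78 genes with a CUL4B q below 1e-05 (71.7 to 89.8). These bins hold the listed cancer genes, to which the highest CUL4B promoter peaks belong, and were not repeated without them.
Shared promoters were CpG-rich, with a median observed to expected CpG ratio of 0.845, against 0.693 at genes with neither peak. Genes with a peak of KDM5B only (0.819) or of CUL4B only (0.823) had nearly the same ratio as shared genes. Compared within 10 bins of this ratio, the odds ratio was 3.18 (2.84 to 3.56). With only peaks of −log10 q at least 5, listed cancer genes included, 48 genes were shared (odds ratio 34.5). Of the CUL4B peaks themselves, 626 (16.6%) overlapped a KDM5B peak by at least 1 bp, against a mean of 19.2 when CUL4B peaks were moved to random places of the same region class and chromosome. None of 1000 random draws passed 36 (permutation test, two-sided, p = 0.002, the smallest the draws can give). Random promoter places were drawn around the starts of all annotated transcripts, active or not. The comparison therefore cannot tell joint binding from a preference of both proteins for active promoters. In promoters 23.7% of the CUL4B peaks overlapped a KDM5B peak, in introns 5.21%, in distal intergenic regions 6.27%, in 3' UTRs 48.1% (25 of 52) and in exons 31.7% (19 of 60). Peaks of the 3' UTR and exon classes can touch coding exons. Away from promoters, 43 of 82 CUL4B peaks on coding exons overlapped a KDM5B peak. Of 37 genes with such peaks of both proteins, 27 are listed cancer genes. From the promoters bound by both proteins, together with its ChIP-qPCR, knockdown and re-ChIP experiments, the paper concludes that KDM5B and CRL4B jointly repress their target genes through H2AK119 monoubiquitination and H3K4 demethylation.

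**Figure D4:**
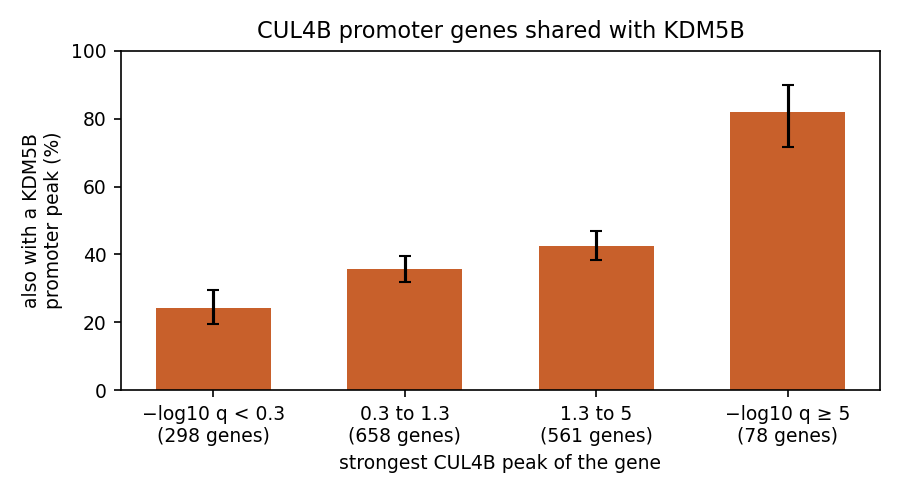
Percent of CUL4B promoter genes that also had a KDM5B promoter peak (vertical axis) in bins of the −log10 q of the strongest CUL4B peak of the gene (horizontal axis), with exact 95% binomial intervals as error bars. The share was 24.2% in the weakest bin, 35.7% and 42.6% in the middle bins and 82.1% in the strongest. The bins include the listed cancer genes.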

### KDM5B/CRL4B complex promotes the invasion of breast cancer cells by regulating cholesterol biosynthesis

In normal cells, cholesterol biosynthesis is regulated by the sterol regulatory element-binding protein 2 (SREBP2) to sustain the cholesterol homeostasis (Fig. S6A). Our study revealed that KDM5B promoted the tumorigenesis of ER+ breast cancer cells by regulating multiple signaling pathways, including cholesterol metabolism (Fig. 6A). Moreover, the regulatory effect of KDM5B on cholesterol levels was more pronounced in ER+ than in ER- breast cancer cells (Fig. S6B). Accordingly, we re-analyzed our sequencing data and found that the cholesterol-inhibitory molecules INSIG1/2, involved in the cholesterol biosynthetic pathway, were transcriptionally regulated by the KDM5B/CRL4B complex (Fig. 6B). Additionally, silencing any one of the complex components (KDM5B, CUL4B, or DDB1) significantly upregulated INSIG1 and INSIG2 protein levels in MCF-7 cells (Fig. 6C). Moreover, disrupting the complex decreased the enrichment of the KDM5B/CRL4B complex in the promoter regions of INSIG1 and INSIG2 in MCF-7 cells, downregulated the corresponding histone monoubiquitination at H2AK119 and increased the histone activation marker H3K4 trimethylation in the INSIG1 and INSIG2 promoters (Fig. 6D). 

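INSIG1, which encodes an endoplasmic reticulum protein that retains the SCAP-SREBP complex, had promoter peaks of both proteins, and its paralog INSIG2 of CUL4B only. INSIG1 spans 155297776 to 155310235 on chromosome 7. A KDM5B peak from 155297934 to 155298275 reached the UTR of exon 1 (3.06-fold, −log10 q 3.33), and another from 155297376 to 155297678 lay 200 bp upstream of the canonical start (2.44-fold, −log10 q 1.68). The CUL4B peak, from 155298214 to 155298472, reached coding exon 2 (2.58-fold, −log10 q 0.666) and shared 62 bp with the former. INSIG2 spans 118088452 to 118110997 on chromosome 2. Its CUL4B peaks lay 972 bp upstream of the canonical start (118087170 to 118087499, 2.55-fold, −log10 q 0.204) and 2257 bp downstream in an intron (118090728 to 118090985, 3.03-fold, −log10 q 0.627). The nearest KDM5B peak lay 130054 bp from the start. No CUL4B peak at either gene had a q of at most 0.05, and with folds at or above the list median neither gene had a CUL4B promoter peak.
Of 21 genes of SREBP regulation, a list that also holds targets and cofactors of SREBP, 8 had a KDM5B promoter peak (odds ratio 3.83, adjusted p = 0.0106, Fisher's exact test), among them SREBF1 and the SREBP targets LDLR, the LDL receptor gene, and PCSK9. A CUL4B peak was present at 5, namely INSIG1, INSIG2, RNF139 and the cofactor genes NFYA and SP1 (odds ratio 3.61, Fisher's adjusted p = 0.0383). INSIG1 and NFYA had both (Fisher's adjusted p = 0.196). Genes with a peak of 1 protein are named after their values were seen. With a promoter window of 1000 bp neither list passed (Fisher's adjusted p = 0.0577 for KDM5B and 0.100 for CUL4B), nor with peaks of q at most 0.05 (0.419 and 0.660). At NFYA, which encodes a subunit of the CCAAT-binding factor NF-Y, the KDM5B peak had a fold of 2.88 and the CUL4B peak of 3.31.

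**Figure D5:**
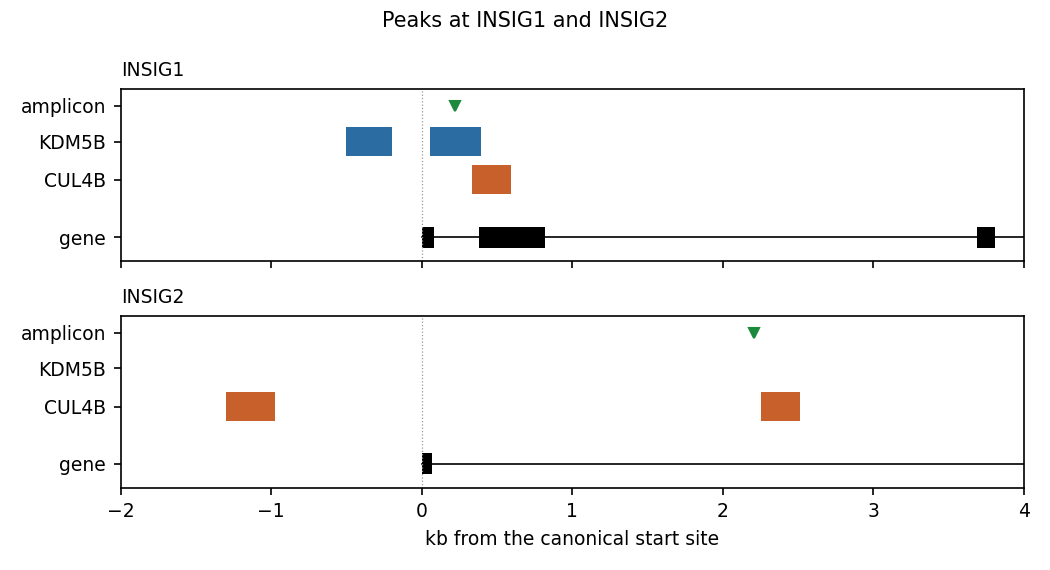
Peaks of KDM5B and CUL4B (bars) at INSIG1 and INSIG2, with the position relative to the canonical start in kb on the horizontal axis, exons drawn below and a triangle at the middle of the ChIP-qPCR amplicon. The KDM5B and CUL4B bars share 62 bp at INSIG1, and INSIG2 has CUL4B bars only.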

To reveal the role of INSIG1 and INSIG2 in KDM5B/CRL4B-mediated malignant phenotype in ER+ breast cancer cells, we transiently downregulated INSIG1 or INSIG2 expression using siRNAs in KDM5B/CRL4B-disrupted MCF-7 cells (Fig. 6E). INSIG1 or INSIG2 knockdown enhanced the invasive capacity of KDM5B, CUL4B, or DDB1-depleted MCF-7 cells (Fig. 6F).

**Fig. 6:**
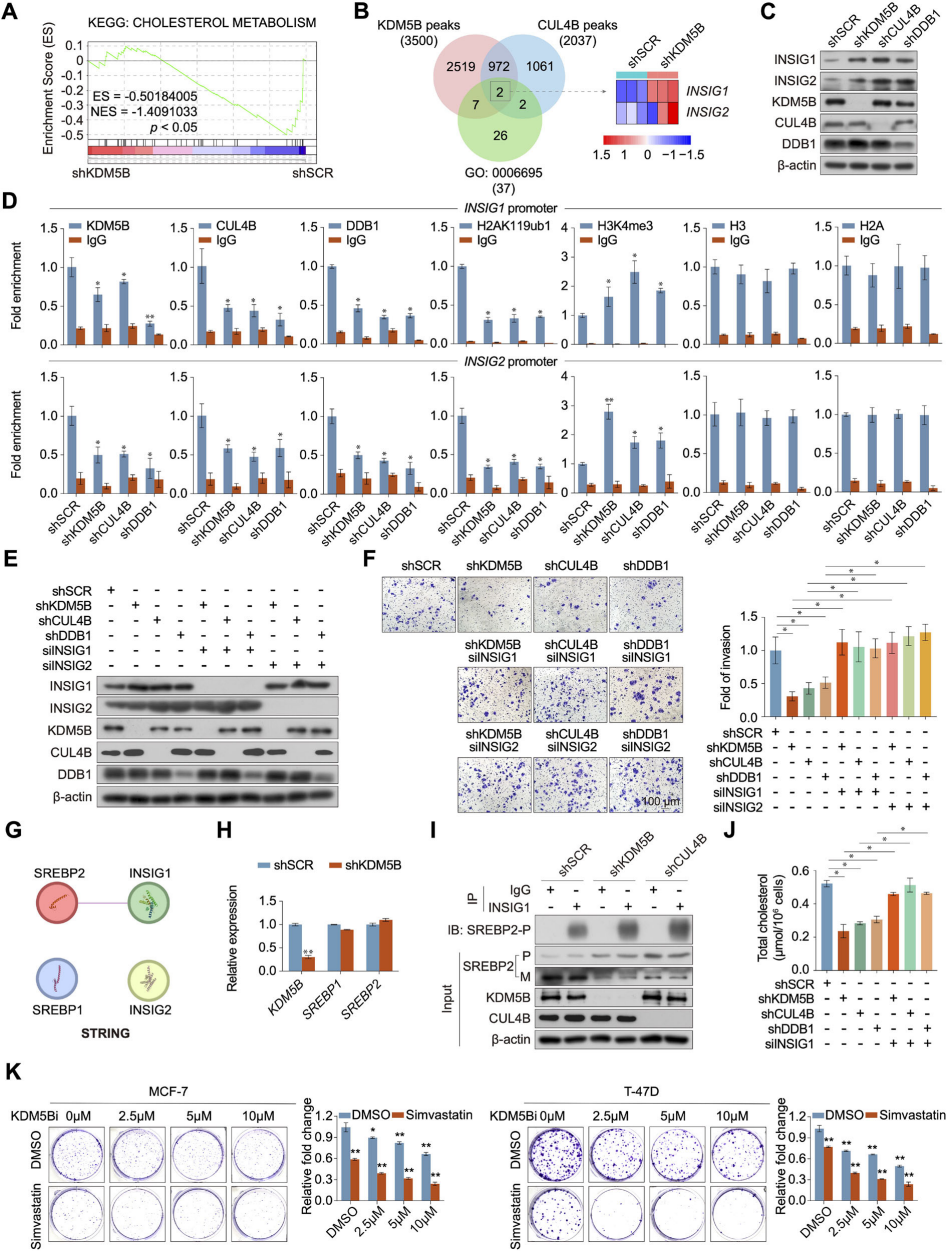
KDM5B promoted the invasion of MCF-7 cells through regulating cholesterol metabolism. **A** The cholesterol metabolism pathway was regulated by KDM5B in MCF-7 cells using GSEA analysis of RNA-seq results. **B** Venn diagram of overlapping genes involved in cholesterol biosynthesis (GO: 0006695) and regulated by KDM5B and CUL4B in MCF-7 cells. **C** Protein levels of INSIG1 and INSIG2 were detected by western blot in KDM5B-, CUL4B- or DDB1-depleted MCF-7 cells. β-actin was used as an internal control. **D** Recruitment of indicated proteins to INSIG1 and INSIG2 promoters in MCF-7 cells after transfection with control shSCR or shRNAs targeting KDM5B, CUL4B or DDB1. Purified rabbit IgG was used as a negative control. **E** INSIG1 and INSIG2 levels were detected by western blot in KDM5B-, CUL4B- or DDB1-deficient MCF-7 cells with or without transfection of siRNAs targeting INSIG1 or INSIG2. β-actin was used as an internal control. **F** The invasive ability was evaluated by transwell experiment in KDM5B-, CUL4B- or DDB1-deficient MCF-7 cells with or without transfection of siRNAs targeting INSIG1 or INSIG2. **G** The interactions of SREBPs and INSIGs were predicted using STRING website. **H** mRNA levels of SREBP1 and SREBP2 were evaluated in MCF-7 cells acquiring KDM5B-knockdown. **I** The co-IP experiment was conducted using INSIG1 antibody for immunoprecipitating SREBP2-precusor in MCF-7 cells transfected with shSCR or shRNAs targeting KDM5B or CUL4B. Purified rabbit IgG was used as a negative control. β-actin was used as an input control. **J** The total cholesterol levels were determined in KDM5B-, CUL4B- or DDB1-deficient MCF-7 cells with or without INSIG1 knockdown. **K** The proliferation status of breast cancer cells under simvastatin and KDM5B inhibitor treatment. Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired *t*-test or One-way ANOVA. *p < 0.05, **p < 0.01.

INSIG1/2 proteins serve as brakes to balance cholesterol levels in mammalian cells (Fig. S6A). However, INSIG1 was shown to interact with SREBP2 according to the STRING public database (Fig. 6G). To investigate whether KDM5B regulates SREBP2 maturation, we examined the transcription correlation between KDM5B and SREBP2. Importantly, KDM5B knockdown did not affect the transcription levels of SREBP1 or SREBP2 (Fig. 6H). In contrast, KDM5B or CUL4B knockdown significantly enhanced the interaction between INSIG1 and SREBP2 precursor by inhibiting the cleavage of SREBP2 (Fig. 6I). Consequently, disrupting the KDM5B/CRL4B complex decreased the total cholesterol levels in MCF-7 cells, whereas INSIG1 knockdown reversed this effect (Fig. 6J). Notably, treatment with the cholesterol inhibitor simvastatin significantly decreased the growth rate of breast cancer cells (Fig. S6C) and downregulated the expression of genes related to the cholesterol synthesis pathway (Fig. S6D). Additionally, the combination of simvastatin significantly enhanced the inhibitory effect of the KDM5B inhibitor on breast cancer cell proliferation (Fig. 6K). Overall, these findings demonstrate that the KDM5B/CRL4B complex promotes the invasion of ER+ breast cancer cells by regulating cholesterol biosynthesis via downregulating INSIG1 and INSIG2 expression.

### KDM5B expression is regulated by 27-hydroxycholesterol (27-HC) in ER+ breast cancer cells

27-HC is the most well-studied oxysterol and is elevated to promote proliferation and tumor growth in ER+ breast cancer [28]. Among several cholesterol metabolites, 27-HC is the most abundant oxysterol that increases the risk of breast cancer progression [39]. We confirmed that 27-HC promoted the proliferation and invasion of MCF-7 and T-47D cells (Fig. 7A, B). Treatment with 27-HC upregulated KDM5B expression in ER+ breast cancer cells at both the mRNA and protein levels (Fig. 7C, D) and downregulated INSIG1 and INSIG2 expression in MCF-7 and T-47D cells (Fig. 7D). To investigate the role of 27-HC in KDM5B/CRL4B-mediated increase in the invasion capacity of ER+ breast cancer cells, we conducted transwell assays in KDM5B, CUL4B, or DDB1-depleted cells treated with 27-HC. Treatment with 27-HC significantly weakened the invasive ability of breast cancer cells with disrupted KDM5B/CRL4B complex (Fig. 7E), indicating that 27-HC promotes the proliferation and invasion of ER+ breast cancer cells, partly by upregulating KDM5B expression.

**Fig. 7:**
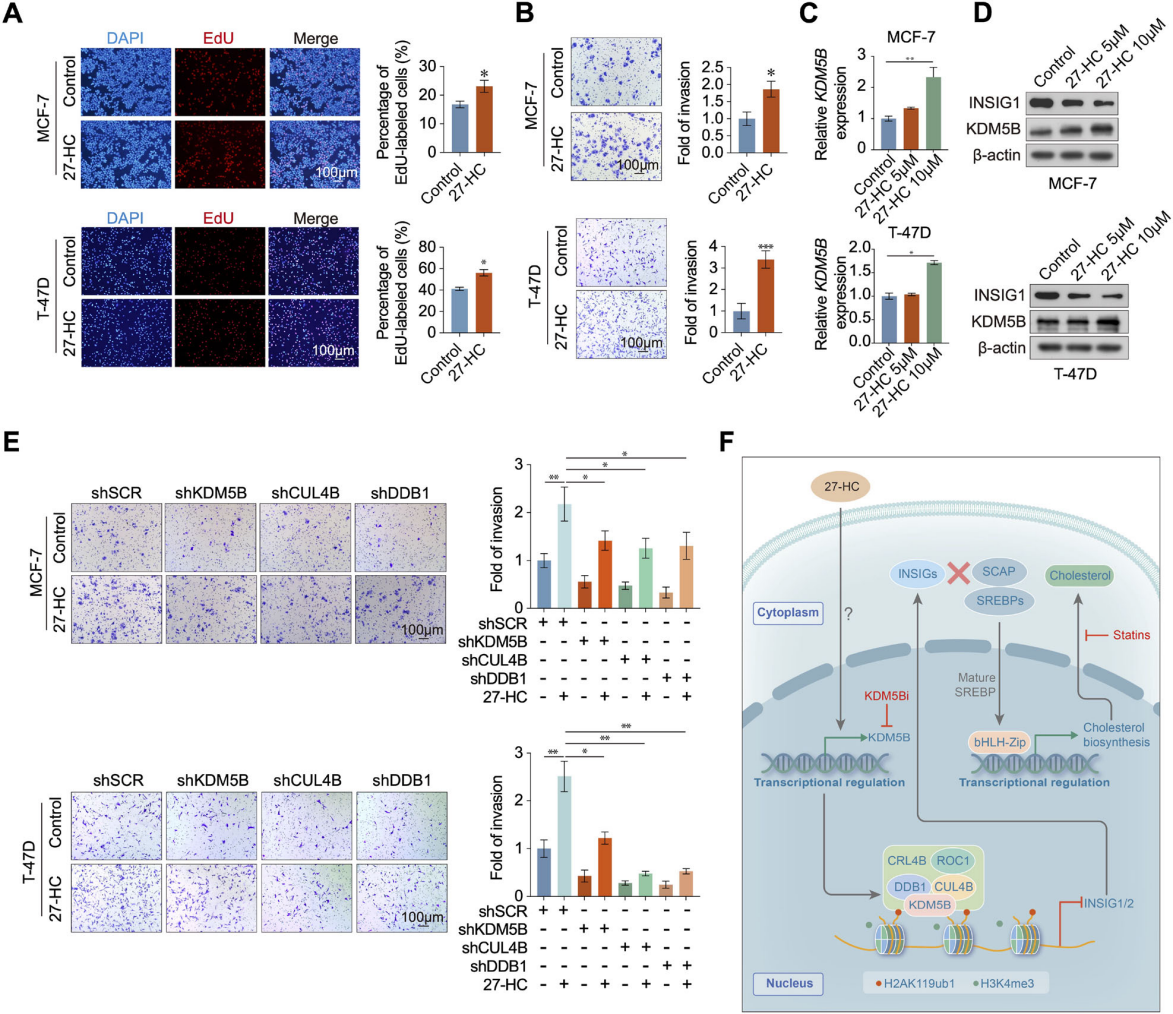
KDM5B expression was regulated by 27-HC in ER+ breast cancer cells. **A** EdU assays were used to investigate the proliferation of MCF-7 cells under 10 μM 27-HC treatment. **B** Transwell experiments were used to investigate the invasion of MCF-7 cells under 10 μM 27-HC treatment. **C**, **D** The transcription and protein levels were detected by qPCR and western blot in MCF-7 and T-47D cells with 27-HC treatment. **E** The invasive ability was evaluated in KDM5B-, CUL4B- or DDB1-deficient MCF-7 cells with or without 27-HC treatment. **F** Graphic model as discussed in the text. The proposed regulatory mechanisms of the KDM5B/CRL4B complex in ER+ breast carcinogenesis through regulating the cholesterol metabolism. Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired *t*-test or One-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

Our study revealed upstream and downstream regulations of KDM5B in ER+ breast cancer cells. 27-HC treatment upregulated KDM5B expression via unknown mechanisms, and KDM5B coordinated with the CRL4B complex to inhibit INSIG1 and INSIG2 expression, promoting the proliferation, invasion, and stemness of ER+ breast cancer cells by regulating cholesterol metabolism (Fig. 7F).

### KDM5B expression is upregulated and associated with the prognosis of patients with multiple cancer types

To investigate the role of KDM5B in other cancer types, we examined its expression in tumor specimens and adjacent normal tissues obtained from patients with different types of cancers using immunohistochemistry (IHC). KDM5B expression was upregulated in multiple tumors, including thyroid, lung, esophageal, gastrointestinal, and colorectal cancers (Fig. 8A). To confirm this, we analyzed the TCGA and GTEx datasets and confirmed that KDM5B expression was elevated in these cancers (Fig. 8B). Additionally, the TCGA data revealed that high KDM5B expression was correlated with a low survival rate in these cancer types (Fig. 8C). Overall, these data demonstrate that KDM5B is upregulated in multiple carcinomas and is a potential therapeutic target.

**Fig. 8:**
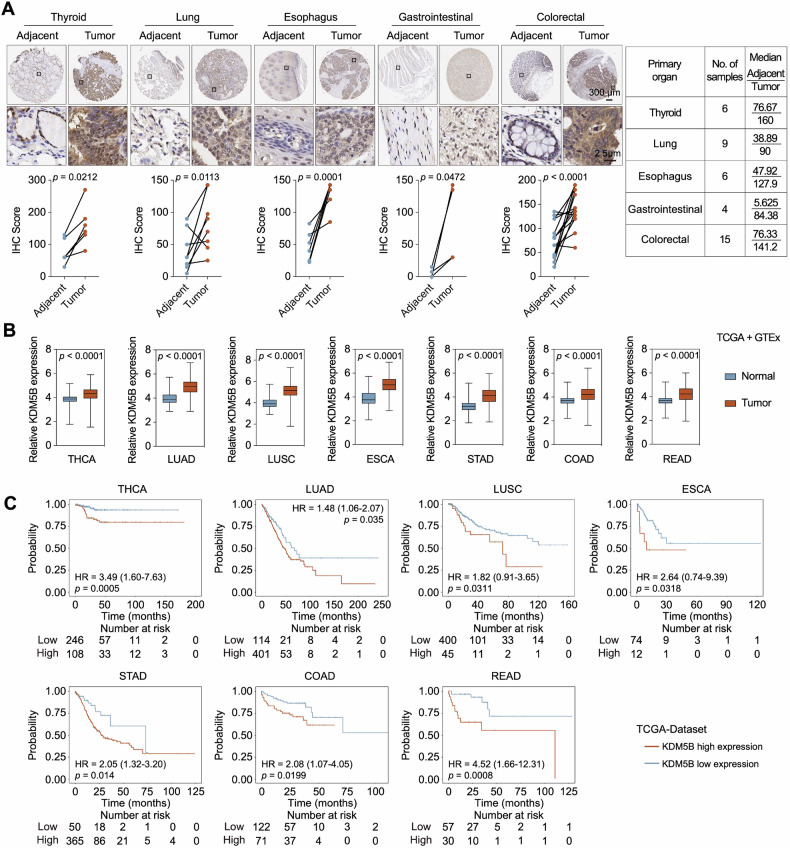
KDM5B was upregulated and predicted poor prognosis in multiple cancers. **A** The expression of KDM5B was detected by IHC in various human cancer specimen and adjacent normal tissues. The IHC score was calculated using ImageJ software (version 1.5 g). **B** The TCGA datasets were used to evaluate the KDM5B expression in multiple cancer types. **C** The correlation of KDM5B expression and survival probability was analyzed using TCGA datasets. Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired *t*-test.

## Discussion

KDM5B, a luminal-driven oncogene in breast cancer, is positively correlated with transcriptomic heterogeneity in ER+ but not in ER- breast tumors [13, 40]. Our study showed that KDM5B was upregulated and positively correlated with poor prognosis in breast cancer, especially in ER+ breast tumors. KDM5B overexpression promotes the proliferation and invasion of ER+ breast cancer cells. Consistent with previous findings [34, 35, 41, 42], KDM5B expression was strongly associated with the stemness of ER+ breast cancer cells. Contrary to the findings in ER+ breast cancer cells, KDM5B expression was downregulated in triple-negative breast cancer (TNBC) cells, such as MDA-MB-231 and Hs 578T cells. Moreover, KDM5B overexpression in triple-negative breast cancer cells suppresses cell migration and invasion, making KDM5B a potential tumor suppressor in TNBC [18]. However, the detailed mechanisms and regulatory networks underlying the role of KDM5B remain unclear. Although KDM5B is upregulated in other cancers, such as hepatocellular carcinoma and prostate cancer [43, 44], its expression is inhibited by the PRC2 complex, leading to acute myeloid leukemia (AML) growth [37]. TCGA dataset analysis showed that KDM5B expression was upregulated in several cancer types, including lung, colorectal, and gastric cancers, suggesting that KDM5B may be a promising therapeutic target in ER+ breast cancer.

KDM5B belongs to the JmjC domain-containing histone demethylases that have dual functions in gene transcriptional activation and repression, promoting or inhibiting tumor growth [45, 46]. As a histone H3K4me2/3 lysine demethylase, KDM5B regulates the transcription of several target genes involved in multiple signaling pathways, including the immune system [47, 48], cell cycle [44], and PI3K-AKT signaling [49]. Our findings showed that KDM5B is involved in several other pathways, including the circadian rhythm and cholesterol metabolism. Our previous report revealed that the PRMT6/PARP1/CRL4B complex disrupts the circadian clock to promote breast cancer development by regulating core clock genes such as PER3 [24]. In the present study, IP assays showed that KDM5B physically interacted with the CRL4B complex, resulting in elevated proliferation, invasion, and stemness of ER+ breast cancer cells. Additionally, we found that the core clock gene BMAL1 can be regulated by the KDM5B/CRL4B complex. However, the regulatory networks and underlying mechanisms require further investigation. KDM5B coordinates with the NuRD complex in breast cancer cells and functions as a tumor suppressor in TNBC cells, suggesting that KDM5B may be a major regulator that exerts distinct functions in different subtypes of breast cancer [18]. In this research, the authors discovered that the PHD1 and PHD3 domains of KDM5B (but not PHD2 domain) exhibited histone-binding activity. Additionally, the PHD1 domain recognizes unmodified or methylated H3K9, whereas the PHD3 domain shows a preference for H3K4me3. In the present study, KDM5B interacted with the C-terminus of DDB1 through the PHD2 domain, demonstrating that the PHD2 domain is a protein-binding motif of KDM5B. Unlike other Jumonji-containing histone demethylases, the KDM5 family is unique because the Jumonji domain is separated into JmjN and JmjC domains by the insertion of ARID-PHD1 domain [50]. Histone demethylase inhibitors, such as GSK-J4 and JIB-04, induce antiproliferative effects in breast cancer cells [50]. In the present study, the JmjN domain directly interacted with the N-terminus of CUL4B to promote breast tumorigenesis. Speculatively, the JIB-04 may target the interaction between KDM5B and CUL4B to disrupt the formation of the complex, thereby inhibiting the growth of MCF-7 cells. However, further research is required to validate this hypothesis.

Fast-proliferating cells, such as cancer cells, require high levels of cholesterol for membrane biogenesis and other functions [51]. In breast cancer, the oncometabolite 6-oxo-cholestan-3β,5α-diol (OCDO), derived from cholesterol, is enriched in patients with breast cancer and promotes tumor progression [52]. Increased cholesterol biosynthesis is a hallmark of several cancers. Moreover, the central regulator of cholesterol biosynthesis, SREBP2, is regulated by the NUCB2/Nesfatin-1 axis to promote the metastasis of breast cancer cells [53]. Therefore, inhibiting the transcriptional activation of SREBP2 is a promising strategy for cancer therapy. To the best of our knowledge, this study is the first to show that the KDM5B/CRL4B complex promotes cholesterol biosynthesis in ER+ breast cancer by downregulating the SREBP2-binding brakes INSIG1/2. Our observations suggest that agents capable of reactivating INSIG1/2 transcription in breast tumor cells may be effective for treating breast cancers.

27-HC, the most well-studied cholesterol metabolite, has been shown to contribute to the growth and metastasis of several cancers, especially ER+ breast cancer. Moreover, previous studies have confirmed that 27-HC is an endogenous SERM [54, 55]. Our study showed that 27-HC regulates KDM5B expression in ER+ breast cancer cells. Additionally, some findings suggest that 27-HC acts as an LXR ligand [56]. Therefore, 27-HC may regulate KDM5B through the ERα or LXR pathway. Additionally, the LXR pathway regulates cholesterol efflux, and its activation inhibits the proliferation of ER+ breast cancer cells [57]. 27-HC is a primary metabolite of cholesterol and is catalyzed by CYP27A1 enzyme, making it a druggable target [58]. Inhibition of CYP27A1 significantly reduced tumor cell metastasis in mouse models [59]. Additionally, 27-HC treatment decreased the number of cytotoxic CD8 + T cells (CTLs) [59], indicating that KDM5B may play a role in remodeling the tumor microenvironment. Additionally, KDM5B promotes immune evasion through the cGAS-STING pathway, leading to suppressed anti-tumor immunity [47]. This is a promising research direction for unlocking the immune regulatory role of KDM5B in breast cancer.

Despite these promising findings, this study had some limitations. For example, it is unclear whether KDM5B regulates 27-HC expression. Additionally, the specific mechanisms by which 27-HC regulates KDM5B expression remain unclear. Moreover, the effects of 27-HC downregulation on the therapeutic efficiency of KDM5B inhibitors require further investigation.

In conclusion, our study confirmed that KDM5B is an oncogene in breast cancer, particularly in ER+ breast cancer. KDM5B expression is elevated in breast cancer and other types of cancer, including lung, colon and gastric cancers. KDM5B contributes to the proliferation, invasion, and stemness of breast cancer cells by regulating cholesterol metabolism. Mechanistically, KDM5B physically interacts with the CRL4B complex to inhibit the transcriptional expression of INSIG1 and INSIG2 by modifying H2AK119 ubiquitination and H3K4 trimethylation levels. Moreover, the cholesterol metabolite 27-HC is an upstream regulator of KDM5B, leading to malignant phenotypes.

## Materials and methods

### Reagents and antibodies

Anti-KDM5B antibody for IHC, anti-CUL4B, anti-vimentin, anti-β-actin, and anti-FLAG antibodies were purchased from Sigma-Aldrich (Burlington, MA, USA). Anti-KDM5B antibodies for immunoblotting and immunoprecipitation, anti-fibronectin, anti-c-Myc, anti-SOX2, anti-OCT4, anti-ROC1, anti-MTA2, anti-PRMT1, anti-CUL4A, and anti-SREBP2 antibodies were purchased from Abcam (Cambridge, UK). The anti-KDM5B antibody for chromatin immunoprecipitation was purchased from NOVUS Biologicals (Littleton, CO, USA). Anti-E-cadherin, anti-α-catenin, anti-γ-catenin, and anti-N-cadherin antibodies were purchased from BD Biosciences (Franklin Lakes, NJ, USA). Anti-INSIG2 and anti-SREBP1 antibodies were purchased from Proteintech (Rosemont, IL, USA). Anti-INSIG1 antibody was purchased from Santa Cruz Biotechnology (Dallas, TX, USA) and anti-H3K4me3 antibody for immunoblotting was purchased from ABclonal (Wuhan, Hubei, China). Anti-KLF4, anti-NANOG, and anti- H2AK119ub1 antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). TransScript® One-Step gDNA Removal and cDNA Synthesis SuperMix and PerfectStart® Green qPCR SuperMix were purchased from TransGen (Beijing, China). Crystal violet staining solution was purchased from Beyotime (Shanghai, China). Cell-Light EdU Apollo®567 In Vitro Kit was purchased from RiboBio (Guangzhou, Guangdong, China). Dimethyl sulfoxide (DMSO) was obtained from VWR (Radnor, PA, USA). 27-HC was purchased from MCE (New Jersey, USA). EDTA, penicillin/streptomycin, TRIzol reagent, polyethylenimine (PEI), Lipofectamine RNAiMAX, and Opti-MEM were purchased from Thermo Fisher Scientific (Waltham, MA, USA). SYBR GREEN was purchased from Roche (Basel, Switzerland). High-glucose Dulbecco’s modified Eagle’s medium (DMEM) and fetal bovine serum (FBS) were purchased from Biological Industries (Sartorius, Gottingen, Germany). T7 Quick-coupled transcription/translation system was purchased from Promega (Madison, WI, USA). NucleoSpin Gel and PCR Clean-up Kits were purchased from MACHEREY-NAGEI (Düren, North Rhlne-Westphalia, Germany). Protease inhibitor cocktail was obtained from Roche Applied Science (Penzberg, Germany). All lentiviruses used in this study to generate knockdown or overexpressing cell lines were purchased from Genechem (Shanghai, China).

### Cell culture and transfection

HEK293T cells and breast cancer cells (MCF-7, T-47D, MDA-MB-231, Hs 578T, HCC1937, and MDA-MB-468) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). All cells were incubated in complete DMEM supplemented with 10% FBS at 37 °C in a humidified incubator under a 5% CO_2_ atmosphere. Transfections were performed using TurboFect Transfection Reagent (Thermo Fisher Scientific, Waltham, MA) and Lipofectamine RNAiMAX Reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. Each experiment was performed in triplicate. For RNAi experiments, at least three independent siRNA/shRNA sequences were tested for each gene and the one with the highest efficiency was used. Subsequent experiments were performed using the transfected cells. The shRNAs and siRNAs sequences used are listed in Table S1. The sequences of plasmids used in this study are listed in Table S2.

### Quantitative real-time PCR (RT-qPCR)

Total RNA was extracted from the cells using TRIzol reagent and reverse-transcribed to generate first-strand cDNA using TransScript® One-Step gDNA Removal and cDNA Synthesis SuperMix according to the manufacturer’s instructions. qPCR was performed on an ABI 7500 FAST detection System (Waltham, MA, USA) using SYBR GREEN. Finally, the relative expression of the target genes was calculated using the comparative Ct method, with β-actin as the internal control. This assay was performed in triplicate. Primers used for RT-qPCR are listed in Table S3.

### Immunoblotting and co-immunoprecipitation (co-IP)

Briefly, the cells were lysed using RIPA lysis buffer (Applygen, Beijing, China) containing protease inhibitor cocktail and centrifuged at 12,000 × *g* for 15 min at 4 °C. Thereafter, the supernatant was mixed with 5× SDS-PAGE loading buffer and boiling for 10 min. Proteins were separated using 10% SDS-PAGE and transferred to polyvinylidene fluoride membranes. After blocking with 5% nonfat milk, the membranes were incubated with specific primary antibodies overnight at 4 °C and further incubated with secondary antibodies. Protein bands were developed using an enhanced chemiluminescence system (Thermo Fisher Scientific). For the co-IP experiment, cells were collected and treated with lysis buffer (150 mM NaCl, 0.5% NP-40, 50 mM Tris-HCl, 1 mM EDTA, 0.25% sodium deoxycholate, and protease inhibitor) at 4 °C for 1 h. After centrifugation, the supernatant was collected and incubated with specific primary antibodies overnight at 4 °C under constant rotation. Thereafter, Dynabeads™ Protein G (Thermo Fisher) was added to the mixture and incubated for 2 h incubation. After washing, immunoblotting was performed as previously described.

### Proliferation assays

5-ethynyl-2′-deoxyuridine (EdU) and colony formation assays were performed to evaluate cell proliferation. EdU assay was performed using Cell-Light EdU Apollo567® In Vitro Kit according to the manufacturers’ instructions, and images were captured using a fluorescent microscope. For colony formation assay, 5000 cells were seeded in 6-well plate and cultured for 10 days at 37 °C. Thereafter, the cells were stained with crystal violet and images were captured.

### Invasion assay

Cell invasion capacity was evaluated with transwell assay. Briefly, cells (5 × 10^4^) suspended in 500 μl serum-free DMEM were added to the upper chamber of transwell inserts pre-coated with Matrigel Matrix (BD Biosciences). DMEM supplemented with 10% FBS (500 μl) was added to the lower chamber. Thereafter, the cells were cultured for 24 h at 37 °C, stained with crystal violet, and counted. Five high-powered fields were counted per membrane.

### Sphere formation assay

Sphere-formation assay was performed to assess cell stemness. Briefly, 5000 cells were seeded in 6-well ultralow-attachment plates in serum-free DMEM/F12 supplemented with 0.4% BSA, 20 ng/mL bFGF, 10 ng/mL EGF, and 5 µg/mL insulin. Fresh medium was added every 3 days for 2 weeks. Tumor spheres were counted and photographed using a microscope.

### Measurement of total cholesterol levels

Total cholesterol levels in ER+ breast cancer cells were determined using a total cholesterol content assay kit (Solarbio, Beijing, China) according to the manufacturer’s instructions. Briefly, cells (5 × 10^6^) suspended in 1 mL extraction buffer were sonicated (300 W, 2 s/3 s, 3 min) on ice and centrifuged at 10,000 × *g* for 10 min at 4 °C. Thereafterm the supernatant was collected for further detection using BioTek Synergy HTX microplate reader at 500 nm.

### Immunoprecipitation (IP) and mass spectrometry (IP-MS)

HEK293T cells stably expressing FLAG-KDM5B were generated by transfecting cells with FLAG-tagged KDM5B plasmid for 48 h. Cell lysate was applied to anti-FLAG immunoaffinity columns to elute the FLAG protein complex according to the manufacturer’s instructions. Fractions of the bed volume were collected, resolved using SDS-PAGE, and silver-stained. Thereafter, proteins were excised from the gel and subjected to liquid chromatography tandem mass spectrometry (LC-MS/MS) and data analysis. Detailed mass spectrometry data are presented in Table S4.

### GST pull-down assay

GST-fused proteins were expressed in BL21 *Escherichia coli* and purified with 30 µL glutathione sepharose 4B beads. In vitro transcription and translation experiments were performed with rabbit reticulocyte lysate (TNT systems; Promega) according to the manufacturer’s instructions. GST-fusion proteins were mixed with in vitro transcribed/translated products and incubated at 4 °C for 1 h. After five washes with binding buffer, the proteins were resuspended in the loading buffer and subjected to SDS-PAGE. Protein interactions were detected via immunoblotting.

### RNA sequencing (RNA-seq)

Total RNA was extracted from MCF-7 cells transfected with shSCR or shKDM5B using TRIzol reagent. Thereafter, the samples were sequenced using the Illumina NovaSeq 6000 platform by Lc-Bio Technology (Hangzhou, Zhejiang, China). Raw reads were mapped to the reference human genome (*Homo_sapiens*. GRCh38.100.chr) using HISAT2 software. Gene expression levels were represented as fragments per kilobase per million mapped fragments (FPKM) and analyzed using featureCounts. DEGs were identified using DESeq2 (*p* < 0.05, |Fold Change| > 1.5). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and gene set enrichment analysis (GSEA) were performed using the R package clusterProfiler. Raw sequencing data are deposited at https://www.ncbi.nlm.nih.gov/geo/query/ acc.cgi?acc=GSE286884.

### Chromatin immunoprecipitation (ChIP), ChIP-qPCR, and Re-ChIP

For ChIP experiments, MCF-7 cells (1 × 10^7^) were collected and cross-linked with 1% formaldehyde, sonicated, pre-cleared, and incubated with 2 µg ChIP-grade antibody for each reaction. Thereafter, Dynabeads™ Protein G (15 μl) was added to the mixture for another 4 h and incubated at 4 °C under gentle shaking. The beads were washed sequentially with specific low- and high-salt buffers and the enriched DNA was purified with the NucleoSpin Gel and PCR Clean-up Kit. The target sequence expression was detected using PerfectStart® Green qPCR SuperMix. The primer sequences used for ChIP-qPCR are listed in Table S5. 

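Each of the 9 primer pairs matched GRCh38 at 1 place. In MCF-7 cells, a CUL4B ChIP-seq peak reached into 6 of the 9 amplicons and a KDM5B peak into 4, those of GATA3, CDKN1B, RHOB and INSIG1. The INSIG1 amplicon, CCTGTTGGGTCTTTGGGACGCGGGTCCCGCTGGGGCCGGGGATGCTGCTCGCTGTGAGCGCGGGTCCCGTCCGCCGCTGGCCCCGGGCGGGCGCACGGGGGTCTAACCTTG, lies in an intron on chromosome 7 from 155298044 to 155298154, with the nearest CUL4B peak at 60 bp. The INSIG2 amplicon, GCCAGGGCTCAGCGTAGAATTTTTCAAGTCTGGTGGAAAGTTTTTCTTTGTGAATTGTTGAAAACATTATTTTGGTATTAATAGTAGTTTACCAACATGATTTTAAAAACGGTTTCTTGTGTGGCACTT, lies in an intron on chromosome 2 from 118090617 to 118090745. A CUL4B peak reached into it and the nearest KDM5B peak was 132200 bp away. The GATA3 amplicon (chromosome 10, 8055752 to 8055855) lies in coding exon 2, the CDKN1B amplicon (chromosome 12, 12717610 to 12717717) in the UTR of exon 1, and the RHOB amplicon (chromosome 2, 20447913 to 20448059) in its coding exon. The amplicons of CDKN1A (chromosome 6, 36680540 to 36680647) and FOXO1 (chromosome 13, 40667161 to 40667240) lie in an intron and upstream of the gene, each inside a CUL4B peak, with the nearest KDM5B peak at 43853 and 326516 bp. The BMAL1 amplicon (chromosome 11, 13278223 to 13278354) lies in an intron, 15 bp from a CUL4B peak and 11940 bp from a KDM5B peak. GATA3, CDKN1A and CDKN1B are on the list of cancer genes. The control amplicon at GAPDH, a glycolytic enzyme gene (chromosome 12, 6534392 to 6534543), covers the UTR of exon 1, and the nearest peaks lay 170200 bp (KDM5B) and 78713 bp (CUL4B) away.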

For Re-ChIP assays, bead eluates from the first immunoprecipitation were incubated with 20 mM dithiothreitol (DTT) at 37 °C for 30 min and diluted at a ratio of 1:50 in ChIP dilution buffer followed by re-immunoprecipitation with secondary antibodies. The final elution step was performed using 1% SDS in Tris–EDTA buffer (pH 8.0).

### ChIP sequencing

Approximately 5 × 10^7^ MCF-7 cells were used for each ChIP sequencing. Chromatin DNA was precipitated using either normal goat IgG (control) or polyclonal antibodies against KDM5B or CUL4B. DNA was purified using Qiagen PCR purification kit (Qiagen, Hilden Germany) and in-depth whole-genome DNA sequencing was performed by LC-BIO Technology (Hangzhou, China) using Illumina NovaSeq 6000 platform. Raw sequencing data were aligned to the human reference genome (GRch38) using Bowtie2 and peaks were called using MACS2 software. Enriched binding peaks were generated after filtering using the control IgG. Additionally, the genomic distribution of KDM5B and CUL4B binding sites was analyzed using ChIPseeker, an R package for ChIP peak annotation, comparison, and visualization. KEGG pathway analysis was performed using the R package clusterProfiler. Notably, the ChIP-seq data are available at https://www.ncbi.nlm.nih.gov/geo/query/ acc.cgi?acc=GSE286885.

### In vivo tumorigenicity

All animal treatments and procedures were approved by the Animal Care Committee of Cancer Hospital and Institute, Chinese Academy of Medical Sciences (permit number: #NCC2022A056). MCF-7 cells (dilution: 2 × 10^6^, 1 × 10^6^,1 × 10^5^) infected with the vector or the KDM5B expression construct were inoculated into the left abdominal mammary fat pad of 6-week-old female NOD-SCID mice (*n* = 4 per group) to evaluate tumor growth. Similarly, T-47D cells (dilution: 5000, 1000, 500) stably transfected with shSCR or KDM5B knockdown lentiviruses were injected into mice. After 8 weeks, the mice were sacrificed following ethical guidelines. Tumor size was measured weekly using vernier caliper and tumor volume was calculated using the formula π/6 × length × width^2^. Additionally, the frequency of tumor formation was determined using extreme limiting dilution analysis (ELDA, https://bioinf.wehi.edu.au/software/elda/).

### Immunohistochemistry

Immunohistochemical assay was performed by Outdo Biotech (Shanghai, China) to detect KDM5B expression in breast cancer tissues. Briefly, tissue sections were maintained at 63 °C for 1 h and dewaxed with xylene and ethanol. Antigen retrieval was performed using DAKO Autostainer Link 48 (Agilent, Santa Clara, CA, USA). After three washes with PBST, the sections were incubated with specific primary antibodies overnight at 4 °C and subsequently incubated with secondary antibodies. Finally, the sections were developed using a DAB kit.

### Bioinformatics and statistical analysis

KDM5B expression levels were analyzed using public datasets downloaded from The Cancer Genome Atlas (TCGA) and the Gene Expression Omnibus (GEO) databases (GSE numbers are shown in the text). All bioinformatical and statistical analysis were performed using R Statistical Software (v4.2.0; R Core Team 2022) with in-house code. All experimental results represent at least three independent experiments. Significant differences were determined using a two-tailed unpaired Student’s t-test (two groups) or one-way analysis of variance (ANOVA) (multiple comparisons). Error bars indicate mean ± standard deviation (SD) or standard error of mean (SEM). Statistical significance was set at *p* < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001). ns indicates non-significance. Pearson’s correlation analysis was performed to determine the relationships between specific variables. Log-rank test was used for the statistical analysis of Kaplan–Meier survival plot.

## Supplementary information

SUPPLEMENTAL MATERIAL

Uncropped images

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The original images are provided in the uncropped images of the Supplementary Materials. Additional data related to this paper may be requested from the authors.

## References

[1] Zhang Y, Yang H, Guo X, Rong N, Song Y, Xu Y, et al. The PHD1 finger of KDM5B recognizes unmodified H3K4 during the demethylation of histone H3K4me2/3 by KDM5B. Protein Cell. 2014;5:837–50.24952722 10.1007/s13238-014-0078-4PMC4225485

[2] Kooistra SM, Helin K. Molecular mechanisms and potential functions of histone demethylases. Nat Rev Mol Cell Biol. 2012;13:297–311.22473470 10.1038/nrm3327

[3] Ohguchi Y, Ohguchi H. Diverse functions of KDM5 in cancer: transcriptional repressor or activator? Cancers. 2022;14:3270.35805040 10.3390/cancers14133270PMC9265395

[4] Howe FS, Fischl H, Murray SC, Mellor J. Is H3K4me3 instructive for transcription activation? Bioessays. 2017;39:1–12.28004446 10.1002/bies.201600095

[5] Wang S, Meyer DH, Schumacher B. H3K4me2 regulates the recovery of protein biosynthesis and homeostasis following DNA damage. Nat Struct Mol Biol. 2020;27:1165–77.33046905 10.1038/s41594-020-00513-1

[6] Tumber A, Nuzzi A, Hookway ES, Hatch SB, Velupillai S, Johansson C, et al. Potent and selective KDM5 inhibitor stops cellular demethylation of H3K4me3 at transcription start sites and proliferation of MM1S myeloma cells. Cell Chem Biol. 2017;24:371–80.28262558 10.1016/j.chembiol.2017.02.006PMC5361737

[7] Gong F, Miller KM. Histone methylation and the DNA damage response. Mutat Res Rev Mutat Res. 2019;780:37–47.31395347 10.1016/j.mrrev.2017.09.003PMC6690396

[8] Collins BE, Sweatt JD, Greer CB. Broad domains of histone 3 lysine 4 trimethylation are associated with transcriptional activation in CA1 neurons of the hippocampus during memory formation. Neurobiol Learn Mem. 2019;161:149–57.31002880 10.1016/j.nlm.2019.04.009PMC6541021

[9] Wang, H, & Helin, K Roles of H3K4 methylation in biology and disease. Trends Cell Biol*.* 2024;35:115–28.10.1016/j.tcb.2024.06.00138909006

[10] He R, Xhabija B, Gopi LK, Kurup JT, Xu Z, Liu Z, et al. H3K4 demethylase KDM5B regulates cancer cell identity and epigenetic plasticity. Oncogene. 2022;41:2958–72.35440714 10.1038/s41388-022-02311-zPMC9426628

[11] Yoo J, Kim GW, Jeon YH, Kim JY, Lee SW, Kwon SH. Drawing a line between histone demethylase KDM5A and KDM5B: their roles in development and tumorigenesis. Exp Mol Med. 2022;54:2107–17.36509829 10.1038/s12276-022-00902-0PMC9794821

[12] Li CY, Wang W, Leung CH, Yang GJ, Chen J. KDM5 family as therapeutic targets in breast cancer: Pathogenesis and therapeutic opportunities and challenges. Mol Cancer. 2024;23:109.38769556 10.1186/s12943-024-02011-0PMC11103982

[13] Yamamoto S, Wu Z, Russnes HG, Takagi S, Peluffo G, Vaske C, et al. JARID1B is a luminal lineage-driving oncogene in breast cancer. Cancer Cell. 2014;25:762–77.24937458 10.1016/j.ccr.2014.04.024PMC4079039

[14] Fu YD, Huang MJ, Guo JW, You YZ, Liu HM, Huang LH, et al. Targeting histone demethylase KDM5B for cancer treatment. Eur J Med Chem. 2020;208:112760.32883639 10.1016/j.ejmech.2020.112760

[15] Zheng YC, Chang J, Wang LC, Ren HM, Pang JR, Liu HM. Lysine demethylase 5B (KDM5B): a potential anti-cancer drug target. Eur J Med Chem. 2019;161:131–40.30343192 10.1016/j.ejmech.2018.10.040

[16] Jose A, Shenoy GG, Sunil Rodrigues G, Kumar NAN, Munisamy M, Thomas L et al. Histone demethylase KDM5B as a therapeutic target for cancer therapy. Cancers*.* 2020;12:2121.10.3390/cancers12082121PMC746538232751840

[17] DiCiaccio B, Seehawer M, Li Z, Patmanidis A, Bui T, Foidart P, et al. ZBTB7A is a modulator of KDM5-driven transcriptional networks in basal breast cancer. Cell Rep. 2024;43:114991.39570746 10.1016/j.celrep.2024.114991PMC11694571

[18] Klein BJ, Piao L, Xi Y, Rincon-Arano H, Rothbart SB, Peng D, et al. The histone-H3K4-specific demethylase KDM5B binds to its substrate and product through distinct PHD fingers. Cell Rep. 2014;6:325–35.24412361 10.1016/j.celrep.2013.12.021PMC3918441

[19] Qin L, Song Y, Zhang F, Wang R, Zhou L, Jin S, et al. CRL4B complex-mediated H2AK119 monoubiquitination restrains Th1 and Th2 cell differentiation. Cell Death Differ. 2023;30:1488–502.37024604 10.1038/s41418-023-01155-8PMC10244459

[20] Ji Q, Hu H, Yang F, Yuan J, Yang Y, Jiang L, et al. CRL4B interacts with and coordinates the SIN3A-HDAC complex to repress CDKN1A and drive cell cycle progression. J Cell Sci. 2014;127:4679–91.25189618 10.1242/jcs.154245

[21] Leng S, Huang W, Chen Y, Yang Y, Feng D, Liu W, et al. SIRT1 coordinates with the CRL4B complex to regulate pancreatic cancer stem cells to promote tumorigenesis. Cell Death Differ. 2021;28:3329–43.34163012 10.1038/s41418-021-00821-zPMC8630059

[22] Hu H, Yang Y, Ji Q, Zhao W, Jiang B, Liu R, et al. CRL4B catalyzes H2AK119 monoubiquitination and coordinates with PRC2 to promote tumorigenesis. Cancer Cell. 2012;22:781–95.23238014 10.1016/j.ccr.2012.10.024

[23] Yin X, Teng X, Ma T, Yang T, Zhang J, Huo M, et al. RUNX2 recruits the NuRD(MTA1)/CRL4B complex to promote breast cancer progression and bone metastasis. Cell Death Differ. 2022;29:2203–17.35534547 10.1038/s41418-022-01010-2PMC9613664

[24] Yang T, Huang W, Ma T, Yin X, Zhang J, Huo M, et al. The PRMT6/PARP1/CRL4B complex regulates the circadian clock and promotes breast tumorigenesis. Adv Sci. 2023;10:e2202737.10.1002/advs.202202737PMC1019061936941223

[25] Hanahan D. Hallmarks of cancer: new dimensions. Cancer Discov. 2022;12:31–46.35022204 10.1158/2159-8290.CD-21-1059

[26] Luo J, Yang H, Song BL. Mechanisms and regulation of cholesterol homeostasis. Nat Rev Mol Cell Biol. 2020;21:225–45.31848472 10.1038/s41580-019-0190-7

[27] Liu W, Chakraborty B, Safi R, Kazmin D, Chang CY, McDonnell DP. Dysregulated cholesterol homeostasis results in resistance to ferroptosis increasing tumorigenicity and metastasis in cancer. Nat Commun. 2021;12:5103.34429409 10.1038/s41467-021-25354-4PMC8385107

[28] Wu Q, Ishikawa T, Sirianni R, Tang H, McDonald JG, Yuhanna IS, et al. 27-hydroxycholesterol promotes cell-autonomous, ER-positive breast cancer growth. Cell Rep. 2013;5:637–45.24210818 10.1016/j.celrep.2013.10.006PMC3950897

[29] Nelson ER, Wardell SE, Jasper JS, Park S, Suchindran S, Howe MK, et al. 27-hydroxycholesterol links hypercholesterolemia and breast cancer pathophysiology. Science. 2013;342:1094–8.24288332 10.1126/science.1241908PMC3899689

[30] Goicoechea L, Conde de la Rosa L, Torres S, García-Ruiz C, Fernández-Checa JC. Mitochondrial cholesterol: metabolism and impact on redox biology and disease. Redox Biol. 2023;61:102643.36857930 10.1016/j.redox.2023.102643PMC9989693

[31] Meaney S. Epigenetic regulation of cholesterol homeostasis. Front Genet. 2014;5:311.25309573 10.3389/fgene.2014.00311PMC4174035

[32] Catchpole S, Spencer-Dene B, Hall D, Santangelo S, Rosewell I, Guenatri M, et al. PLU-1/JARID1B/KDM5B is required for embryonic survival and contributes to cell proliferation in the mammary gland and in ER+ breast cancer cells. Int J Oncol. 2011;38:1267–77.21369698 10.3892/ijo.2011.956

[33] Bakir B, Chiarella AM, Pitarresi JR, Rustgi AK. EMT, MET, plasticity, and tumor metastasis. Trends Cell Biol. 2020;30:764–76.32800658 10.1016/j.tcb.2020.07.003PMC7647095

[34] Stewart MH, Albert M, Sroczynska P, Cruickshank VA, Guo Y, Rossi DJ, et al. The histone demethylase Jarid1b is required for hematopoietic stem cell self-renewal in mice. Blood. 2015;125:2075–8.25655602 10.1182/blood-2014-08-596734PMC4467872

[35] Cellot S, Hope KJ, Chagraoui J, Sauvageau M, Deneault É, MacRae T, et al. RNAi screen identifies Jarid1b as a major regulator of mouse HSC activity. Blood. 2013;122:1545–55.23777767 10.1182/blood-2013-04-496281PMC5289888

[36] Wang Y, Zhang H, Chen Y, Sun Y, Yang F, Yu W, et al. LSD1 is a subunit of the NuRD complex and targets the metastasis programs in breast cancer. Cell. 2009;138:660–72.19703393 10.1016/j.cell.2009.05.050

[37] Ren Z, Kim A, Huang YT, Pi WC, Gong W, Yu X, et al. A PRC2-Kdm5b axis sustains tumorigenicity of acute myeloid leukemia. Proc Natl Acad Sci USA. 2022;119:e2122940119.35217626 10.1073/pnas.2122940119PMC8892512

[38] Cavadini S, Fischer ES, Bunker RD, Potenza A, Lingaraju GM, Goldie KN, et al. Cullin-RING ubiquitin E3 ligase regulation by the COP9 signalosome. Nature. 2016;531:598–603.27029275 10.1038/nature17416

[39] Luo M, Bao L, Chen Y, Xue Y, Wang Y, Zhang B, et al. ZMYND8 is a master regulator of 27-hydroxycholesterol that promotes tumorigenicity of breast cancer stem cells. Sci Adv. 2022;8:eabn5295.35857506 10.1126/sciadv.abn5295PMC9286501

[40] Hinohara K, Wu HJ, Vigneau S, McDonald TO, Igarashi KJ, Yamamoto KN, et al. KDM5 histone demethylase activity links cellular transcriptomic heterogeneity to therapeutic resistance. Cancer Cell. 2018;34:939–953.e939.30472020 10.1016/j.ccell.2018.10.014PMC6310147

[41] Lin CS, Lin YC, Adebayo BO, Wu A, Chen JH, Peng YJ, et al. Silencing JARID1B suppresses oncogenicity, stemness and increases radiation sensitivity in human oral carcinoma. Cancer Lett. 2015;368:36–45.26184998 10.1016/j.canlet.2015.07.003

[42] Facompre ND, Harmeyer KM, Sole X, Kabraji S, Belden Z, Sahu V, et al. JARID1B enables transit between distinct states of the stem-like cell population in oral cancers. Cancer Res. 2016;76:5538–49.27488530 10.1158/0008-5472.CAN-15-3377PMC5026599

[43] Xiang Y, Zhu Z, Han G, Ye X, Xu B, Peng Z, et al. JARID1B is a histone H3 lysine 4 demethylase up-regulated in prostate cancer. Proc Natl Acad Sci USA. 2007;104:19226–31.18048344 10.1073/pnas.0700735104PMC2148272

[44] Wang D, Han S, Peng R, Jiao C, Wang X, Yang X, et al. Depletion of histone demethylase KDM5B inhibits cell proliferation of hepatocellular carcinoma by regulation of cell cycle checkpoint proteins p15 and p27. J Exp Clin Cancer Res. 2016;35:37.26911146 10.1186/s13046-016-0311-5PMC4766611

[45] Shen H, Xu W, Guo R, Rong B, Gu L, Wang Z, et al. Suppression of enhancer overactivation by a RACK7-histone demethylase complex. Cell. 2016;165:331–42.27058665 10.1016/j.cell.2016.02.064PMC4826479

[46] Shen HF, Zhang WJ, Huang Y, He YH, Hu GS, Wang L, et al. The dual function of KDM5C in both gene transcriptional activation and repression promotes breast cancer cell growth and tumorigenesis. Adv Sci (Weinh). 2021;8:2004635.33977073 10.1002/advs.202004635PMC8097366

[47] Zhang SM, Cai WL, Liu X, Thakral D, Luo J, Chan LH, et al. KDM5B promotes immune evasion by recruiting SETDB1 to silence retroelements. Nature. 2021;598:682–7.34671158 10.1038/s41586-021-03994-2PMC8555464

[48] Wu L, Cao J, Cai WL, Lang SM, Horton JR, Jansen DJ, et al. KDM5 histone demethylases repress immune response via suppression of STING. PLoS Biol. 2018;16:e2006134.30080846 10.1371/journal.pbio.2006134PMC6095604

[49] Li G, Kanagasabai T, Lu W, Zou MR, Zhang SM, Celada SI, et al. KDM5B is essential for the hyperactivation of PI3K/AKT signaling in prostate tumorigenesis. Cancer Res. 2020;80:4633–43.32868382 10.1158/0008-5472.CAN-20-0505PMC8034842

[50] Horton JR, Engstrom A, Zoeller EL, Liu X, Shanks JR, Zhang X, et al. Characterization of a linked jumonji domain of the KDM5/JARID1 family of histone H3 lysine 4 demethylases. J Biol Chem. 2016;291:2631–46.26645689 10.1074/jbc.M115.698449PMC4742734

[51] Huang B, Song BL, Xu C. Cholesterol metabolism in cancer: mechanisms and therapeutic opportunities. Nat Metab. 2020;2:132–41.32694690 10.1038/s42255-020-0174-0

[52] Voisin M, de Medina P, Mallinger A, Dalenc F, Huc-Claustre E, Leignadier J, et al. Identification of a tumor-promoter cholesterol metabolite in human breast cancers acting through the glucocorticoid receptor. Proc Natl Acad Sci USA. 2017;114:E9346–e9355.29078321 10.1073/pnas.1707965114PMC5676900

[53] Ning S, Liu C, Wang K, Cai Y, Ning Z, Li M, et al. NUCB2/Nesfatin-1 drives breast cancer metastasis through the up-regulation of cholesterol synthesis via the mTORC1 pathway. J Transl Med. 2023;21:362.37277807 10.1186/s12967-023-04236-xPMC10243030

[54] Umetani M, Domoto H, Gormley AK, Yuhanna IS, Cummins CL, Javitt NB, et al. 27-hydroxycholesterol is an endogenous SERM that inhibits the cardiovascular effects of estrogen. Nat Med. 2007;13:1185–92.17873880 10.1038/nm1641

[55] DuSell CD, Umetani M, Shaul PW, Mangelsdorf DJ, McDonnell DP. 27-hydroxycholesterol is an endogenous selective estrogen receptor modulator. Mol Endocrinol. 2008;22:65–77.17872378 10.1210/me.2007-0383PMC2194632

[56] Nelson ER. The significance of cholesterol and its metabolite, 27-hydroxycholesterol in breast cancer. Mol Cell Endocrinol. 2018;466:73–80.28919300 10.1016/j.mce.2017.09.021PMC5854519

[57] El Roz A, Bard JM, Huvelin JM, Nazih H. LXR agonists and ABCG1-dependent cholesterol efflux in MCF-7 breast cancer cells: relation to proliferation and apoptosis. Anticancer Res. 2012;32:3007–13.22753765

[58] Lam M, Mast N, Pikuleva IA. Drugs and scaffold that inhibit cytochrome P450 27A1 in vitro and in vivo. Mol Pharmacol. 2018;93:101–8.29192124 10.1124/mol.117.110742PMC5749491

[59] Baek AE, Yu YA, He S, Wardell SE, Chang CY, Kwon S, et al. The cholesterol metabolite 27 hydroxycholesterol facilitates breast cancer metastasis through its actions on immune cells. Nat Commun. 2017;8:864.29021522 10.1038/s41467-017-00910-zPMC5636879

# Supplementary material for: KDM5B cooperates with CRL4B complex to promote the tumorigenesis of ER+ breast cancer via regulating cholesterol metabolism
**Source:** Cell Death Dis. 2026 Feb 7;17(1):207. doi: 10.1038/s41419-026-08438-1
**Supplement:** Supplementary file 1 — SUPPLEMENTAL MATERIAL

**Supplementary Information for**

**KDM5B cooperates with CRL4B complex to promote the tumorigenesis of ER+ breast cancer via regulating cholesterol metabolism**

Yunkai Yang^1,4^, Tianyang Gao^1, 4^, Baowen Yuan^1, 4^, Xinhui Hao^1^, Miaomiao Huo^1^, Ting Hu^1^, Tianyu Ma^1^, Min Zhang^1^, Die Zhang^1^, Xu Teng^2^, Hefen Yu^2^, Wei Huang^2,*^, Jingyao Zhang^1,*^, Yan Wang^1,2,3,*^

^4^These authors contributed equally: Yunkai Yang, Tianyang Gao, Baowen Yuan.

Jingyao Zhang

Yan Wang

**Supplementary Figures**

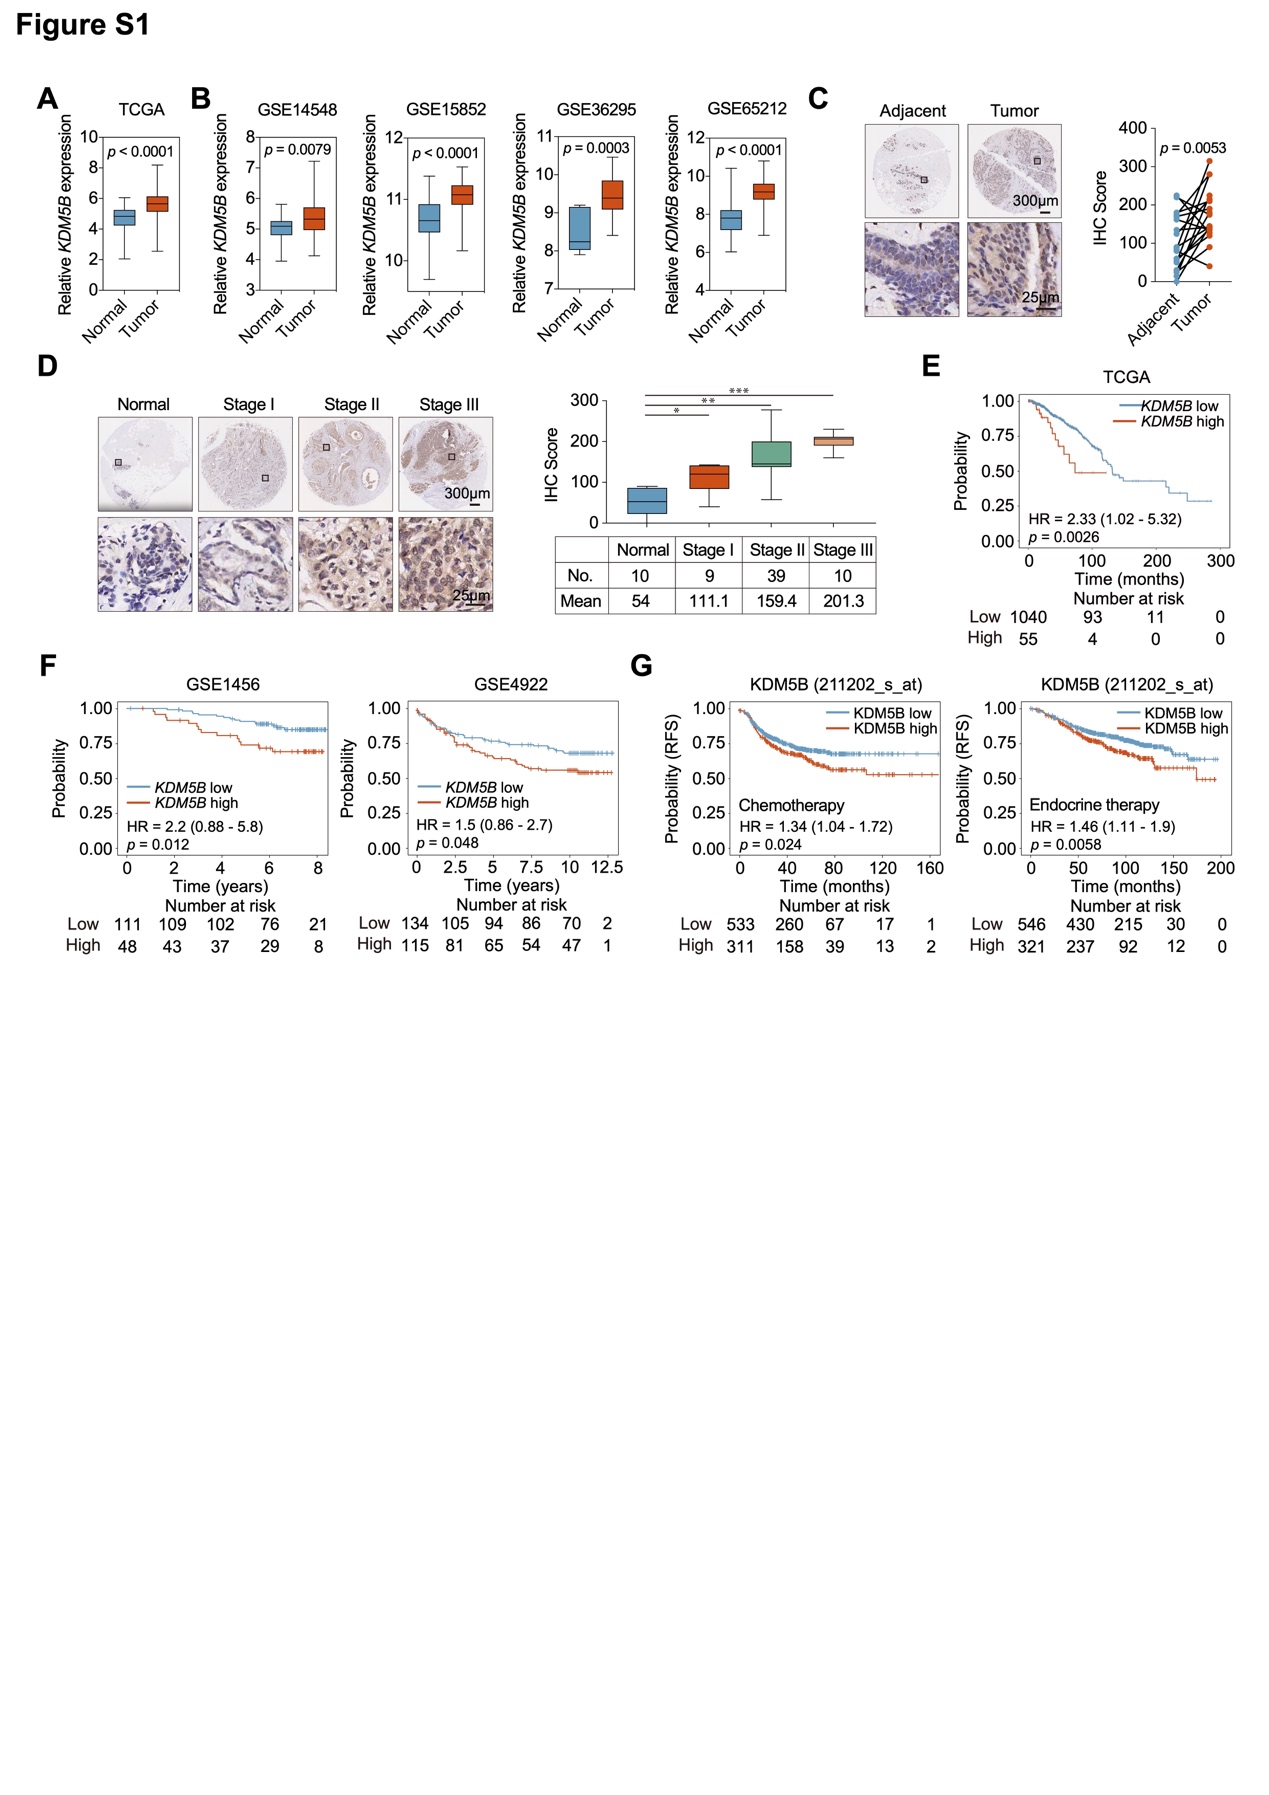

Fig. S1. KDM5B was upregulated and predicted poor prognosis in breast cancer. (A–B) KDM5B expression in breast cancer and normal tissues based on TCGA and GEO analysis. (C) 18 paired breast cancer specimen and adjacent normal tissues were collected for immunohistochemistry (IHC) to detect KDM5B expression. (D) IHC was performed to examine KDM5B levels in different stages of breast. (E–F) The TCGA and GEO datasets were used to analyze the correlation between KDM5B expression and survival rate of patients with breast cancer. (G) Correlation between KDM5B expression and the survival rate of patients with breast cancer receiving chemotherapy or endocrine therapy was analyzed using Kaplan-Meier plotter (https://kmplot.com/analysis/). Data were shown as mean ± SD. Data were analyzed using two-tailed unpaired t-test or one-way ANOVA. **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

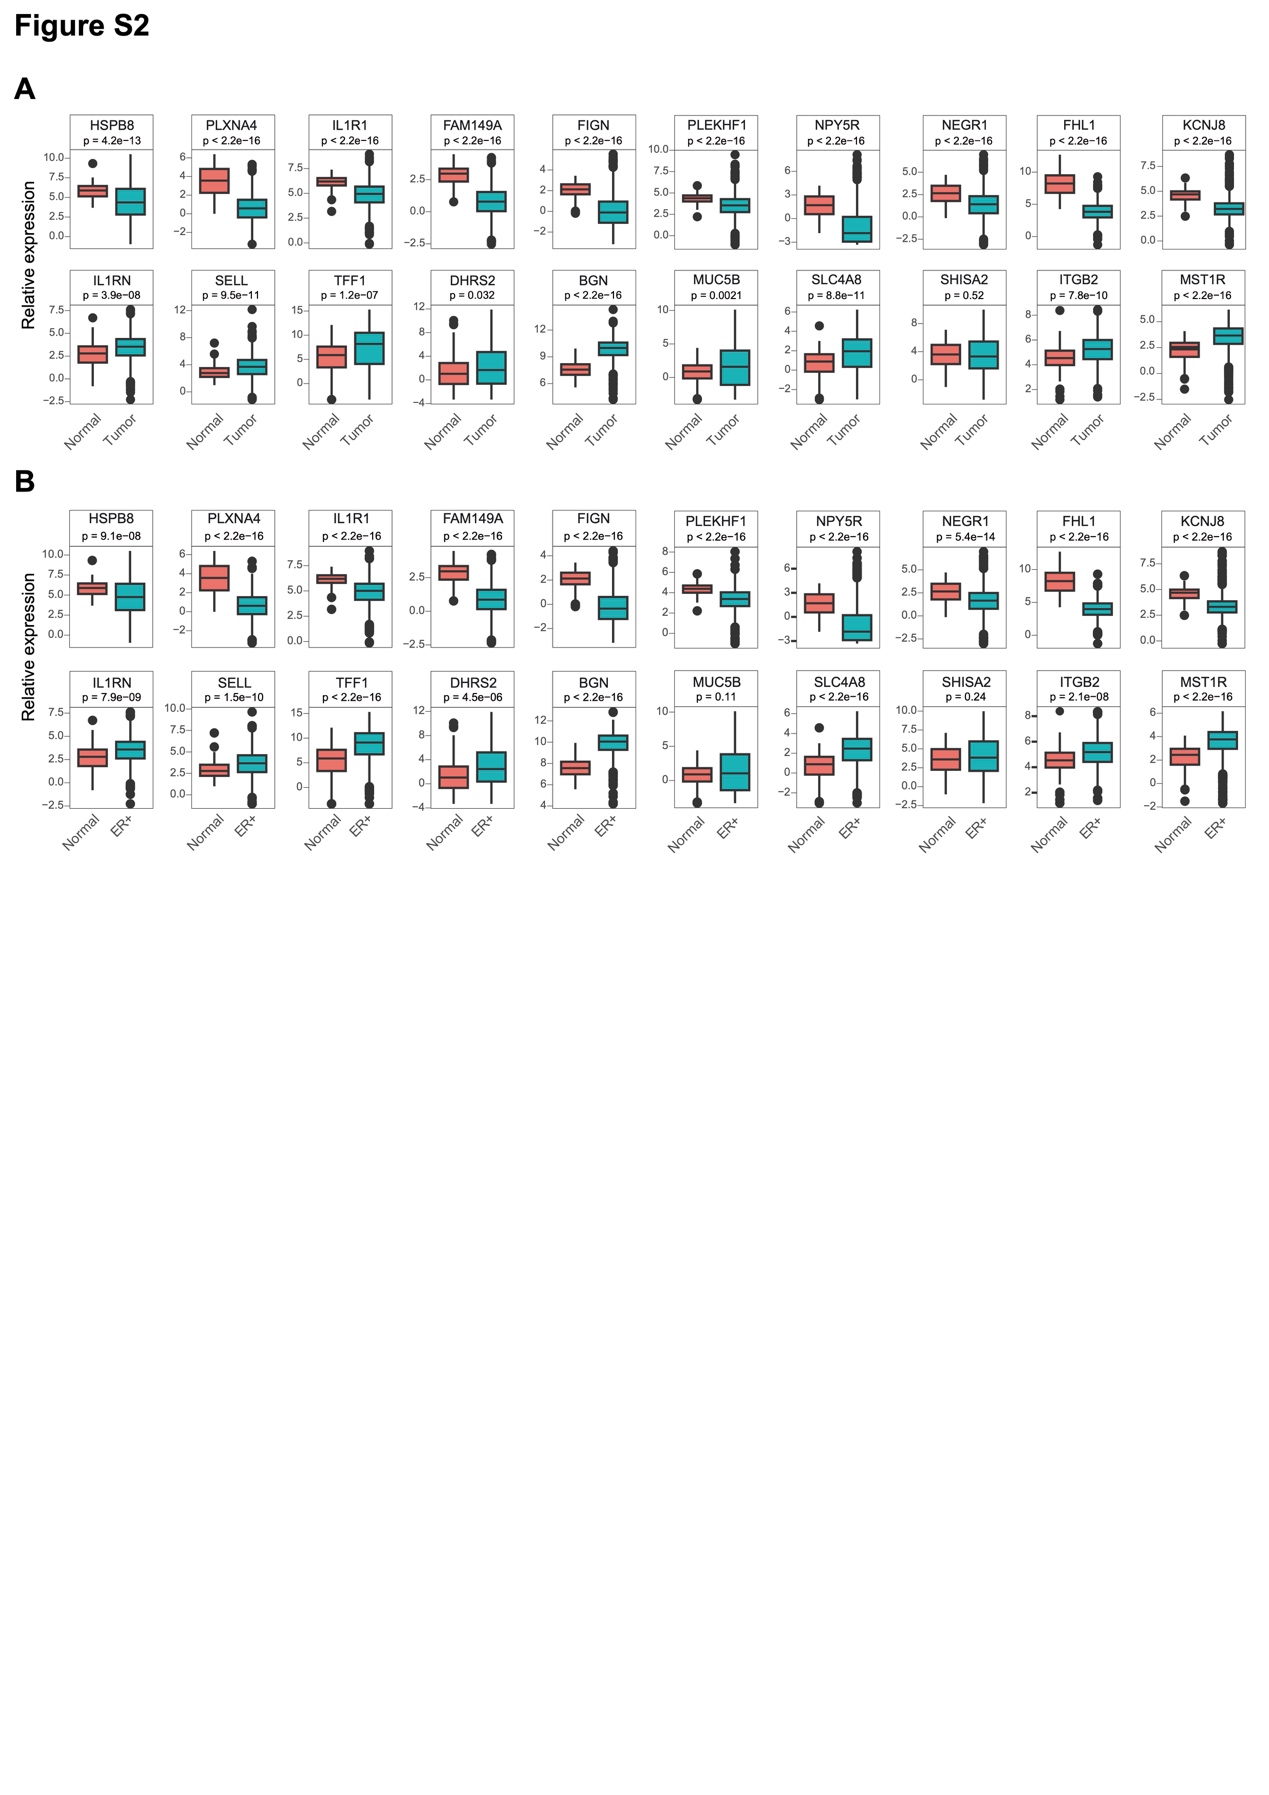

Fig. S2. The expression of potential TSGs and oncogenes in breast cancer. (A–B) The levels of potential TSGs and oncogenes, identified by RNA-seq data, were evaluated in breast cancer (A) and ER+ breast cancer (B) using TCGA dataset.

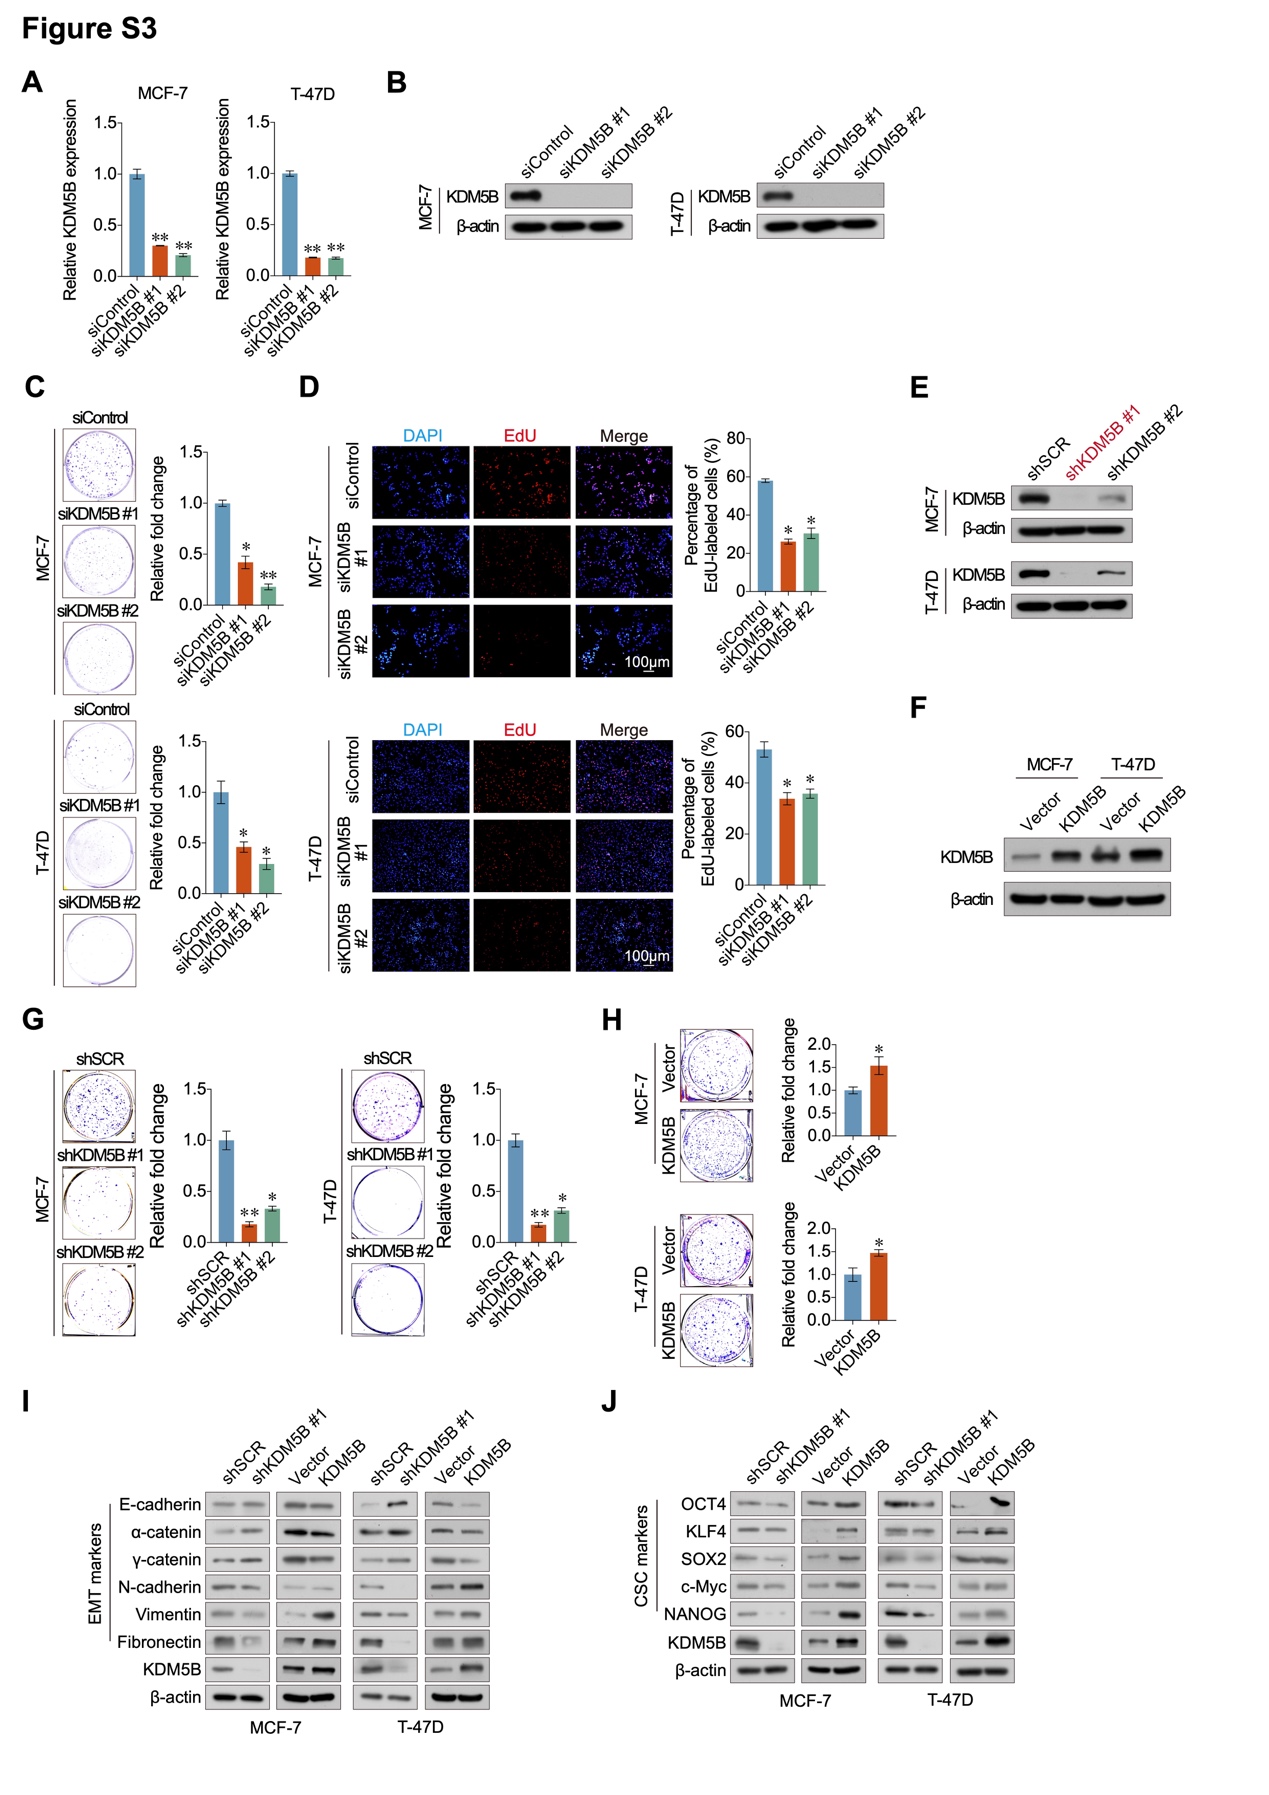

Fig. S3. KDM5B promoted cell proliferation and expression of epithelial-mesenchymal cell transition (EMT) and stemness markers in ER+ breast cancer cells. (A–B) mRNA (A) and protein (B) levels of KDM5B in MCF-7 and T-47D cells transfected with control siRNA or siRNAs targeting KDM5B. (C–D) The proliferation ability MCF-7 and T-47D cells transfected with control siRNA or siRNAs targeting KDM5B was evaluated using colony formation assay (C) and EdU experiment (D). (E–F) KDM5B protein levels were detected in MCF-7 and T-47D cells using western blotting following KDM5B knockdown and overexpression. (G–H) Colony formation assays were used to examine the proliferation of ER+ breast cancer cells following KDM5B knockdown and overexpression. (I–J) The expression of EMT and CSC markers were examined in MCF-7 and T-47D cells following KDM5B knockdown and overexpression. Data were shown as mean ± SD. Data were analyzed using two-tailed unpaired t-test or one-way ANOVA. **p* < 0.05, ***p* < 0.01.

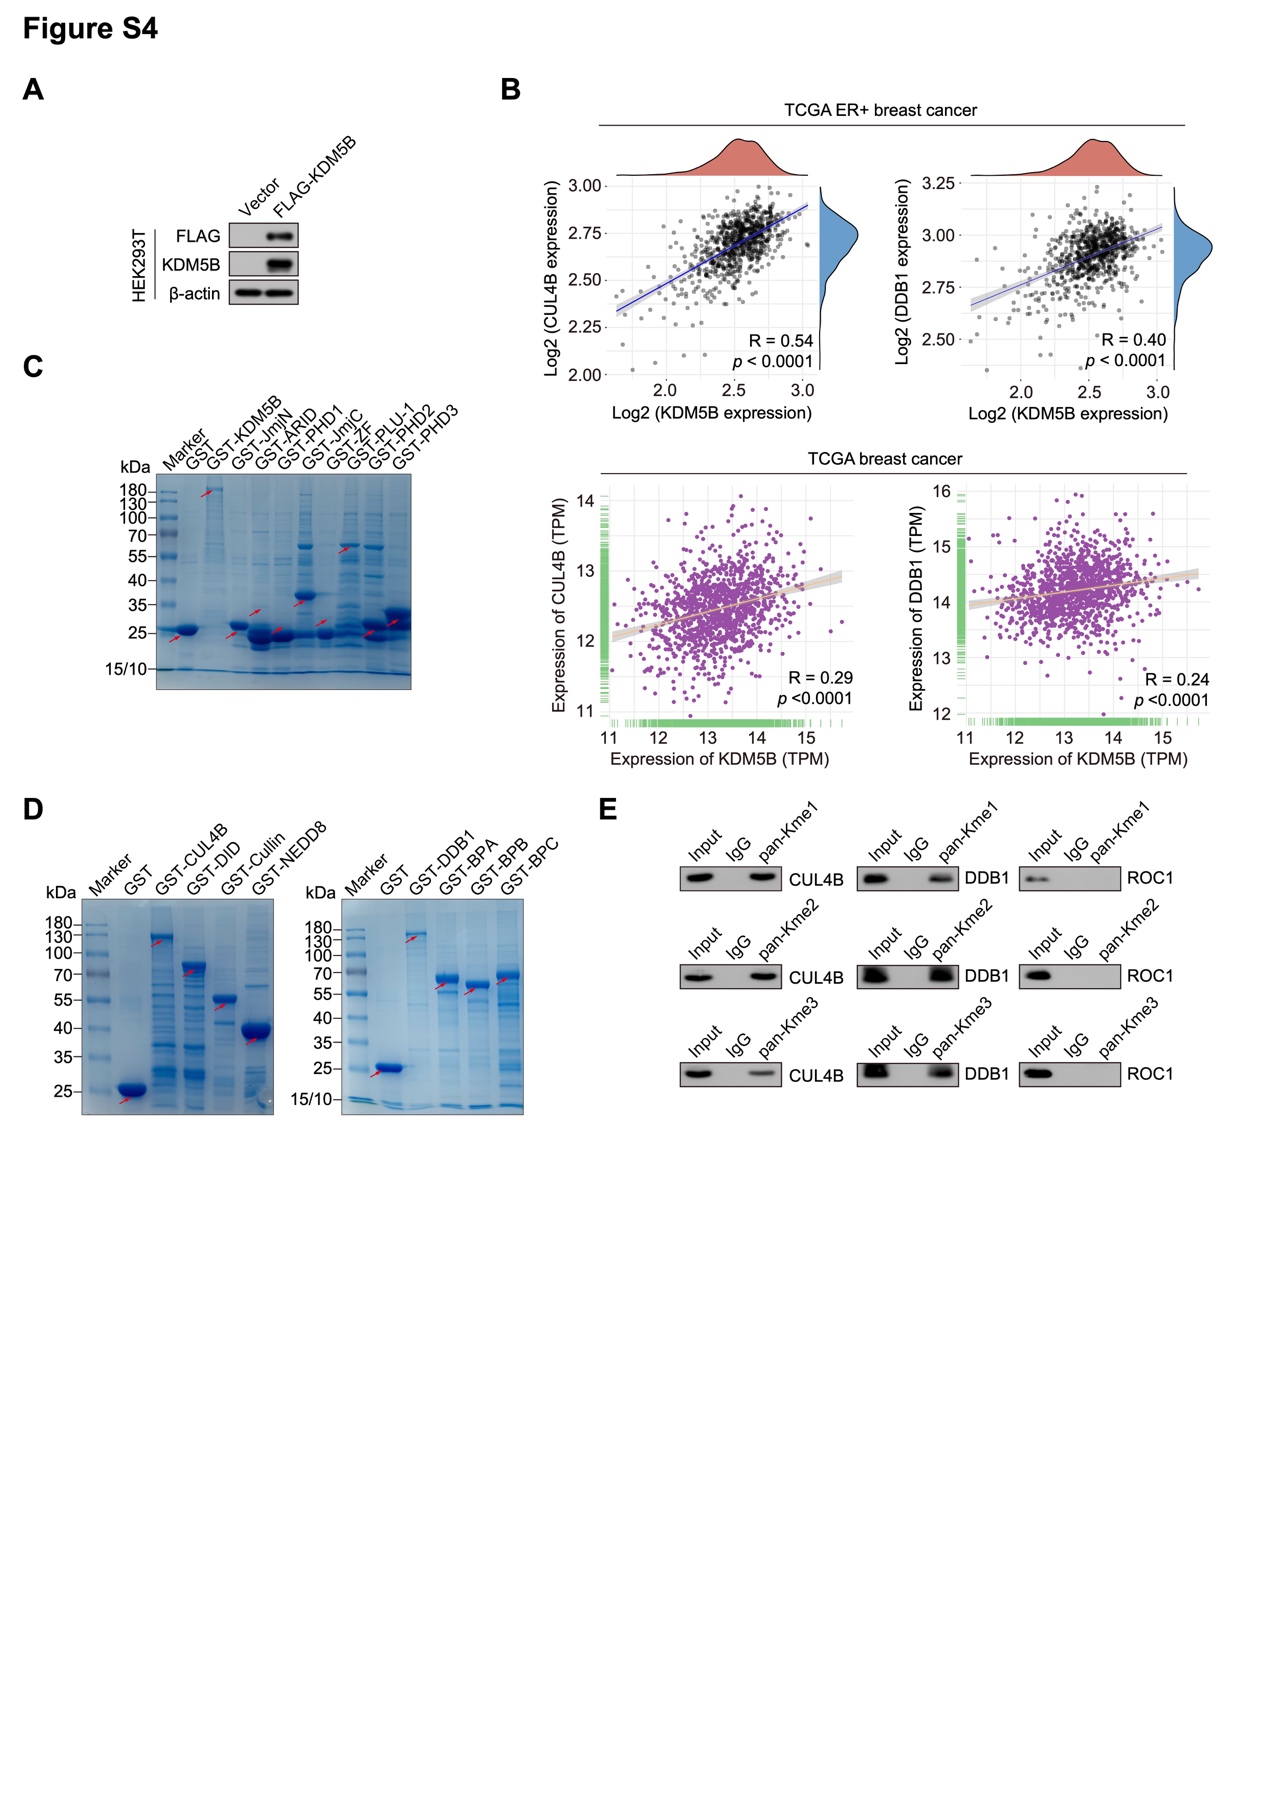

Fig. S4. (A) The FLAG-tagged KDM5B was overexpressed and detected in HEK293T cells using western blotting. (B) The correlation of KDM5B with CUL4B or DDB1 was analyzed in breast cancer using TCGA dataset. (C–D) The GST-fused whole proteins and fragmented proteins were verified using Coomassie brilliant blue staining. (E) The lysine methylation status of CUL4B, DDB1 and ROC1.

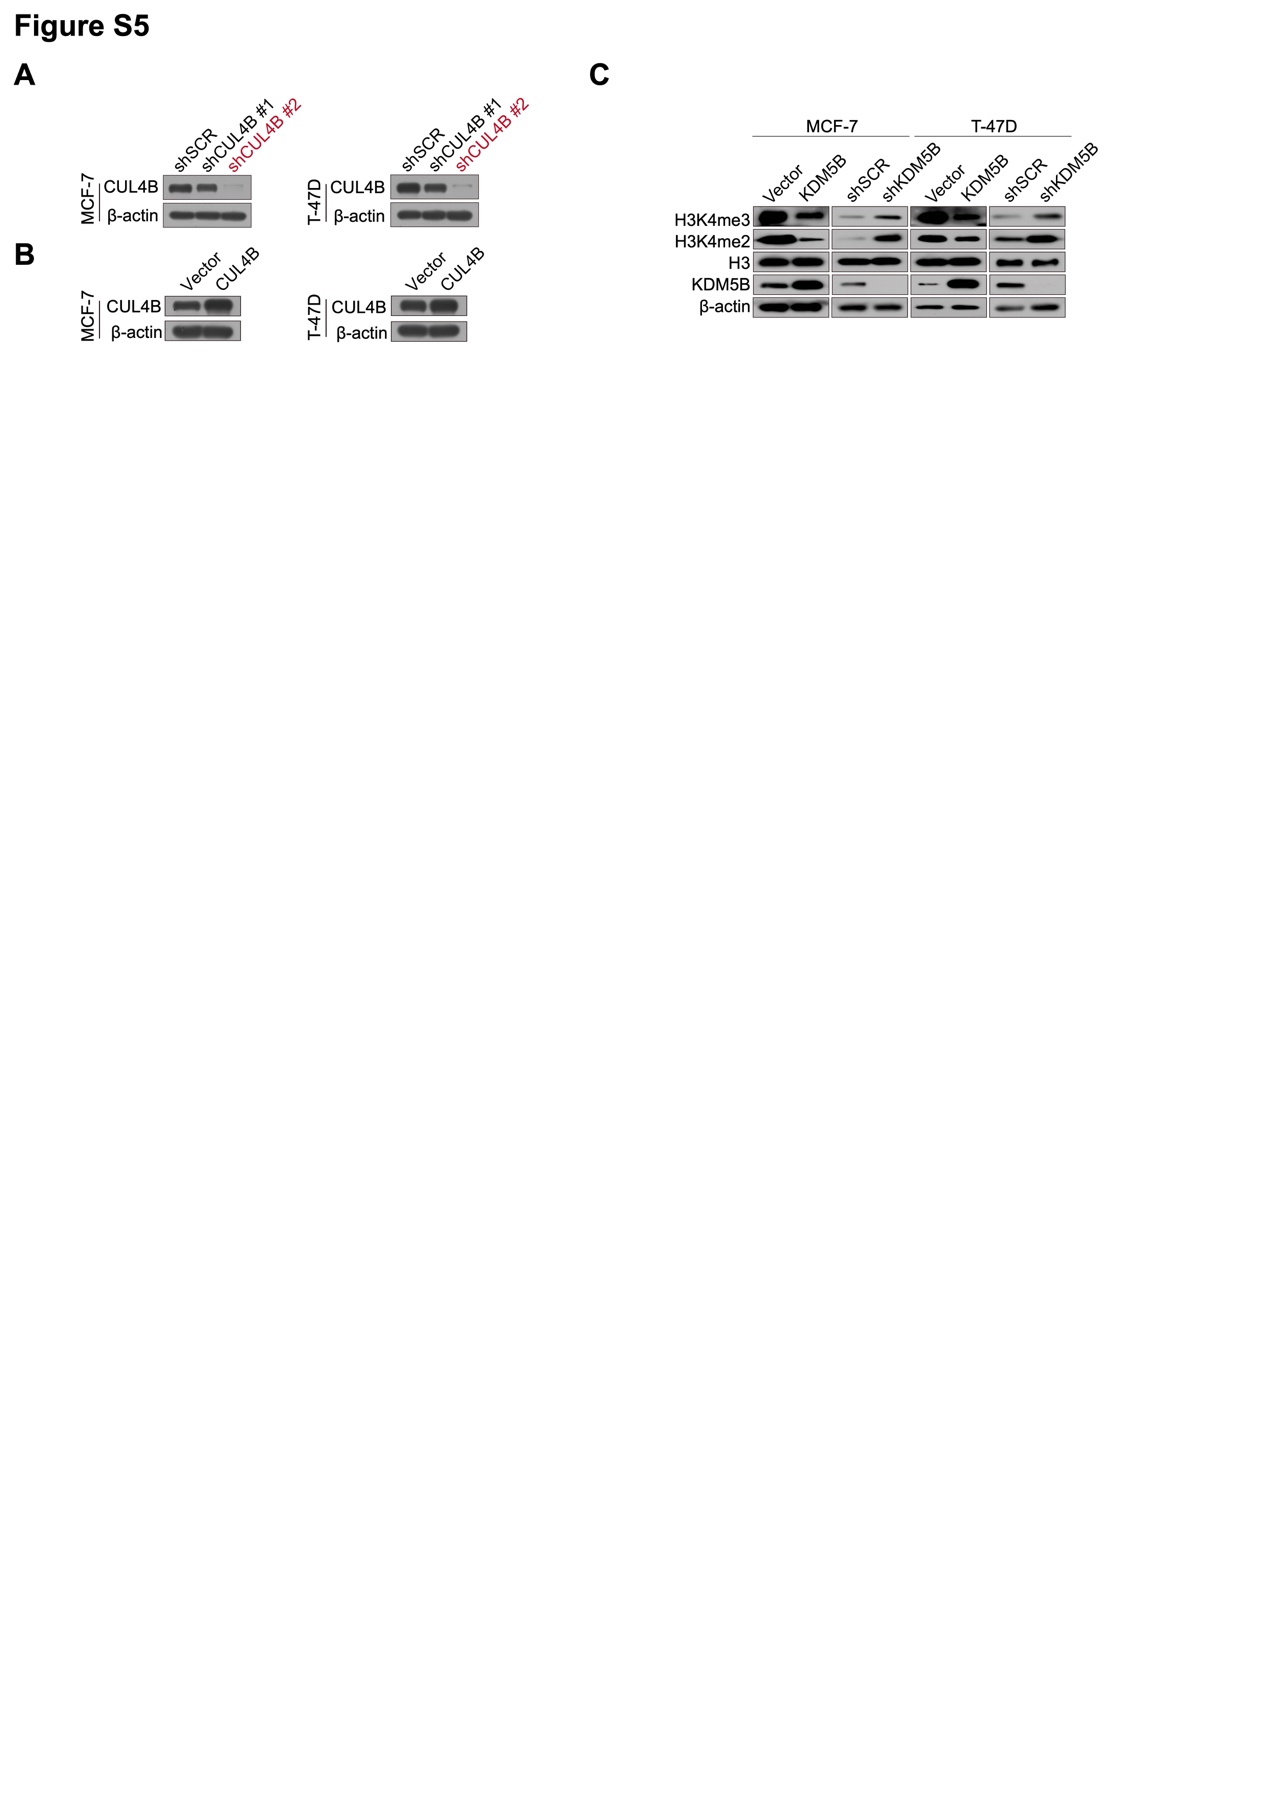

Fig. S5. Construction of CUL4B overexpression and knockdown breast cancer cells. (A–B) CUL4B expression in MCF-7 and T-47D cells with or without CUL4B-knockdown (A) or -overexpression (B). (C) Verifying the demethylation activity of KDM5B on H3K4me2/3.

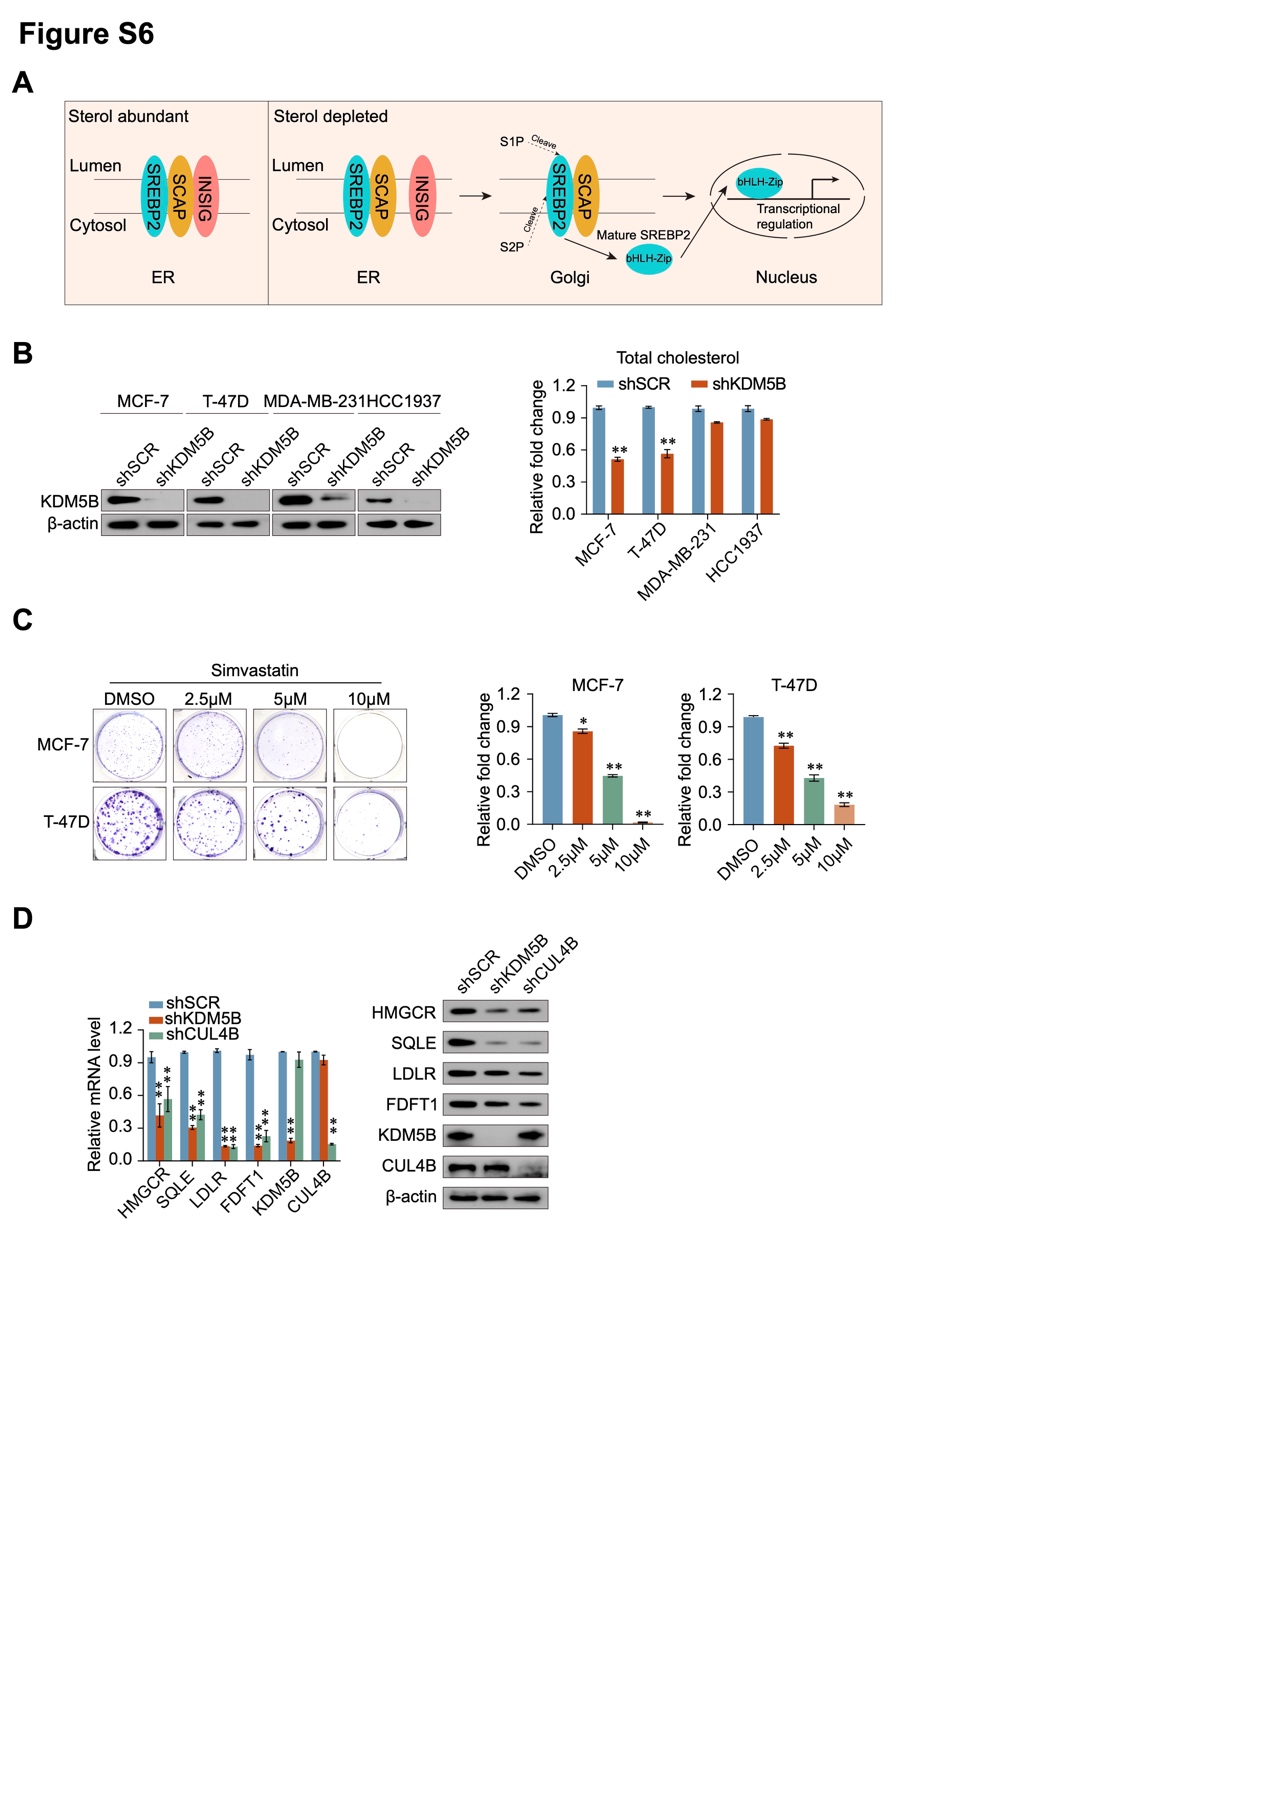

Fig. S6. (A) Schematic of cholesterol biosynthesis. (B) Total cholesterol levels in KDM5B deficient breast cancer cells were examined. (C) The proliferation status of breast cancer cells under simvastatin treatment. (D) The expression levels of genes related to the cholesterol synthesis pathway. Data were shown as mean ± SD. The data were analyzed by two-tailed unpaired t-test or one-way ANOVA. **p* < 0.05, ***p* < 0.01.

**Supplementary Tables**

**Table S1. The sequences of siRNAs and shRNAs.**

| **siRNA or shRNA** | **Sequences (5'–3')** |
| --- | --- |
| siControl | UUCUCCGAACGUGUCACGUTT |
| siKDM5B #1 | CCGUAAAUUGGGAGUGAUUTT |
| siKDM5B #2 | CAUCAAGCAAGAACCUAUUTT |
| siINSIG1 | GCGUCACGGUGGGGAACAUTT |
| siINSIG2 | GAUAGAUCUAGAAGUGGUUTT |
| shSCR | TTCTCCGAACGTGTCACGT |
| shKDM5B #1 | CGAGATGGAATTAACAGTCTT |
| shKDM5B #2 | CCCACCAATTTGGAAGGCATT |
| shCUL4B #1 | GCCACGTACCGATACAGAAGA |
| shCUL4B #2 | GGATTCATTGGATAGCGTTCT |
| shDDB1 | TCCACTAGATCGCGATAATAA |

**Table S2. The plasmids used in this study.**

| **Plasmids** | **Sources** | **Vectors** |
| --- | --- | --- |
| FLAG-KDM5B | This study | p3×FLAG-CMV |
| GST-KDM5B | This study | pGEX-4T-3 |
| GST-CUL4B | This study | pGEX-4T-3 |
| GST-DDB1 | This study | pGEX-4T-3 |
| GST-ROC1 | This study | pGEX-4T-3 |
| GST-JmjN | This study | pGEX-4T-3 |
| GST-ARID | This study | pGEX-4T-3 |
| GST-PHD1 | This study | pGEX-4T-3 |
| GST-JmjC | This study | pGEX-4T-3 |
| GST-ZF | This study | pGEX-4T-3 |
| GST-PLU-1 | This study | pGEX-4T-3 |
| GST-PHD2 | This study | pGEX-4T-3 |
| GST-PHD3 | This study | pGEX-4T-3 |
| GST-DID | This study | pGEX-4T-3 |
| GST-Cullin | This study | pGEX-4T-3 |
| GST-NEDD8 | This study | pGEX-4T-3 |
| GST-BPA | This study | pGEX-4T-3 |
| GST-BPB | This study | pGEX-4T-3 |
| GST-BPC | This study | pGEX-4T-3 |

**Table S3. The primer sequences used in RT-qPCR.**

| **Gene** | **Forward primer (5'–3')** | **Reverse primer (5'–3')** |
| --- | --- | --- |
| *KDM5B* | CCATAGCCGAGCAGACTGG | GGATACGTGGCGTAAAATGAAGT |
| *CUL4B* | ACTCCTCCTTTACAACCCAGG | TCTTCGCATCAAACCCTACAAAC |
| *DDB1* | ACCGGACACTTTACTTCGGC | TCGGCGGTGACCACATAGA |
| *IL1RN* | CATTGAGCCTCATGCTCTGTT | CGCTGTCTGAGCGGATGAA |
| *SELL* | ACCCAGAGGGACTTATGGAAC | GCAGAATCTTCTAGCCCTTTGC |
| *TFF1* | CCCCGTGAAAGACAGAATTGT | GGTGTCGTCGAAACAGCAG |
| *DHRS2* | ATGGGAATGAGTCTCTCTGGAA | CGTTGACGTAGCTGGCATC |
| *BGN* | CAGTGGCTTTGAACCTGGAG | GGGAGGTCTTTGGGGATGC |
| *MUC5B* | GCCCACATCTCCACCTATGAT | GCAGTTCTCGTTGTCCGTCA |
| *SLC4A8* | GACGGCGTCCTCAGCTATC | GCATCCGAACTCCCACATACA |
| *SHISA2* | TCAAGGGCAGTATCTGCATCC | CCGTCCATGAAAGGTGGCA |
| *ITGB2* | AAGTGACGCTTTACCTGCGAC | AAGCATGGAGTAGGAGAGGTC |
| *MST1R* | CTTTGACGTGAAGTACGTGGT | CGTATGGCTACAAACACAGCAC |
| *HSPB8* | CTCCTGCCACTACCCAAGC | GGCCAAGAGGCTGTCAAGT |
| *PLXNA4* | GTCATTTGTCACATTCCGAGGA | GCTTGTAAATCCGATTGACGGC |
| *IL1R1* | GGCCAGTTGAGTGACATTGCT | TGTGATGAGGGTACTCCTTCTTT |
| *FAM149A* | ACCCGCCCCAGATTCATCA | CTGTCAGCAAAATAGGCAGGT |
| *FIGN* | GTAGCACCAGTGTTTATGGCT | GTAGGCTTCAACTTTGTGGGC |
| *PLEKHF1* | CCTCTGCTACCGCGAACTG | CTCGTCGGAGTCATCGTCATC |
| *NPY5R* | CGGTAAACTTCCTCATAGGCAAT | AACATCCACTGATCCAGCAAG |
| *NEGR1* | GCTTGTTGCTCGAACCAGTG | CCCCTTTTCTGACCATCATGTT |
| *FHL1* | TGCTGCCTGAAATGCTTTGAC | GCCAGAAGCGGTTCTTATAGTG |
| *KCNJ8* | CTCTTCGCTATCATGTGGTGG | GACCTGACATTAGTCACACACAC |
| *BMAL1* | AAGGGAAGCTCACAGTCAGAT | GGACATTGCGTTGCATGTTGG |
| *FOXO1* | TCGTCATAATCTGTCCCTACACA | CGGCTTCGGCTCTTAGCAAA |
| *GATA3* | GCCCCTCATTAAGCCCAAG | TTGTGGTGGTCTGACAGTTCG |
| *CDKN1A* | TGTCCGTCAGAACCCATGC | AAAGTCGAAGTTCCATCGCTC |
| *CDKN1B* | TAATTGGGGCTCCGGCTAACT | TGCAGGTCGCTTCCTTATTCC |
| *INSIG1* | CCTGGCATCATCGCCTGTT | AGAGTGACATTCCTCTGGATCTG |
| *INSIG2* | CTTGATGATTCGAGGAGTAGTGC | CAGGTGGAAAGAGCGTCACAT |
| *RHOB* | CTGCTGATCGTGTTCAGTAAGG | TCAATGTCGGCCACATAGTTC |
| *CYP27A1* | CGGCAACGGAGCTTAGAGG | GGCATAGCCTTGAACGAACAG |
| *HMGCR* | TGATTGACCTTTCCAGAGCAAG | CTAAAATTGCCATTCCACGAGC |
| *LDLR* | TCTGCAACATGGCTAGAGACT | TCCAAGCATTCGTTGGTCCC |
| *SQLE* | GGCATTGCCACTTTCACCTAT | GGCCTGAGAGAATATCCGAGAAG |
| *FDFT1* | CCACCCCGAAGAGTTCTACAA | TGCGACTGGTCTGATTGAGATA |
| *ACTB* | CATGTACGTTGCTATCCAGGC | CTCCTTAATGTCACGCACGAT |

**Table S4. Mass spectrometry analysis of KDM5B-containing protein complex.**

| **Description** | **Peptides (95%)** | **Score** | **%Coverage** | **%Coverage [50]** | **%Coverage [95]** |
| --- | --- | --- | --- | --- | --- |
| KDM5B | 197 | 51.77 | 41.76999927 | 37.18000054 | 33.23000073 |
| HSPA8 | 56 | 41.93 | 47.20999897 | 46.27999961 | 42.41000116 |
| HSPA1A | 36 | 27.69 | 44.76999938 | 44.76999938 | 38.38 |
| PRMT5 | 33 | 33.14 | 38.78000081 | 35.01000106 | 30.61000109 |
| HSPA5 | 21 | 27.84 | 36.23999953 | 26.60999894 | 25.08000135 |
| KRT10 | 19 | 29.36 | 30.30999899 | 30.30999899 | 26.71000063 |
| KIF11 | 16 | 29.8 | 15.99999964 | 15.44000059 | 14.76999968 |
| SLC25A5 | 16 | 17.49 | 43.61999929 | 42.62000024 | 36.91000044 |
| IQGAP1 | 11 | 19.92 | 12.48999983 | 10.62000021 | 6.880000234 |
| DDX21 | 10 | 19.84 | 21.07000053 | 18.26000065 | 14.04999942 |
| MCM3 | 9 | 16.53 | 9.776999801 | 9.776999801 | 9.776999801 |
| PPM1B | 9 | 14.6 | 25.88999867 | 24.6299997 | 19.61999983 |
| HNRNPU | 9 | 12.95 | 12.35999987 | 10.41999981 | 9.211999923 |
| HUWE1 | 7 | 14.38 | 2.19500009 | 2.19500009 | 1.669000089 |
| PSMD11 | 7 | 13.56 | 25.58999956 | 19.91000026 | 17.7699998 |
| VIM | 7 | 12.61 | 23.8199994 | 17.5999999 | 15.67000002 |
| ILF2 | 5 | 10.68 | 20.76999992 | 20.76999992 | 17.94999987 |
| PSMB5 | 5 | 10.32 | 28.90000045 | 26.6200006 | 23.56999964 |
| WRNIP1 | 5 | 7.96 | 11.87999994 | 9.172999859 | 8.120000362 |
| DDB1 | 4 | 8.36 | 6.491000205 | 4.825000092 | 3.421000019 |
| TRIM28 | 4 | 7.34 | 9.820000082 | 7.903999835 | 7.304999977 |
| RIOK1 | 3 | 4.74 | 6.689999998 | 6.689999998 | 5.105999857 |
| MTHFD1 | 2 | 2.88 | 5.561000109 | 4.278000072 | 2.246000059 |
| FLNA | 1 | 2.13 | 0.530500012 | 0.530500012 | 0.303100003 |
| RBBP4 | 1 | 2 | 3.058999963 | 3.058999963 | 3.058999963 |
| RBBP7 | 1 | 2 | 3.125 | 3.125 | 3.125 |
| CDK4 | 1 | 1.98 | 4.619999975 | 2.639999986 | 2.639999986 |
| PRMT1 | 1 | 1.78 | 5.816999823 | 3.047000058 | 3.047000058 |
| WDR26 | 1 | 1.59 | 4.030999914 | 2.945999987 | 1.394999959 |
| PARP1 | 1 | 1.42 | 1.676999964 | 0.986200012 | 0.986200012 |
| MATR3 | 1 | 0.81 | 3.542000055 | 2.006999962 | 0.944500044 |
| NLRP2 | 1 | 0.58 | 1.882999949 | 0.941599999 | 0.941599999 |
| MTA2 | 0 | 0.34 | 4.490999877 | 2.694999985 | 0 |

Footnotes: %Cov [95]: The number of amino acids identified with a confidence of more than 95% of peptide segments accounts for the proportion of the total number of protein amino acids. %Cov [50]: The number of amino acids identified with a confidence of more than 50% of peptide segments accounts for the proportion of the total number of protein amino acids.

**Table S5. The primer sequences used in ChIP-qPCR.**

| **Gene** | **Forward primer (5'–3')** | **Reverse primer (5'–3')** |
| --- | --- | --- |
| *BMAL1* | GCCGGGAAAGTGTTCGCT | GTCCTCTTCGGCCGAGTCAC |
| *FOXO1* | GGAGGACTTGACAGATCGCAG | TCTTTGCTGAACGACGTGGG |
| *GATA3* | CACTCCTACATGGACGCGG | GAGTTTCCGTAGTAGGGCGG |
| *CDKN1A* | TCACTACTCCCTCCAGCGG | CTGTGTGCTATTCCCGCCA |
| *CDKN1B* | TCGCCAGTCCATTTGATCAGC | AAAGACACAGACCCCGACGA |
| *INSIG1* | CCTGTTGGGTCTTTGGGACG | CAAGGTTAGACCCCCGTGC |
| *INSIG2* | GCCAGGGCTCAGCGTAGAAT | AAGTGCCACACAAGAAACCGT |
| *RHOB* | CGCATCCAAGCCTACGACTA | CCCTCATAGCACCTTGCAGC |
| *GAPDH* | GCACGTAGCTCAGGCCTCAAGAC | GACTGTCGAACAGGAGGAGCAGAG |

# Supplementary material for: KDM5B cooperates with CRL4B complex to promote the tumorigenesis of ER+ breast cancer via regulating cholesterol metabolism
**Source:** Cell Death Dis. 2026 Feb 7;17(1):207. doi: 10.1038/s41419-026-08438-1
**Supplement:** Supplementary file 2 — Uncropped images

**Uncropped original blots:**

**Figure 1B**

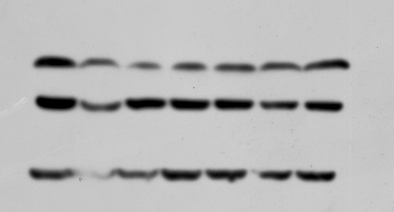

1B_β-actin

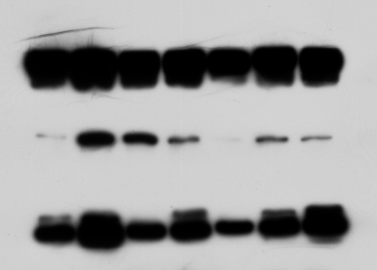

1B_KDM5B

**Figure 3**

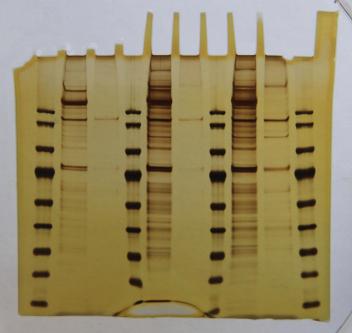

3A

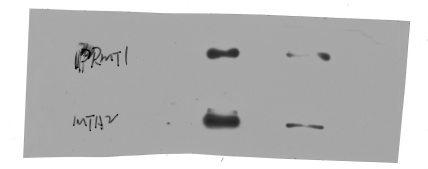

3B_PRMT1

3C_MTA2

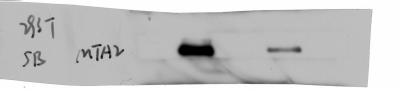

3B_MTA2

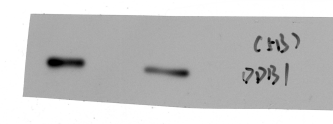

3B_DDB1

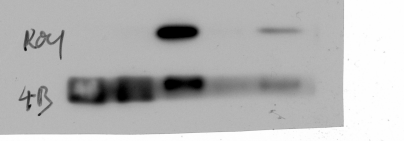

3B_ROC1

3B_CUL4B

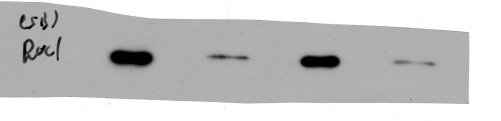

3C_ROC1

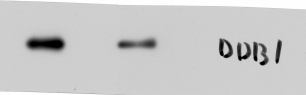

3C_DDB1

3C_CUL4B

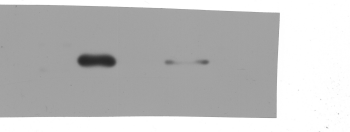

3C_PRMT1

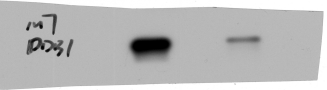

3E_MCF7_DDB1

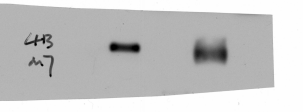

3E_MCF7_CUL4B

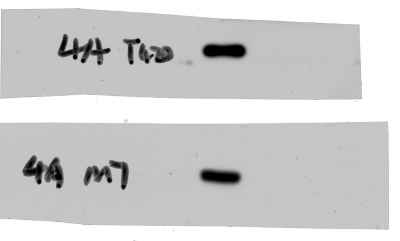

3E_T-47D_CUL4A

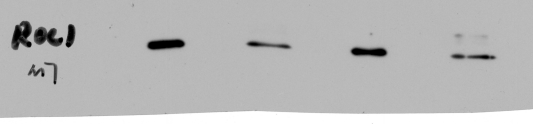

3E_MCF7_ROC1

3E_MCF7_CUL4A

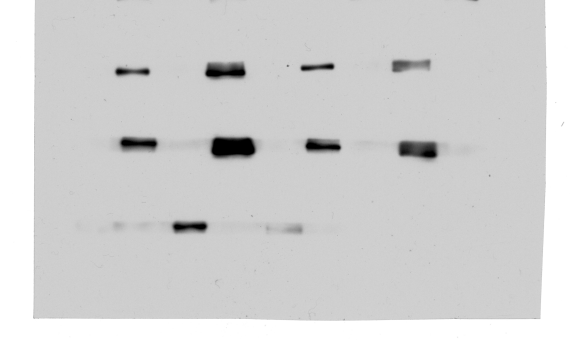

CUL4B

DDB1

ROC1

DDB1

3F_T-47D

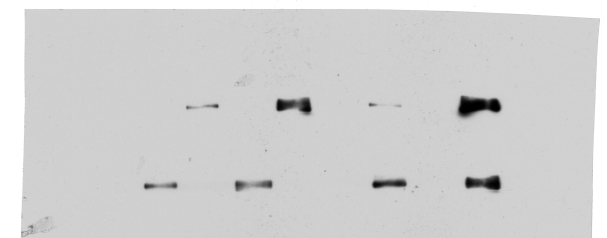

3F_T-47D_CUL4B

3F_MCF7_CUL4B

3F_MCF7_DDB1

3F_MCF7_ROC1

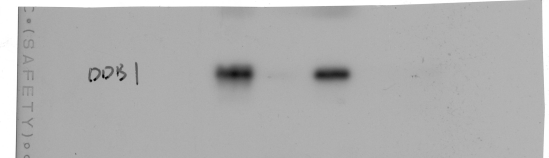

3H_right_panel_DDB1

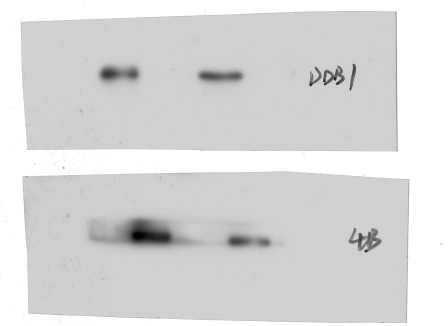

3H_left_panel_DDB1

3H_left_panel_CUL4B

3C_ROC1

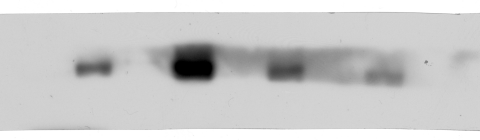

3H_right_panel_CUL4B

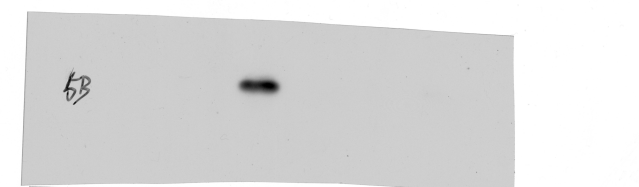

3H_right_panel_ROC1

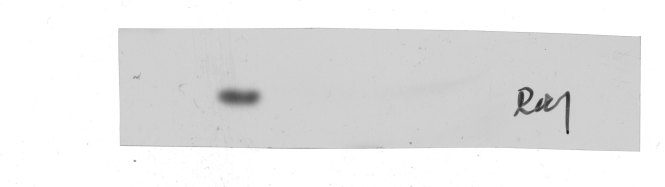

3H_left_panel_ROC1

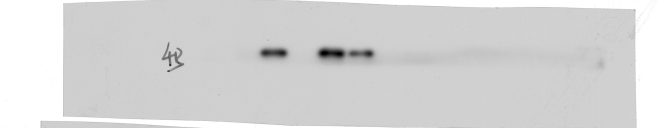

3I_CUL4B

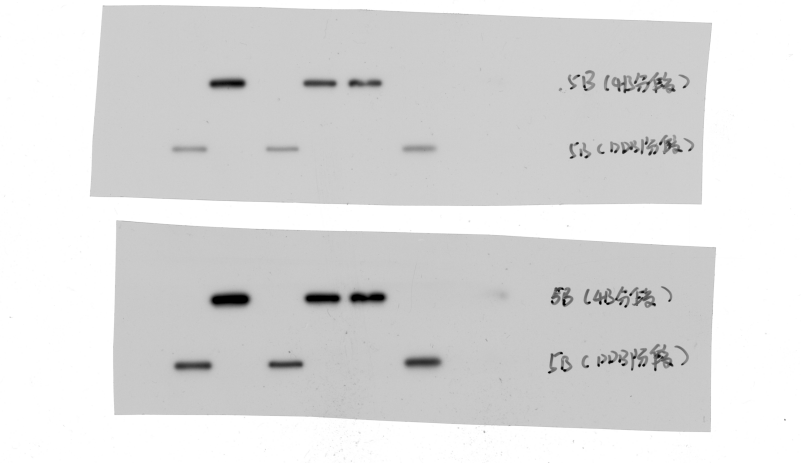

3J_up_KDM5B

3J_down_KDM5B

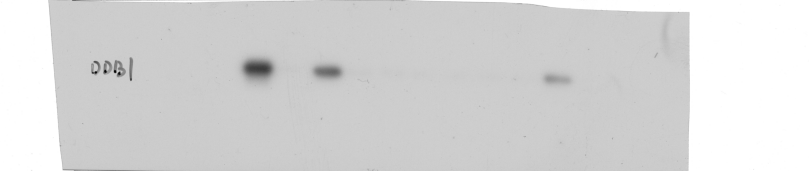

3I_DDB1

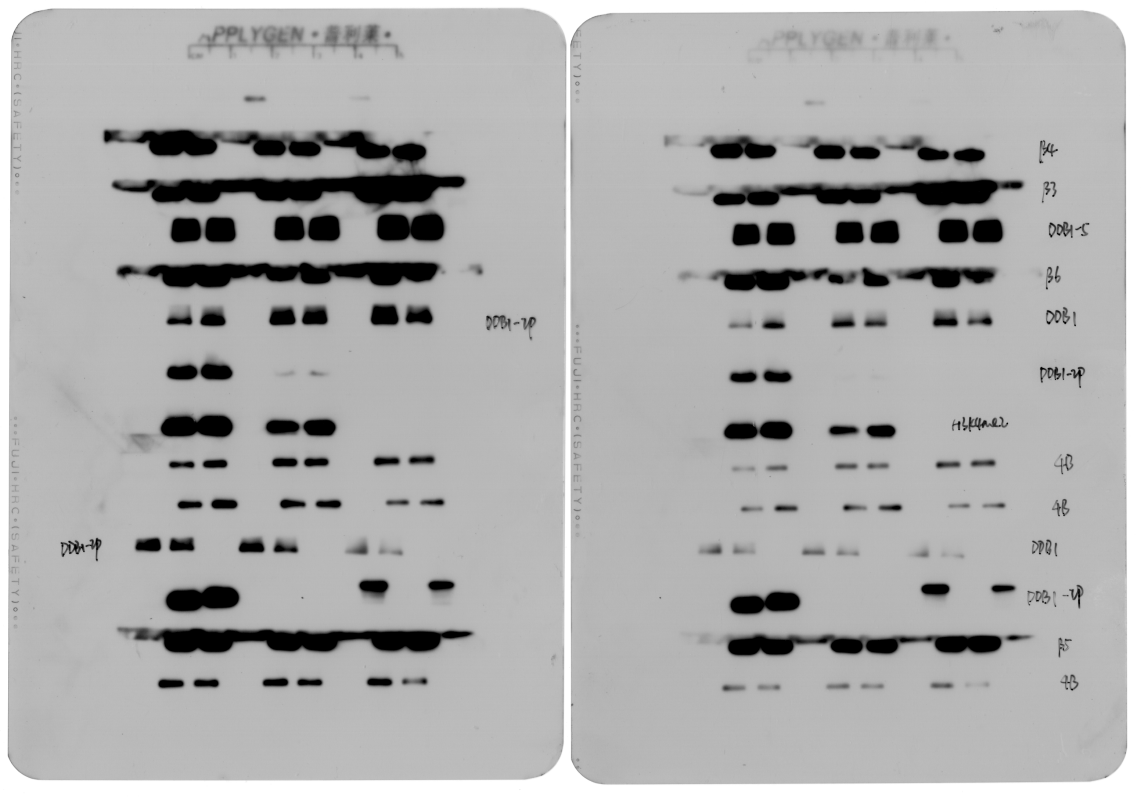

3K_left_CUL4B_1

3K_left_DDB1_1

3K_right_DDB1_2

3K_right_CUL4B_2

3K_right_DDB1_1

3K_right_CUL4B_1

3K_left_CUL4B_2

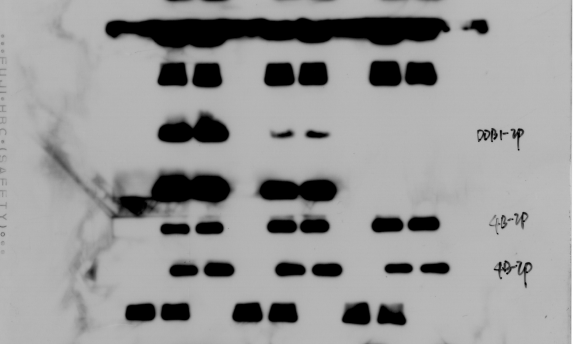

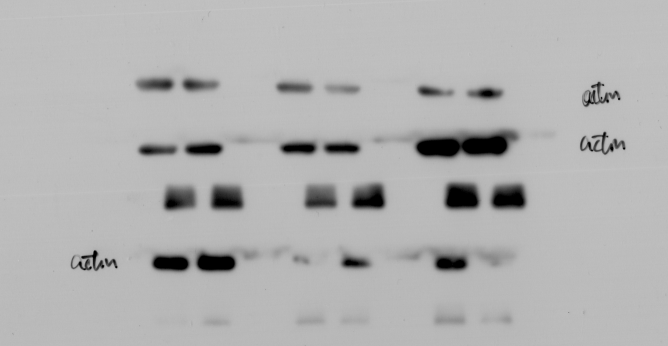

3K_right_actin

3K_left_actin

3K_left_DDB1_2

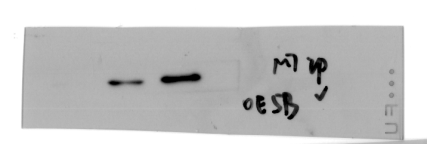

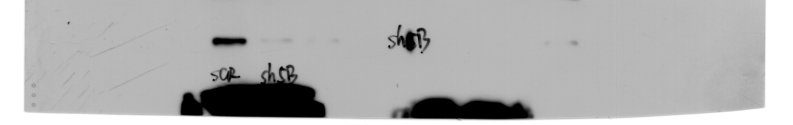

3K_right_KDM5B

3K_left_KDM5B

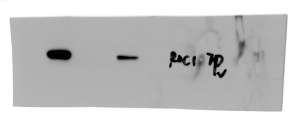

3F_HEK293T

ROC1

**Figure 4**

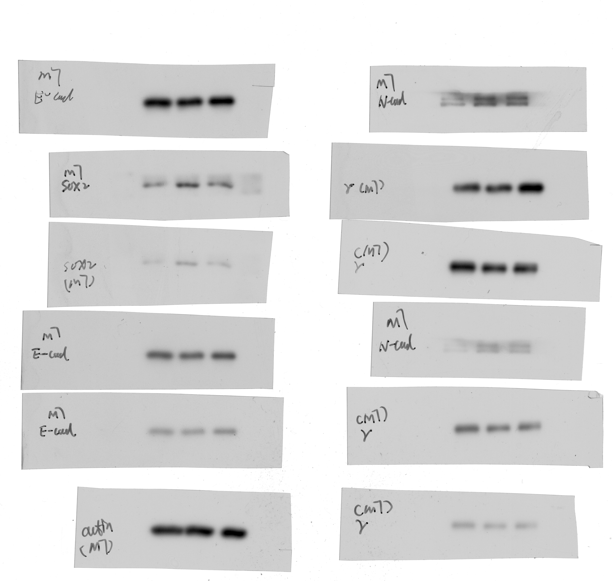

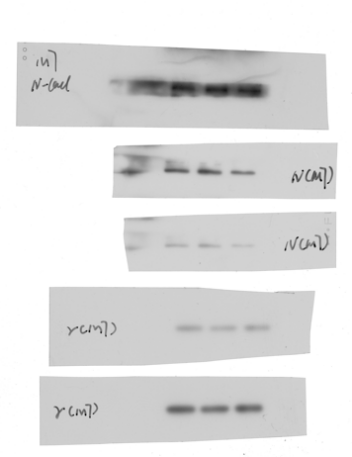

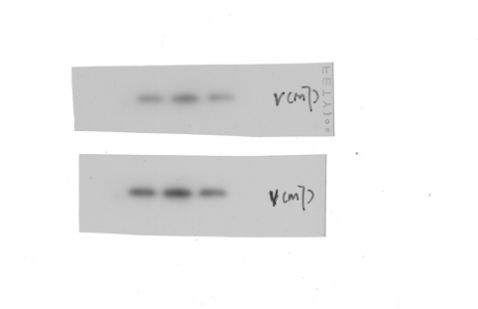

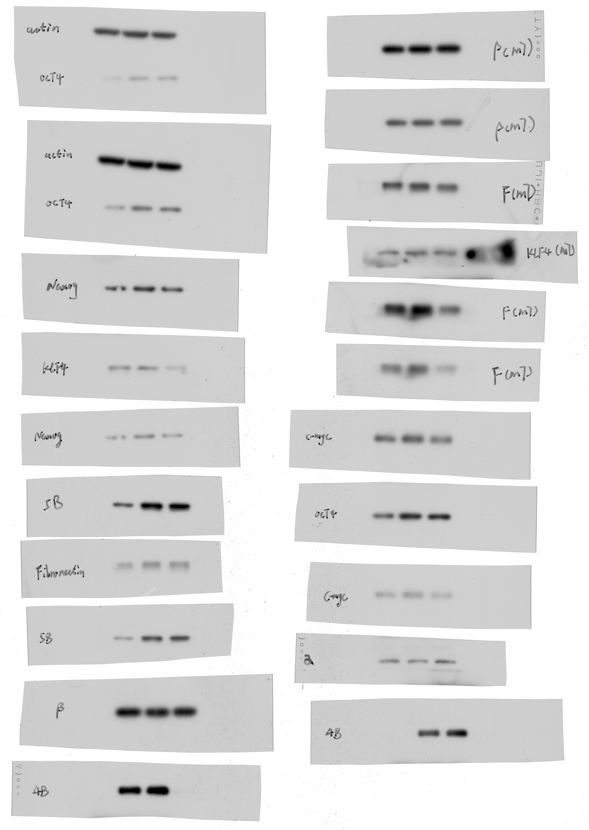

4G_left_MCF7_SOX2

4G_left_MCF7_E-cadherin

4G_left_MCF7_N-cadherin

4G_left_MCF7_γ-catenin

4G_left_MCF7_α-catenin

4G_left_MCF7_Vimentin

4G_left_MCF7_CUL4B

4G_left_MCF7_β-actin

4G_left_MCF7_KDM5B

4G_left_MCF7_OCT4

4G_left_MCF7_c-Myc

4G_left_MCF7_KLF4

4G_left_MCF7_NANOG

4G_left_MCF7_Fibronectin

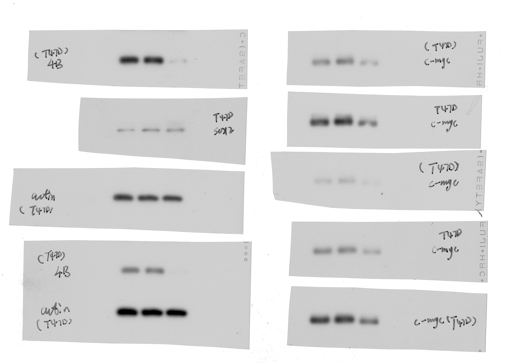

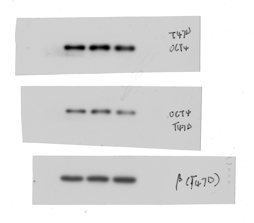

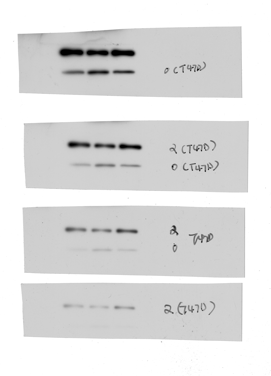

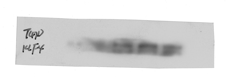

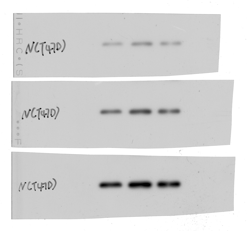

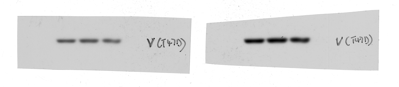

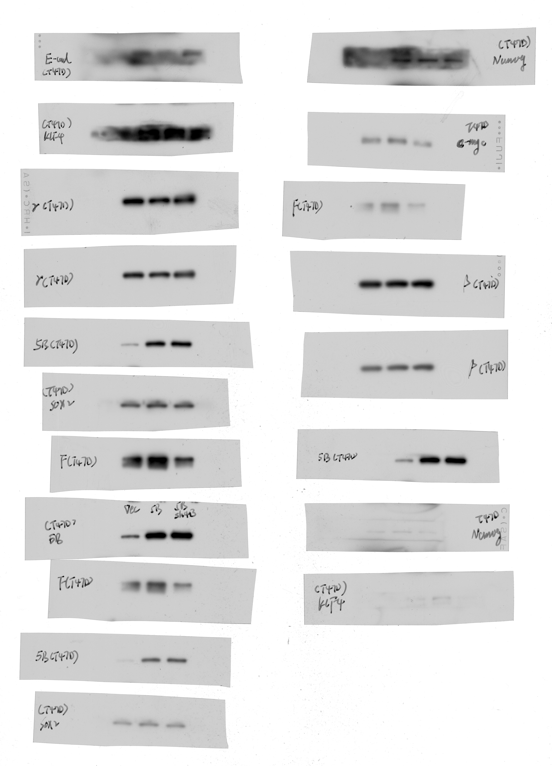

4G_left_T-47D_OCT4

4G_left_T-47D_KLF4

4G_left_T-47D_SOX2

4G_left_T-47D_c-Myc

4G_left_T-47D_NANOG

4G_left_T-47D_E-cadherin

4G_left_T-47D_α-catenin

4G_left_T-47D_γ-catenin

4G_left_T-47D_N-cadherin

4G_left_T-47D_Vimentin

4G_left_T-47D_Fibronectin

4G_left_T-47D_KDM5B

4G_left_T-47D_CUL4B

4G_left_T-47D_β-actin

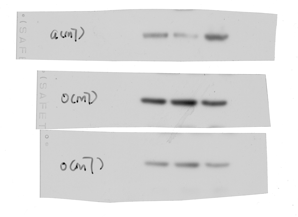

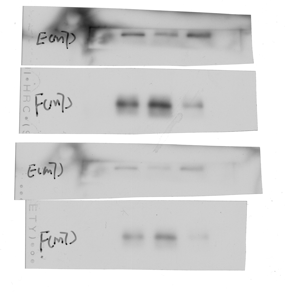

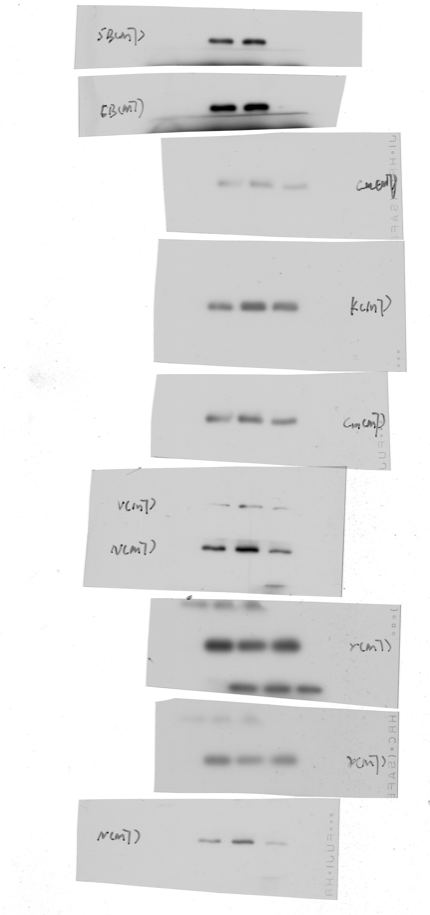

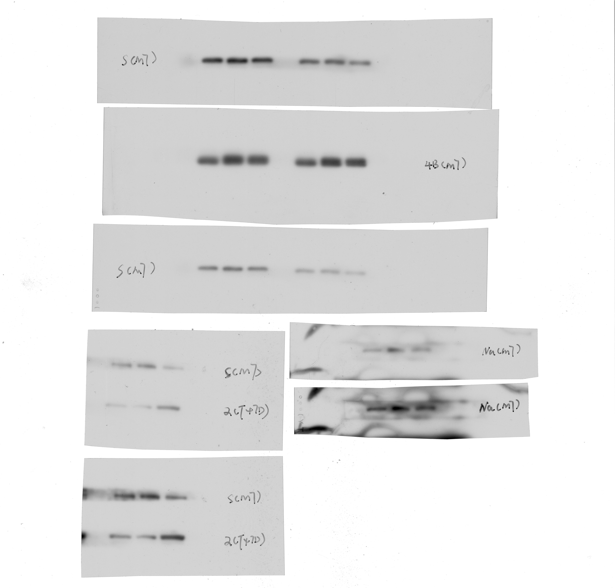

4G_right_MCF7_OCT4

4G_right_MCF7_KLF4

4G_right_MCF7_SOX2

4G_right_MCF7_c-Myc

4G_right_MCF7_NANOG

4G_right_MCF7_E-cadherin

4G_right_MCF7_α-catenin

4G_right_MCF7_γ-catenin

4G_right_MCF7_N-cadherin

4G_right_MCF7_Fibronectin

4G_right_MCF7_KDM5B

4G_right_MCF7_CUL4B

4G_right_MCF7_Vimentin

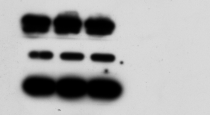

4G_right_MCF7_β-actin

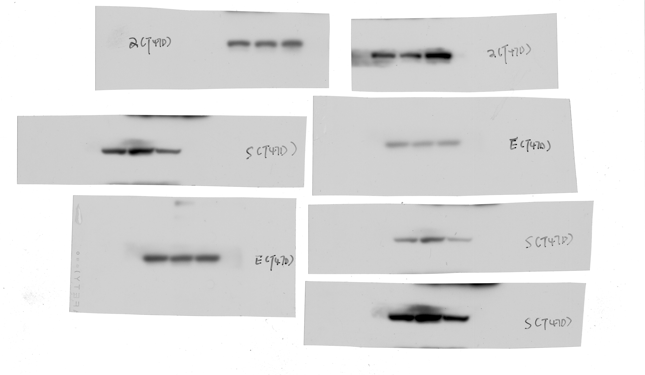

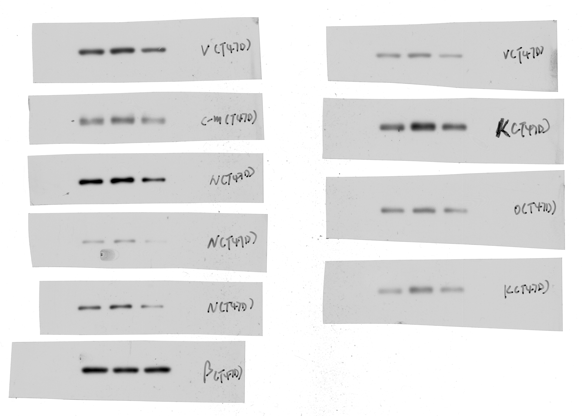

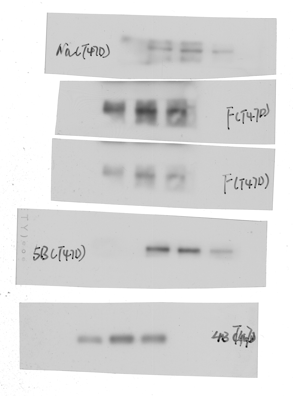

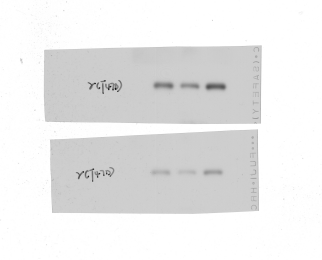

4G_right_T-47D_OCT4

4G_right_T-47D_KLF4

4G_right_T-47D_SOX2

4G_right_T-47D_c-Myc

4G_right_T-47D_NANOG

4G_right_T-47D_E-cadherin

4G_right_T-47D_α-catenin

4G_right_T-47D_γ-catenin

4G_right_T-47D_N-cadherin

4G_right_T-47D_Vimentin

4G_right_T-47D_Fibronectin

4G_right_T-47D_KDM5B

4G_right_T-47D_CUL4B

4G_right_T-47D_β-actin

**Figure 5**

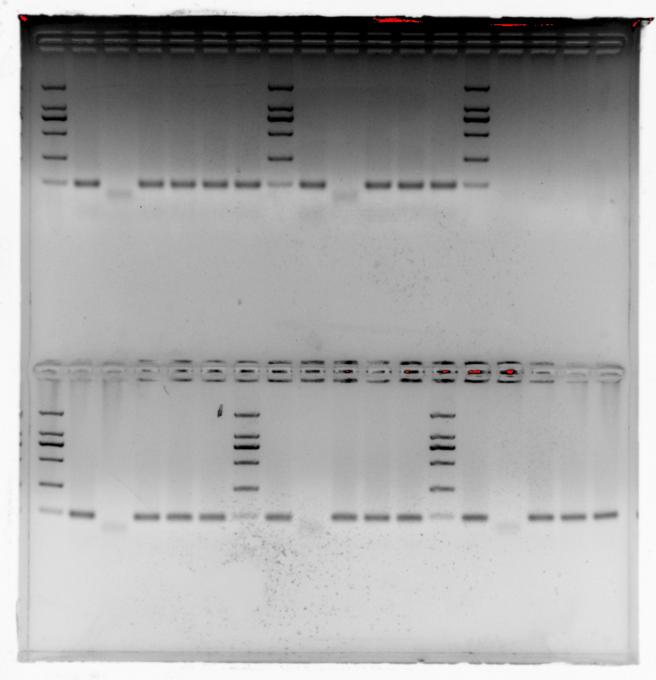

5G_INSIG1

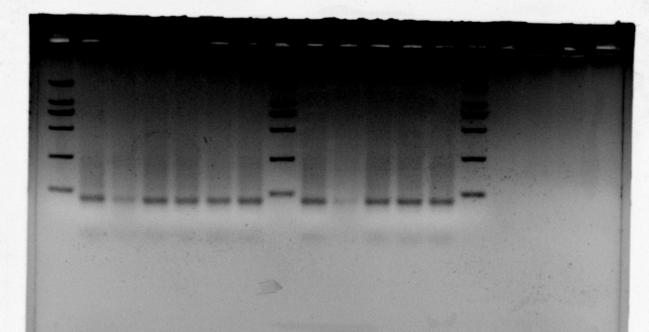

5G_INSIG2

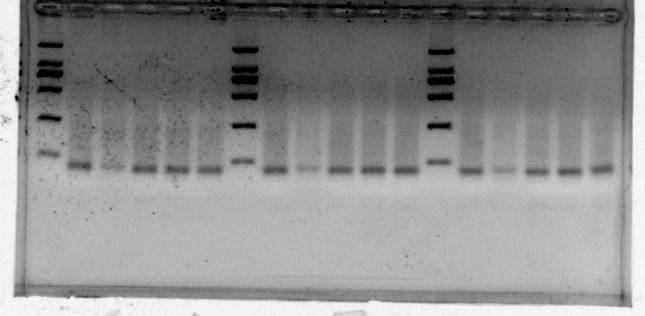

5G_INSIG2

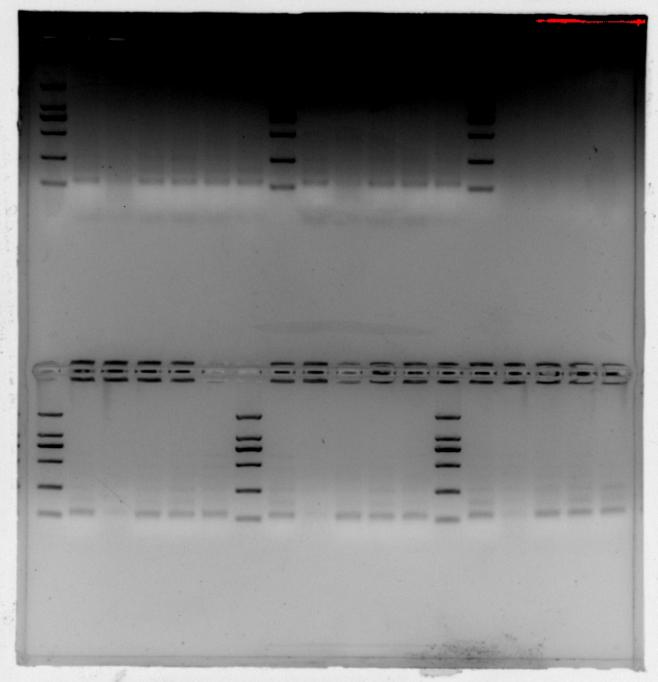

5G_CDKN1B

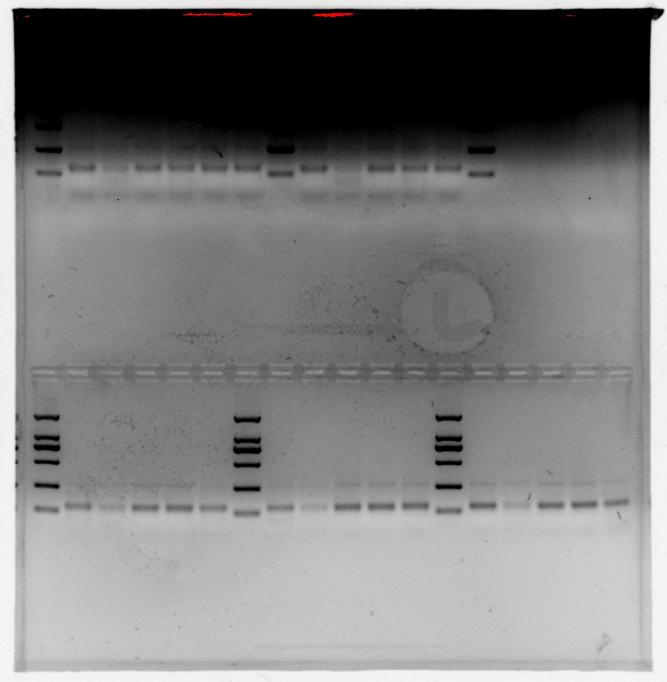

5G_CDKN1A

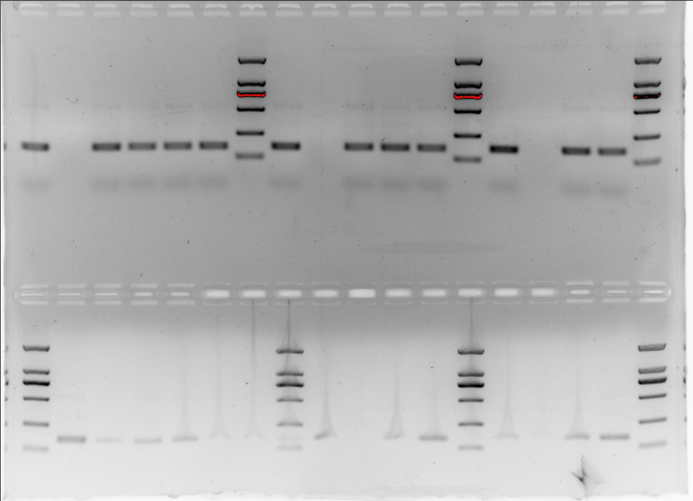

5G_CDKN1B

**Figure 6**

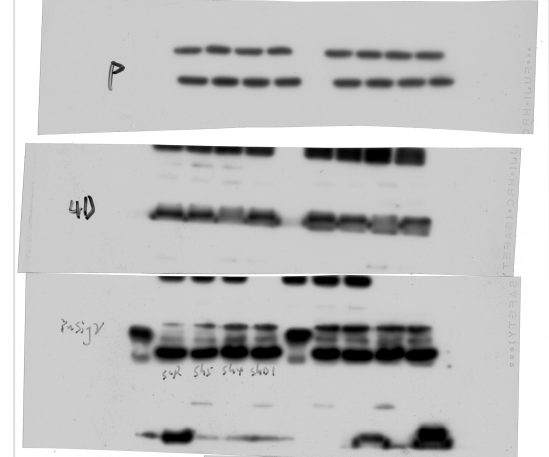

6C_INSIG2

6C_β-actin

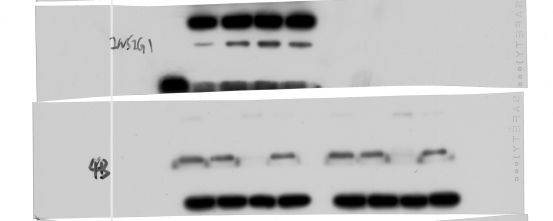

6C_INSIG1

6C_CUL4B

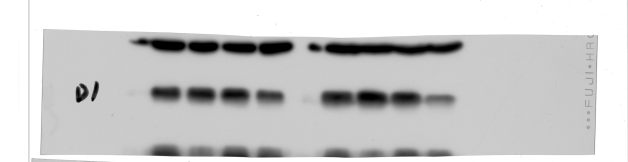

6C_DDB1

6C_KDM5B

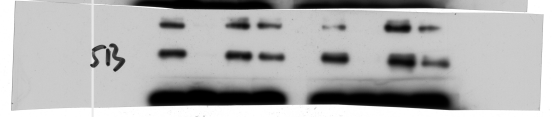

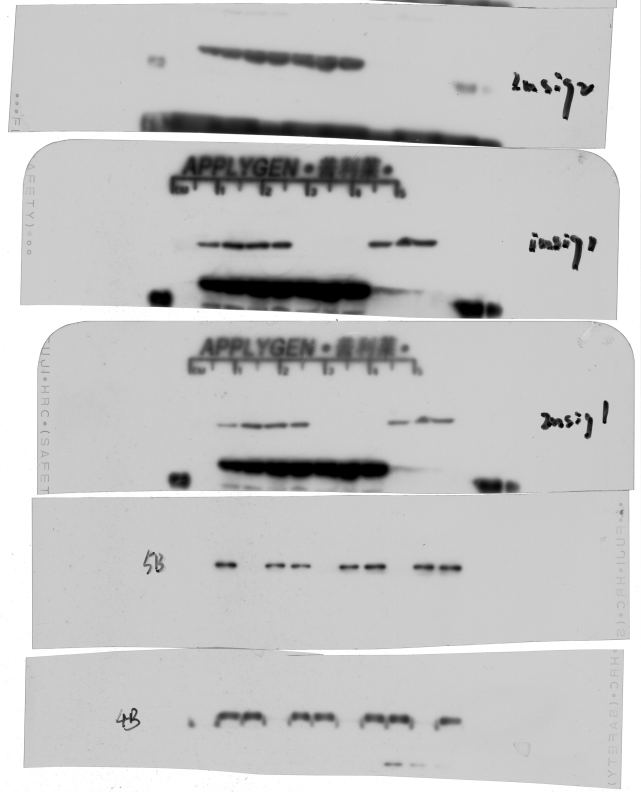

6E_INSIG2

6E_INSIG1

6E_KDM5B

6E_CUL4B

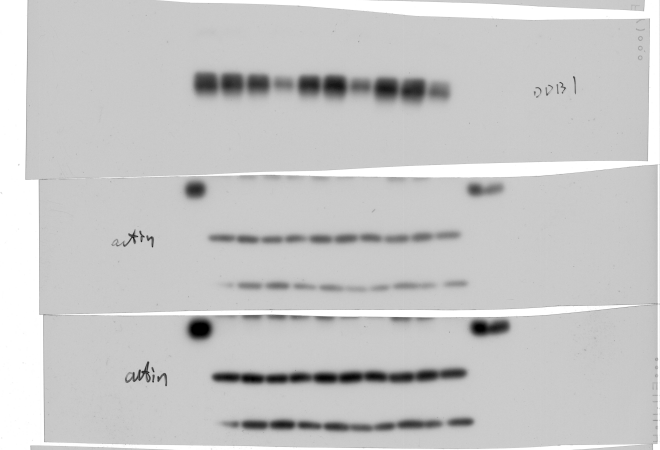

6E_DDB1

6E_β-actin

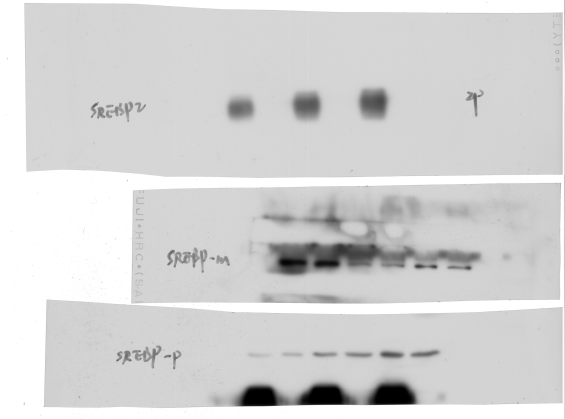

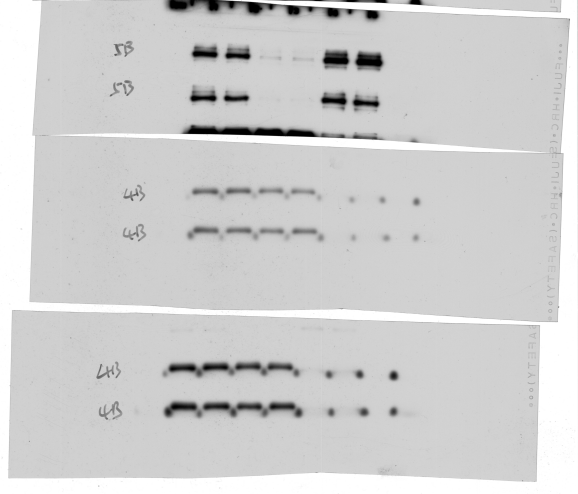

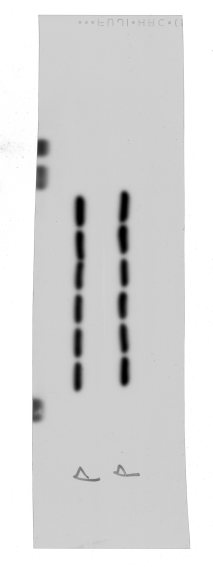

6I_β-actin

6I_KDM5B

6I_CUL4B

6I_SREBP2-P

6I_SREBP2-M_input

6I_SREBP2-P_input

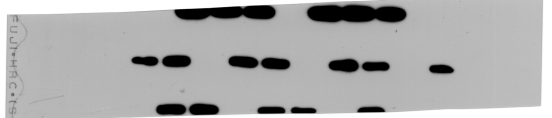

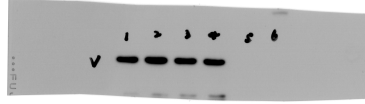

**Figure 7**

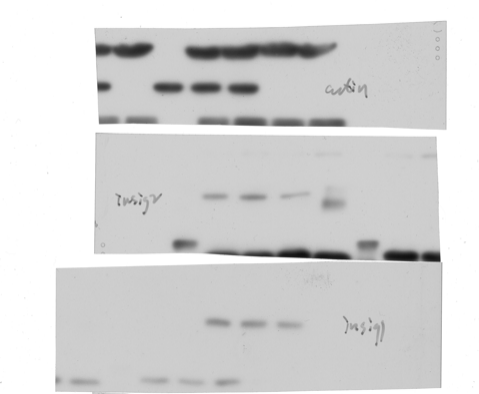

7D_MCF-7_actin

7D_MCF-7_INSIG1

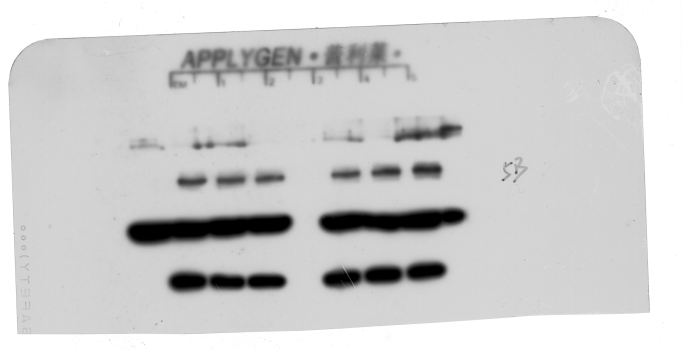

7D_MCF-7_KDM5B

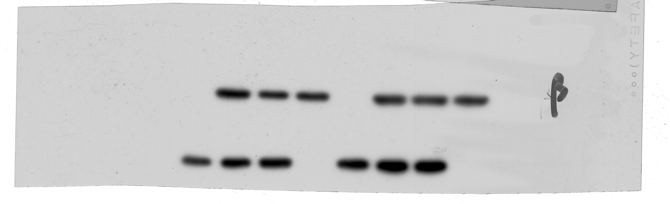

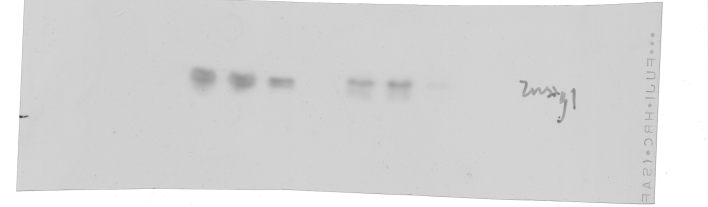

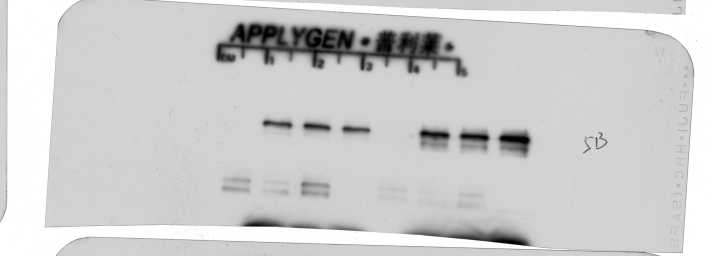

7D_T-47D_INSIG1

7D_T-47D_KDM5B

7D_T-47D_β-actin

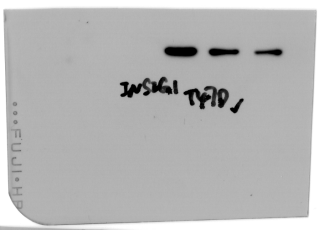

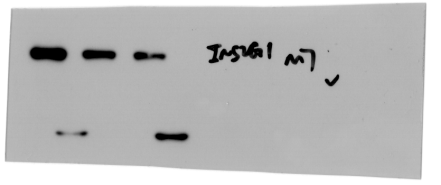

**Figure S3**

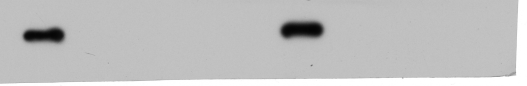

S3B_MCF7_KDM5B

S3B_T-47D_KDM5B

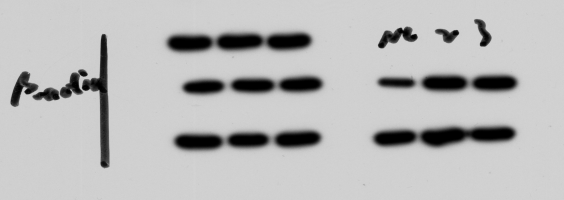

S3B_MCF7_β-actin

S3B_T-47D_β-actin

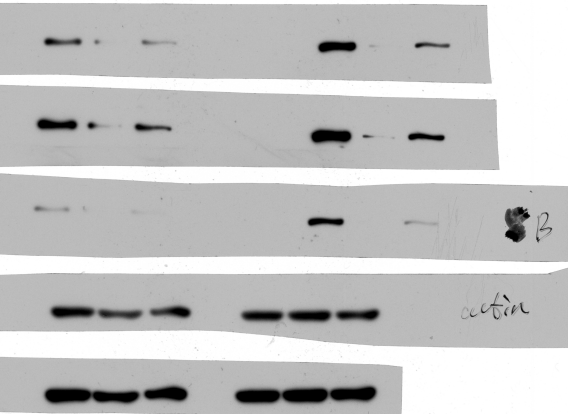

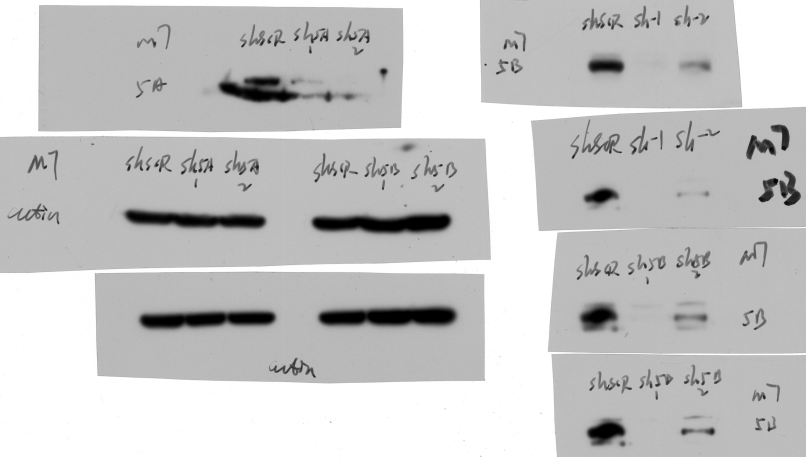

S3E_MCF7_KDM5B

S3E_T-47D_KDM5B

S3E_MCF7_β-actin

S3E_T-47D_β-actin

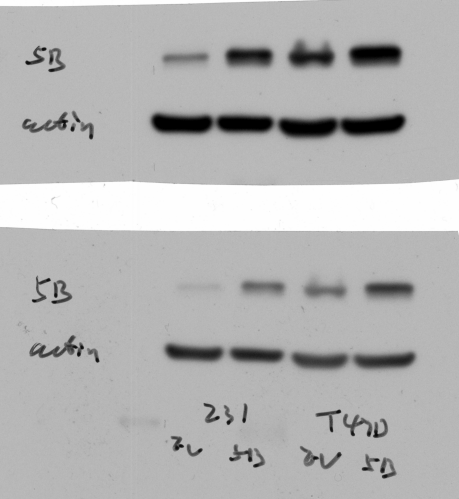

S3F

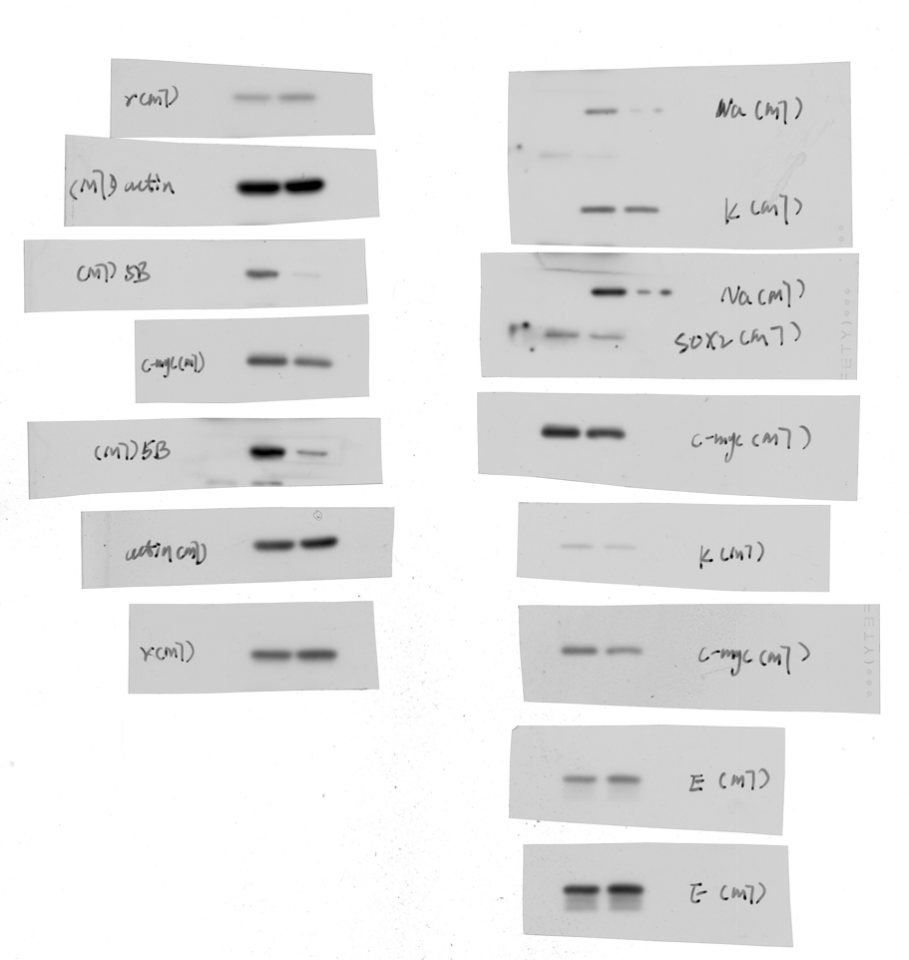

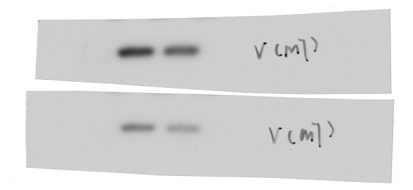

S3I_MCF7_KD_KDM5B

S3I_MCF7_KD_E-cadherin

S3I_MCF7_KD_Vimentin

S3J_MCF7_KD_NANOG

S3J_MCF7_KD_KLF4

S3J_MCF7_KD_SOX2

S3J_MCF7_KD_c-Myc

S3J_MCF7_KD_β-actin

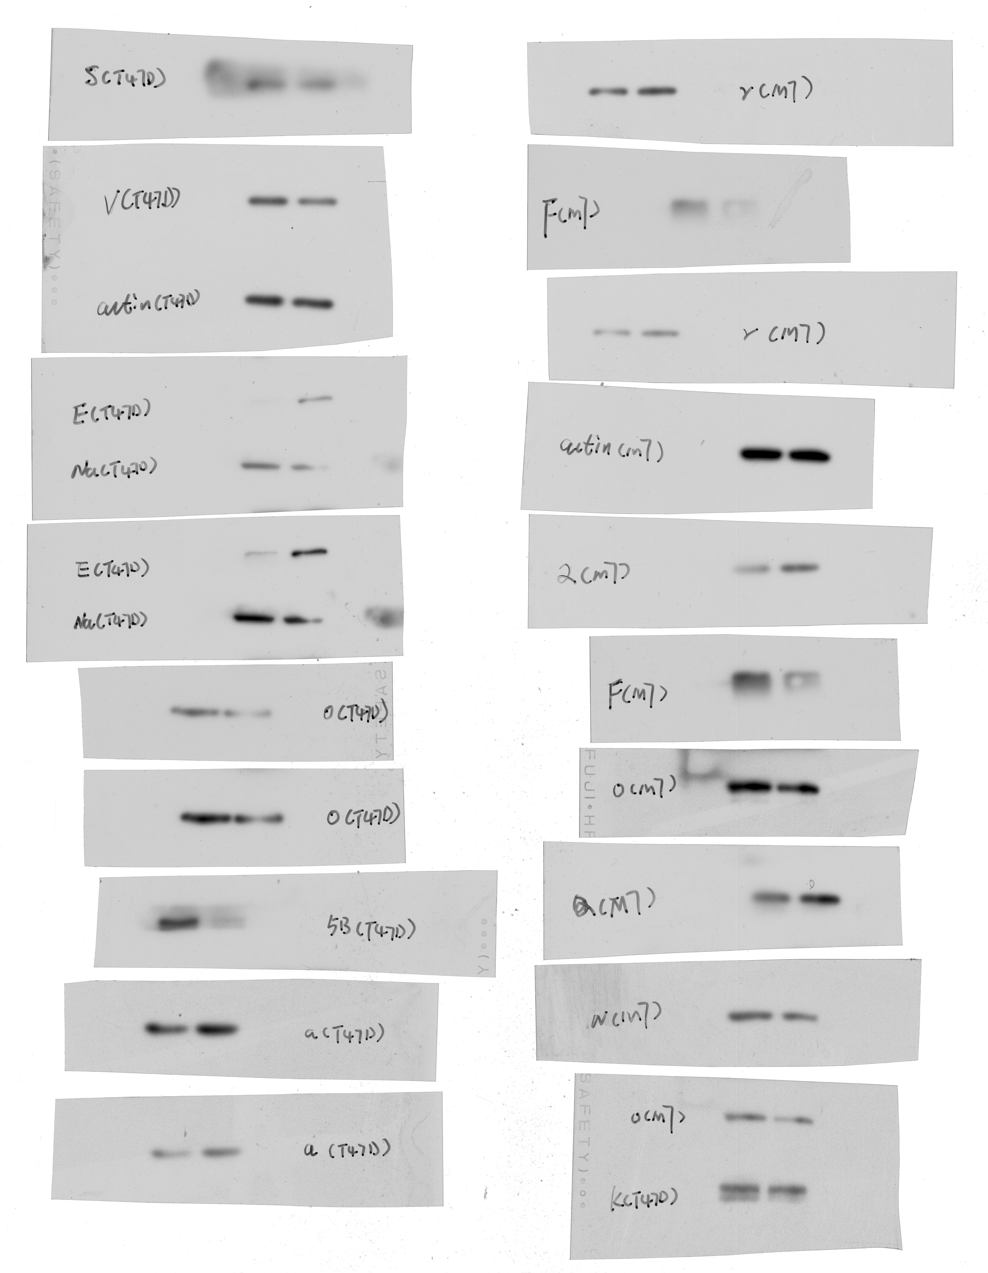

S3I_MCF7_KD_γ-catenin

S3I_MCF7_KD_α-catenin

S3I_MCF7_KD_β-actin

S3I_MCF7_KD_Fibronectin

S3I_MCF7_KD_N-cadherin

S3J_MCF7_KD_OCT4

S3I_T-47D_KD_Vimentin

S3I_T-47D_KD_β-actin

S3I_T-47D_KD_E-cadherin

S3I_T-47D_KD_KDM5B

S3I_T-47D_KD_α-catenin

S3J_T-47D_KD_OCT4

S3J_T-47D_KD_KLF4

S3J_T-47D_KD_NANOG

S3J_T-47D_KD_SOX2

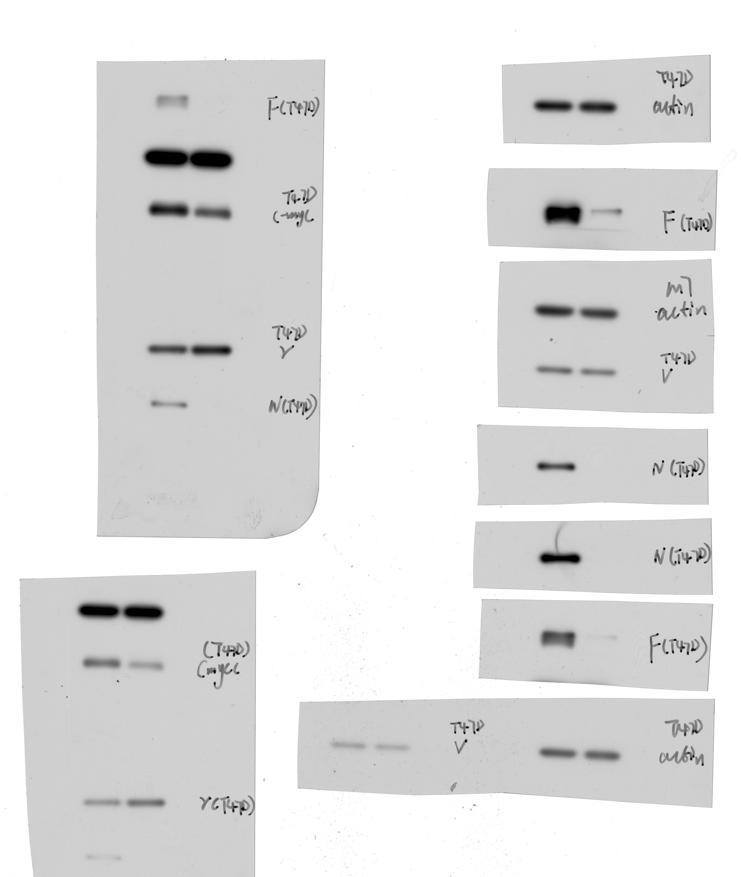

S3I_T-47D_KD_N-cadherin

S3I_T-47D_KD_γ-catenin

S3I_T-47D_KD_Fibronectin

S3J_T-47D_KD_c-Myc

S3J_T-47D_KD_β-actin

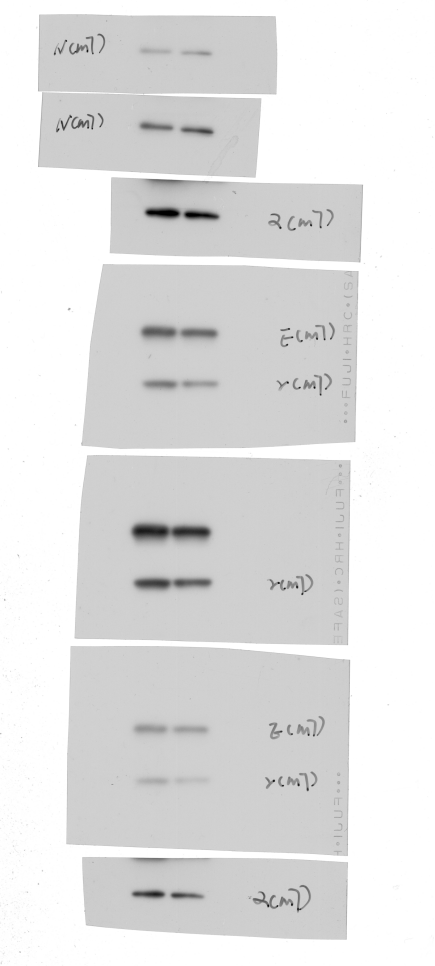

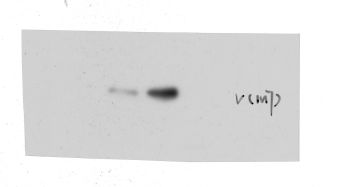

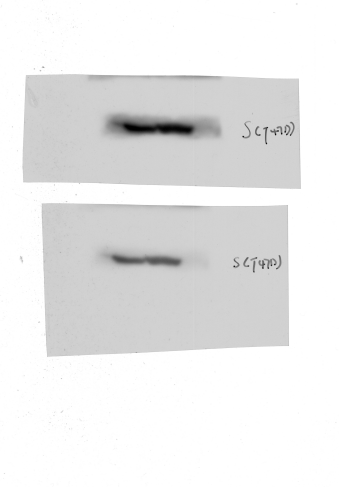

S3I_MCF7_OE_N-cadherin

S3I_MCF7_OE_α-catenin

S3I_MCF7_OE_E-cadherin

S3I_MCF7_OE_Vimentin

S3I_MCF7_OE_γ-catenin

S3J_T-47D_OE_SOX2

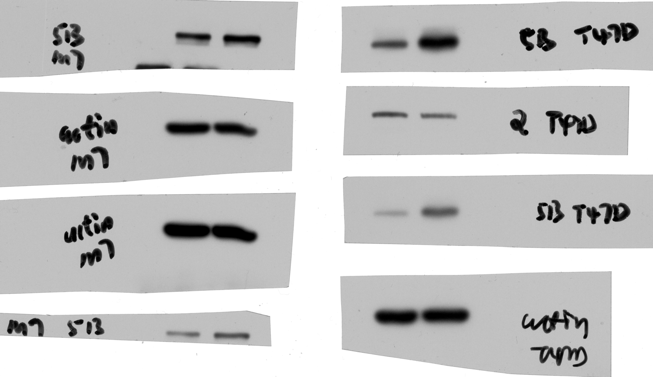

S3I_MCF7_OE_KDM5B

S3I_T-47D_OE_α-catenin

S3J_T-47D_OE_β-actin

S3J_T-47D_OE_KDM5B

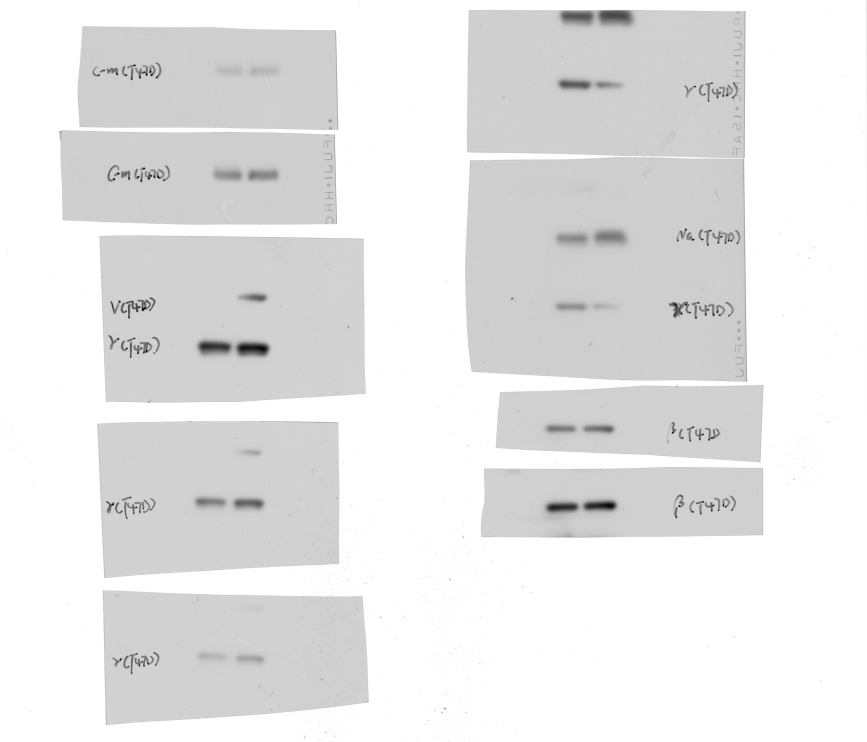

S3I_T-47D_OE_γ-catenin

S3I_T-47D_OE_Vimentin

S3J_T-47D_OE_NANOG

S3J_T-47D_OE_c-Myc

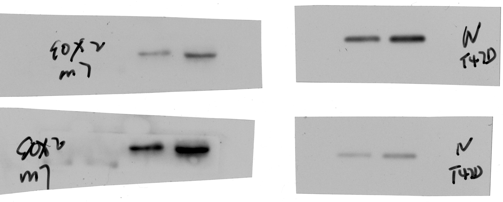

S3J_MCF7_OE_SOX2

S3I_T-47D_OE_N-cadherin

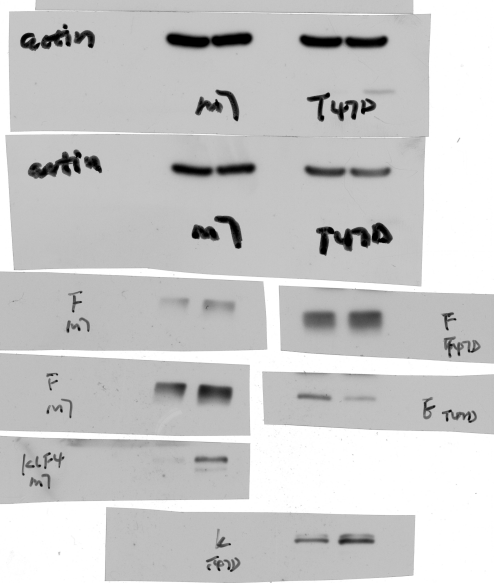

S3I_MCF7_OE_β-actin

S3I_T-47D_OE_β-actin

S3I_T-47D_OE_Fibronectin

S3I_MCF7_OE_Fibronectin

S3I_T-47D_OE_E-cadherin

S3J_T-47D_OE_KLF4

S3J_MCF7_OE_KLF4

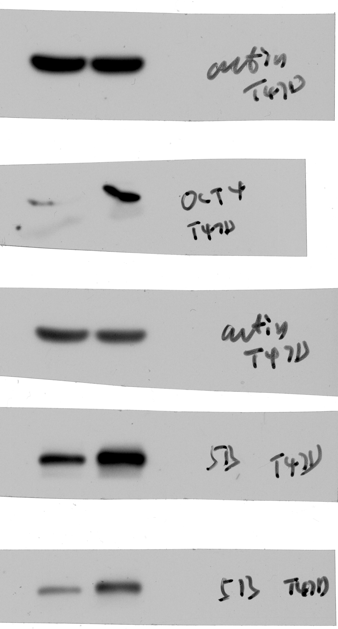

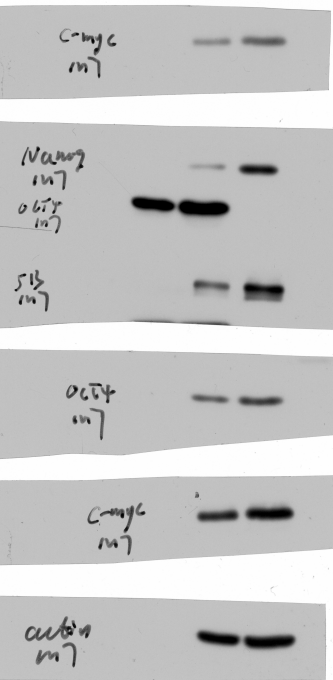

S3J_T-47D_OE_OCT4

S3I_T-47D_OE_KDM5B

S3J_MCF7_OE_c-Myc

S3J_MCF7_OE_NANOG

S3J_MCF7_OE_OCT4

S3J_MCF7_OE_KDM5B

S3J_MCF7_OE_β-actin

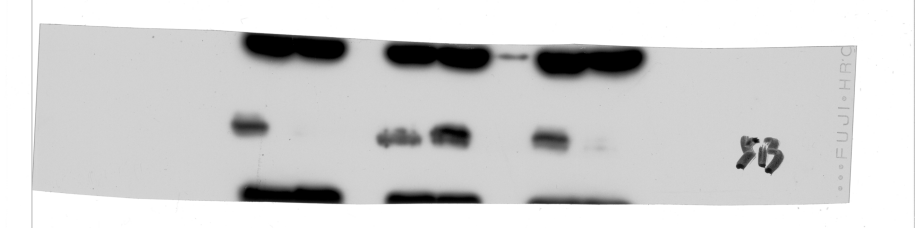

S3J_MCF-7_KD_KDM5B

S3J_T-47D_KD_KDM5B

**Figure S4**

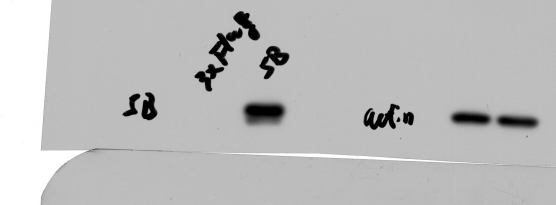

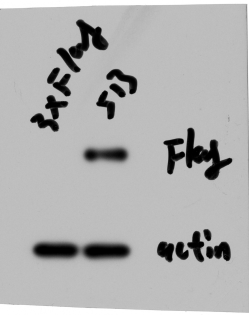

S4A_KDM5B

S4A_FLAG

S4A_β-actin

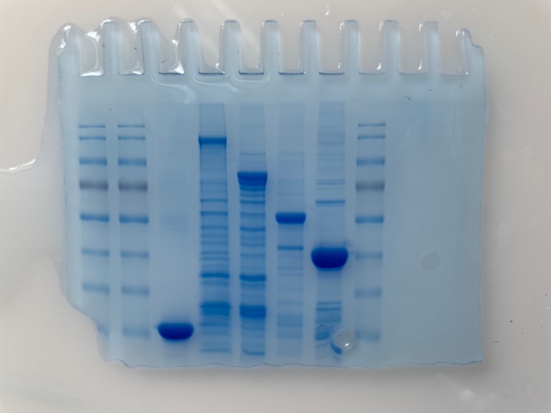

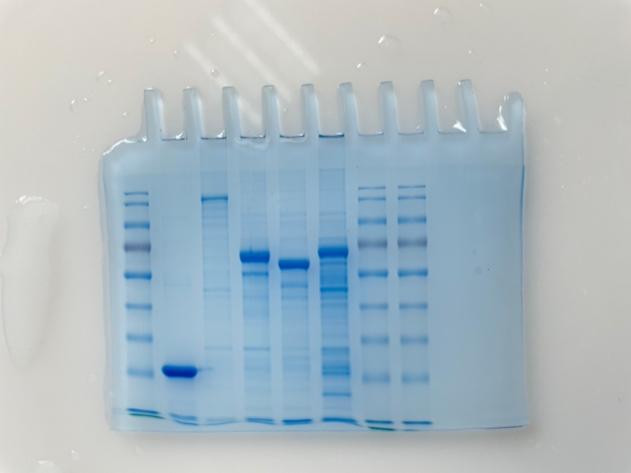

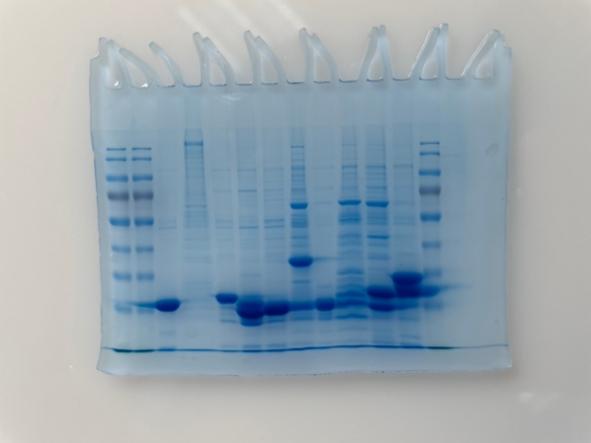

S4C

S4D_right

S4D_left

S4E_ROC1_3

S4E_ROC1_2

S4E_ROC1_1

S4E_CUL4B_2

S4E_CUL4B_3

S4E_CUL4B_1

S4E_DDB1_3

S4E_DDB1_2

S4E_DDB1_1

**Figure S5**

S5A_MCF7_KDM5B

S5A_MCF7_β-actin

S5A_T-47D_KDM5B

S5A_T-47D_β-actin

S5B_T-47D_β-actin

S5B_MCF7_β-actin

S5B_MCF7_KDM5B

S5B_T-47D_KDM5B

S5C_T-47D_oe_KDM5B

S5C_T-47D_oe_H3K4me3

S5C_MCF7_oe_H3K4me3

S5C_T-47D_oe_H3K4me2

S5C_MCF-7_oe_H3

S5C_T-47D_kd_H3K4me2

S5C_MCF-7_kd_H3K4me2

S5C_T-47D_oe_H3

S5C_MCF-7_kd_H3

S5C_MCF-7_oe_H3K4me2

S5C_T-47D_kd_H3K4me3

S5C_MCF-7_oe_actin

S5C_MCF-7_kd_actin

S5C_T-47D_kd_actin

S5C_MCF7_kd_H3K4me3

S5C_MCF7_oe_KDM5B

S5C_MCF-7_kd_KDM5B

S5C_T-47D_kd_KDM5B

S5C_T-47D_kd_H3

S5C_T-47D_oe_actin

**Figure S6**

S6B_MCF-7_KDM5B

S6B_231_actin

S6B_T-47D_actin

S6B_MCF-7_actin

S6D_SQLE

S6D_HMGCR

S6B_T-47D_KDM5B

S6B_231_KDM5B

S6B_1937_KDM5B

S6B_1937_actin

S6D_KDM5B

S6D_FDFT1

S6D_LDLR

S6D_actin

S6D_CUL4B

How the deposited data were processed for this re-analysis (not part of the article)

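KDM5B and CUL4B were mapped by ChIP-seq in MCF-7 cells, with 1 ChIP library and 1 control library for each antibody. The sample labels call the controls input, and the methods describe a normal goat IgG control. According to the methods and the submitters' processing notes, reads were aligned to GRCh38 (hg38) with Bowtie2 and peaks were called with MACS2, and the versions and options of these tools are not given in the sources used here. The authors deposited 1 peak list per antibody with the position and summit of each peak. Its fold enrichment is a ratio of ChIP to control made by the authors' peak caller. The whole-number score of each peak, deposited by the authors as MACS2 wrote it, is the integer part of its −log10 p multiplied by 10 and was not used. The −log10 p and −log10 q of each peak were also deposited by the authors as the caller gave them. These values were used only to describe, rank or filter peaks within their own list. Peaks were called per library, without pooling, and no read totals were used here, so that depth is unknown and no interval covers differences between cultures, chromatin preparations or antibodies.

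From there, peaks were placed on the transcripts of GENCODE release 44 on GRCh38. Each peak received 1 of 7 region classes in the order of ChIPseeker (promoter, 5' UTR, 3' UTR, exon, intron, downstream, distal intergenic), with a promoter within 3000 bp of a start site. The paper's text gives no promoter window. The share of the genome in each class was counted base by base over the 23 chromosomes that hold peaks. Promoter genes were the protein-coding genes whose start site was nearest to a peak and within the window, over a background of 19970 protein-coding genes. Lists were compared with Fisher's exact test, two-sided, with the expected number n1 × n2 / N, region classes with Pearson's chi-square test, and peak positions by moving CUL4B peaks 1000 times to random places of the same region class and chromosome, on a grid of 50 bp. Shares carry exact binomial 95% intervals.

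Gene lists were written from general knowledge before the data were examined and cover the genes of Fig. 5, members of the complex, control genes, enzymes of cholesterol biosynthesis, SREBP regulation, cholesterol efflux and uptake, the circadian clock, axon guidance, FOXO-mediated transcription, the cell cycle, the immune system, estrogen response, luminal transcription factors, stemness and EMT markers, the genes that the study tested by RT-qPCR after RNA-seq, immediate early genes, ribosomal proteins, olfactory receptors, histones, HOX genes, ZNF zinc finger genes, keratin-associated proteins and snoRNA hosts. Of these, 20 were tested for KDM5B, CUL4B and both, with Benjamini-Hochberg adjustment over the 60 tests at a threshold of 0.05. The snoRNA hosts, which are not protein-coding, were tested apart against all annotated genes, and the complex members and control genes were only looked up. Genes named in the text were the 8 genes of Fig. 5, GAPDH, the complex members, other genes that the paper names with promoter peaks of both proteins, the 10 shared promoter genes of highest mean rank, the 5 promoter genes of highest fold per list, and up to 5 shared genes per list. All other genes named in the text were chosen after their values had been seen. Alternatives changed the promoter window to 1000 bp, the peaks to those of −log10 q at least 5 or of a fold at or above the list median, the placement to the summit, the assignment to every gene in the window, the genes to all annotated genes, the overlap to 50% of both peaks or summits within 250 bp, the random places to the whole chromosome, the background to genes of either list, and left out chromosome X and the amplified regions 17q23 and 20q13. The shared genes were also compared within 10 bins of promoter CpG ratio, counted within 500 bp of the start site, and at equal list lengths. A q of at most 0.05, canonical start sites, protein-coding transcripts and leaving out 288 listed cancer genes were added after seeing the data. The primer pairs of Table S5 were matched exactly to GRCh38.

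The procedures were tested on simulated data. All 6313 simulated peaks at known distances from isolated start sites were assigned to the right gene. Random pairs of gene sets of the observed sizes were called in 13 of 200 draws (6.5%). Gene lists were simulated against a random set as large as the KDM5B promoter genes. Lists of 30 genes with a known odds ratio of 8 were called in 297 of 300 draws (99.0%), and random lists of 30 genes in 12 of 2700 (0.444%). Smaller sets, such as the genes with both proteins, and smaller odds ratios were not simulated, so that the 99.0% does not cover them. Randomly placed peaks were called as overlapping in 0 of 20 draws, and of 200 planted overlaps a mean of 198 was recovered. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures matplotlib 3.10.9. The ChIP-qPCR, knockdown, re-ChIP and RNA-seq experiments were not analysed here, and signal tracks, Reactome, GO and KEGG sets were not used here.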

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

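The tests on coding exon peaks, on base composition and on the palindrome, the list of cancer genes and the rRNA comparison were chosen only after the results had been seen. The paper names estrogen signaling from its RNA-seq and shows the number of shared promoter genes in Fig. 5B, but its text gives no peak counts for the other groups below.

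Of 28 estrogen response genes, 14 had promoter peaks of both proteins (odds ratio 32.4, 95% interval 14.3 to 73.8, adjusted p = 2.87e-13, Fisher's exact test), above the 3.05% of all protein-coding genes. They include XBP1, which encodes a transcription factor of the unfolded protein response (KDM5B 6.02-fold and CUL4B 5.48-fold on chromosome 22), AREG, which encodes an EGFR ligand (4.96-fold and 4.31-fold), and ESR1, the estrogen receptor gene and one of 4 listed cancer genes among the 14 (5.02-fold and 4.21-fold). Without the listed cancer genes, 10 of 23 had both (Fisher's adjusted p = 2.77e-09). Of 17 luminal transcription factor genes, 9 had both (odds ratio 36.2, Fisher's adjusted p = 4.45e-09), including MYB, GRHL2 and TFAP2C, and 5 of 12 without the listed cancer genes (adjusted p = 4.76e-05). Of 79 histone genes, which lie close together in clusters and are therefore not independent, 44 had KDM5B peaks (Fisher's adjusted p = 8.44e-17), 21 CUL4B peaks (adjusted p = 2.95e-06) and 16 had both (odds ratio 8.25, adjusted p = 1.14e-08). With peaks of −log10 q at least 5, 1 of 79 had CUL4B peaks (Fisher's adjusted p = 0.470) and both (adjusted p = 0.325), so that neither result passed. H1-4, a linker histone gene, had folds of 7.49 and 4.99. Of 84 ribosomal protein genes, 21 had CUL4B peaks (odds ratio 3.88, Fisher's adjusted p = 7.62e-06), whereas 10 had KDM5B peaks (adjusted p = 0.884), and RPL13, RPL13A and RPL37 had both (adjusted p = 0.884). The CUL4B result did not pass with peaks of −log10 q at least 5 (2 of 84, Fisher's adjusted p = 0.0950). The difference between the antibodies was not tested. The strongest CUL4B peak, at 121-fold, spanned 8442909 to 8443507 on chromosome 21. It lay within 10000 bp of an annotated 5.8S rRNA gene, as did 4 of the 5 strongest CUL4B peaks, and the strongest KDM5B peak there had a fold of 10.9 and rank 343. No filter for repeated or high-signal regions was applied here, so that these folds alone do not show binding at rRNA genes.

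Peaks of both proteins lay on coding exons away from promoters in 37 genes, of which 27 are on the list of 288 cancer genes, such as BRCA2, FLT3, KIT, RET and ROS1, named after their values were seen. Of 82 CUL4B peaks on such exons, 43 (52.4%) overlapped a KDM5B peak, against 95 of 1639 (5.80%) elsewhere away from promoters (odds ratio 17.8, 95% interval 10.7 to 29.8, p = 3.38e-28, Fisher's exact test, two-sided). In listed genes, peak summits were denser on coding exons than in the rest of the gene by 24.5 times the ratio of other genes for KDM5B (95% interval 17.1 to 34.9) and 56.0 times for CUL4B (28.7 to 109), but most listed genes with such peaks (41 of 48 and 30 of 30) had been met before the list was written, so that this ratio does not exclude copy number of these genes. Such peaks were found in 48 listed genes for KDM5B (mean 5.57 in random lists matched on coding length) and 30 for CUL4B (mean 2.00). Among the 214 listed genes that had not been met while looking at the peaks, they were found in 7 and 0 (means 3.99 and 1.42, highest 14 and 6). This showed no excess beyond random lists, although genes were met because they had peaks. A candidate explanation is carry-over of reads from a cancer gene capture library, which stays open beside copy number and binding at these exons, and no biological explanation was tested.

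Of the 500 KDM5B peaks of highest fold, 45.8% (exact binomial 95% interval 41.4 to 50.3) held TTGGCA or its complement TGCCAA within 100 bp of the summit, against 10.0% at 1000 bp from the summit, 19.0% of the other KDM5B peaks and 7.80% of the 500 strongest CUL4B peaks. The word was picked from counts of short words in, and an alignment of, these same peaks after the full palindrome of nuclear factor I (TTGGC, 5 bases, GCCAA) had been tried and found in 0 of the 500 (0%), which argues against binding at full NFI palindromes. The share exceeded its mean over 100 shuffles that kept the dinucleotides by 25.7 percentage points, whereas no word of 4 to 8 bases in any shuffle exceeded its own mean in the others by more than 8.14 points, which argues against base composition. Of the peaks with the word 10 of 229 (4.37%) overlapped a CUL4B peak, fewer than the 28 of 271 (10.3%) without it (p = 0.0167, Fisher's exact test, two-sided). Fewer overlaps had been set beforehand as the outcome against sites that rise in any precipitation of these cells. The peaks were not matched on region class, however, and 11.4% of KDM5B peaks in promoters but 1.76% in introns overlapped a CUL4B peak. The test therefore cannot decide about such sites. A sequence-specific factor bound together with KDM5B or recognised by its antibody may account for the word, and no biological explanation was tested.

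The 610 shared promoter genes remained above chance within 10 bins of promoter CpG ratio (odds ratio 3.18, 95% interval 2.84 to 3.56) and without the listed cancer genes (540 genes, odds ratio 4.30, 3.83 to 4.83). These values argue against a common preference for CpG-rich promoters, and against the listed genes, as the whole cause. Promoters that rise in any precipitation of these cells cannot be told apart from joint binding, because ChIP libraries of an unrelated protein number 0 here. No biological explanation was tested.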

How the results depend on the processing

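The q of at most 0.05, protein-coding transcripts, canonical start sites and the removal of the listed cancer genes were added after seeing the data. With a promoter window of 1000 bp, the promoter share was 35.1% for KDM5B and 45.8% for CUL4B, and with start sites of protein-coding transcripts 37.7% and 47.4%, by construction since promoters are narrower or fewer. With peaks of −log10 q at least 5, the shares were 43.0% and 75.9%, promoter genes numbered 930 and 78, shared genes 48, overlapping CUL4B peaks 86, lists enriched for CUL4B 5 and for both 4, and genes of Fig. 5 with both 1. With folds at or above the list median, the KDM5B share was 40.9%, promoter genes numbered 1232 and 855, shared genes 178 and overlapping peaks 231. With q at most 0.05, the shares were 46.9% and 75.4%, CUL4B promoter genes numbered 639, shared genes 263 and overlapping peaks 337. Counts fell because fewer peaks entered, and the cause of the other changes was not tested. With an overlap of 50% of both peaks 278 CUL4B peaks overlapped and with summits within 250 bp 348, by construction. With the background of genes in either list, 5 lists were enriched for both, and without the listed cancer genes 6 for KDM5B and 5 for both, with fewer genes tested.

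The difference in promoter share (8.52 to 32.8 percentage points), the odds ratio of shared genes (3.18 to 34.5) and the ratio of overlapping peaks to random places (30.5 to 145) kept their direction and their side of the threshold under every alternative run for them. Of all summary values under alternatives, 80 stayed within their bounds or on their side of the threshold and 28, given above, moved. For single genes and single lists, 1325 values stayed, 154 calls of a promoter peak at a gene changed, and 51 list results no longer passed and 5 newly passed. No paired analysis was possible because each antibody had 1 ChIP library. Depth is unknown, so that a missing peak cannot be read as missing binding.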

Differences from the paper's values

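The study's number of promoters bound by both proteins was about 970 in Fig. 5B, read by eye, and 610 protein-coding genes were found here. Among the alternatives set before the data were examined, taking every gene in the window gave 713, within 1.5 times of the study's number. The others did not, with 503 for a window of 1000 bp, 48 for −log10 q at least 5, 178 for folds at or above the list median, 600 for placement by summit, 602 without 17q23 and 20q13, 639 for all annotated genes, 409 at equal list lengths and 609 without chromosome X. The paper states no promoter window or threshold. For the single proteins, about 3500 and about 2000 promoters in Fig. 5B, read by eye, stand beside 2769 and 1595 here, and beside 3502 and 1873 with all annotated genes.

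Fig. 5A, read by eye, shows a higher promoter share for KDM5B (about 45%) than for CUL4B (about 40%). Here the KDM5B share was 45.8% and the CUL4B share 54.4%, a difference of 8.66 percentage points in the other direction (p = 3.93e-19, chi-square test), which had this direction under every alternative run. The paper calls the distributions similar, and promoters held the largest share for both proteins here as in the paper, except that with a window of 1000 bp KDM5B introns (36.2%) lay above promoters (35.1%).

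The paper presents GATA3, CDKN1A, CDKN1B, RHOB, BMAL1, INSIG1, INSIG2 and FOXO1 as targets of both proteins. CUL4B promoter peaks were found at all 8, and KDM5B promoter peaks at GATA3, CDKN1B, RHOB and INSIG1. With q at most 0.05, chosen after seeing the values, 5 had CUL4B peaks and 3 had both, and with −log10 q at least 5, 1 had CUL4B peaks and the same gene had both. No setting that was run gave a KDM5B promoter peak at INSIG2, FOXO1, CDKN1A or BMAL1. Fig. 6B and its text present INSIG1 and INSIG2 as regulated by both proteins. Promoter peaks of both were found here at INSIG1, with a −log10 q of 0.666 for CUL4B, but not at INSIG2. For the 8 genes the paper also gives ChIP-qPCR and knockdown experiments, and for INSIG1, INSIG2, CDKN1A and CDKN1B re-ChIP, none of them analysed here. Depth is unknown, so that a missing peak does not show missing binding. The paper names the circadian clock, cholesterol biosynthesis, axon guidance and the immune system among the pathways of the shared genes. In the lists used here, which are not the Reactome or GO sets, none of 26 circadian genes and none of 23 cholesterol enzymes had promoter peaks of both. By the share of all genes, 0.794 and 0.703 would be expected, so that finding none is not evidence against these pathways. The enzyme list also leaves out INSIG1 and INSIG2, which the paper places in cholesterol biosynthesis and which are under SREBP regulation here. Axon guidance (4 of 43, adjusted p = 0.0675, Fisher's exact test), SREBP regulation (2 of 21, adjusted p = 0.196) and immune genes (3 of 45, adjusted p = 0.225) did not pass. Axon guidance passed with q at most 0.05 (Fisher's adjusted p = 0.00559) and with canonical start sites (adjusted p = 0.0294), both chosen after seeing the values. Immune genes passed with folds at or above the list median, an alternative set before the data were examined. FOXO-mediated transcription (Fisher's adjusted p = 1.62e-05) and the cell cycle (adjusted p = 9.19e-05) passed. Without the listed cancer genes, left out after seeing the data, neither did (Fisher's adjusted p = 0.0916 and 0.835). Some listed genes had been met while looking at the peaks, so that this loss can arise in part by construction.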

Other observations

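The snoRNA host test and the comparisons without the listed cancer genes were chosen after the results had been seen. Immediate early genes, which respond within minutes to growth factors, had promoter peaks of both proteins at 7 of 32 members (odds ratio 8.98, adjusted p = 0.000119, Fisher's exact test). These were CCN1, EGR3, JUNB, MYC, NR4A1, RHOB and ZFP36L1. KDM5B peaks lay at 14 members (Fisher's adjusted p = 0.000113) and CUL4B peaks at 12 (adjusted p = 1.21e-05). Compared only with genes bound by either protein, the adjusted p for both was 0.0759, and with folds at or above the list median that for KDM5B was 0.0806. JUNB, which encodes an AP-1 subunit, had folds of 3.12 for KDM5B and 2.76 for CUL4B. Of 11 stemness and EMT markers, CDH1, CTNNA1, FN1, MYC and SOX2 had KDM5B peaks (Fisher's adjusted p = 0.0221), and CDH1, MYC and SOX2 had CUL4B peaks (adjusted p = 0.0815) and thus both (adjusted p = 0.00835). These 3 genes are all listed cancer genes, so that leaving out the list left 0 of 7 with both by construction. For KDM5B, 2 of 7 were left (Fisher's adjusted p = 0.385). The list was written after the peaks had been seen, so that its removal can lower this count by construction too. With a window of 1000 bp the KDM5B result did not pass either (Fisher's adjusted p = 0.0591), nor did that for both with −log10 q at least 5 (adjusted p = 0.0682) or against genes of either list (adjusted p = 0.0784). The CUL4B result for these markers passed with q at most 0.05 (Fisher's adjusted p = 0.00983) and with folds at or above the list median. At SOX2, a pluripotency factor gene, the folds were 3.23 and 3.46. At CDH1, the E-cadherin gene, the strongest promoter peaks (5.12-fold and 4.72-fold) lay 74381 and 71207 bp from the canonical start, near internal starts, and the nearest peaks 34 and 104 bp from it.

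Olfactory receptor genes and the keratin-associated protein genes of hair rarely had promoter peaks. Of 415 olfactory receptor genes, OR13J1 and OR2B6 had a KDM5B peak (Fisher's adjusted p = 1.4e-22) and OR2A12 a CUL4B peak (adjusted p = 8.89e-13), and none had both (adjusted p = 1.4e-05). None of 94 keratin-associated protein genes had a peak of KDM5B (Fisher's adjusted p = 5.81e-06) or CUL4B (adjusted p = 0.00185). The CUL4B value for these genes did not pass with q at most 0.05 (Fisher's adjusted p = 0.133) or with folds at or above the list median (adjusted p = 0.0686). With −log10 q at least 5, neither protein's value passed (Fisher's adjusted p = 0.0634 for KDM5B and 1 for CUL4B), nor did the olfactory values for CUL4B (adjusted p = 0.711) and both (adjusted p = 1). The olfactory value for both was also lost with folds at or above the list median (Fisher's adjusted p = 0.0939) and against genes of either list (adjusted p = 1). Of 509 ZNF zinc finger genes, 50 had KDM5B peaks, fewer than other genes (odds ratio 0.671, Fisher's adjusted p = 0.0126), 42 had CUL4B peaks (adjusted p = 0.910) and 9 had both (adjusted p = 0.138). With canonical start sites the KDM5B value for ZNF genes did not pass (Fisher's adjusted p = 0.495), nor with a window of 1000 bp (adjusted p = 0.253). Of 39 HOX genes, HOXA13, HOXA4, HOXB3 and HOXC13 had KDM5B peaks (Fisher's adjusted p = 0.809), HOXA4, HOXC13 and HOXC4 CUL4B peaks (adjusted p = 1), and HOXA4 and HOXC13 both (adjusted p = 0.447). Of 29 snoRNA host genes, 3 had KDM5B peaks, 5 CUL4B peaks (odds ratio 6.71, Fisher's adjusted p = 0.00485) and 2 both.

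Of 14 genes of cholesterol efflux and uptake, ABCA1 and LDLR had KDM5B peaks (Fisher's adjusted p = 1), ABCA1 and SCARB1 CUL4B peaks (adjusted p = 0.422), and ABCA1, a cholesterol transporter gene, both (adjusted p = 0.460). Of 20 genes that the study chose from its RNA-seq for RT-qPCR, ITGB2, MUC5B, SLC4A8 and TFF1 had KDM5B peaks (Fisher's adjusted p = 0.652) and HSPB8 a CUL4B peak (adjusted p = 1), and none had both. These members bound by 1 protein were named after their values were seen. ACTB, the β-actin gene, had folds of 4.30 and 4.72, with −log10 q of 17.2 and 10.3. Of the other genes that the paper names, ILF2 (2.95-fold and 4.75-fold) and WDR26 (8.47-fold and 3.23-fold, 26312 and 25903 bp from the canonical start) had promoter peaks of both proteins, as did CDK4, a listed cancer gene (2.96-fold and 3.15-fold). Of the 288 listed cancer genes, 145 (50.3%) had KDM5B promoter peaks against 13.3% of other genes, 86 (29.9%) CUL4B peaks against 7.67%, and 70 (24.3%) both against 2.74%. The list was written after the peaks had been looked at and 74 of its genes had been met there, so that these shares are not independent evidence of more frequent peaks at cancer genes.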
